# Meiotic prophase I disruption as a strategy for nonhormonal male contraception using small-molecule inhibitor JQ1

**DOI:** 10.1073/pnas.2517498123

**Published:** 2026-04-07

**Authors:** Stephanie Tanis, Leah E. Simon, Adriana K. Alexander, Tegan S. Horan, Maria de las Mercedes Carro, Samantha Jane Bonnett, Audrey Xie, Roni Ben-Shlomo, Connor E. Owens, Charles G. Danko, Jelena Lujic, Paula E. Cohen

**Keywords:** transcription, mouse, spermatogenesis, male contraception, meiosis

## Abstract

Developing safe, reversible, and nonhormonal male contraceptives has been hindered by the lack of defined biological windows that can be transiently interrupted without compromising long-term fertility. Here, we tested whether meiotic prophase I can serve as such a window by pharmacologically inhibiting the testis-specific chromatin reader BRDT using the small-molecule bromodomain inhibitor (+)-JQ1 as proof-of-principle. Short-term JQ1 administration (3 wk) selectively disrupted the pachytene transcriptional program, depleted postmeiotic germ cells, and induced a reversible arrest in spermatogenesis. Upon drug withdrawal, prophase I cytological markers normalized within 6 wk, accompanied by restoration of testis architecture and germ-cell composition. Crossover metrics and transcriptional programs recovered more gradually, reaching full normalization by 30 wk alongside complete restoration of fertility and fecundity. These results demonstrate that meiotic prophase I can be transiently inhibited to suppress spermatogenesis reversibly without inducing lasting genomic or reproductive defects, defining a stage-specific framework for the rational design of nonhormonal male contraceptives.

## Significance

Few reversible male contraceptives have advanced toward clinical translation, largely because the optimal biological stage for safe intervention remains undefined. Meiosis represents a natural checkpoint in sperm production where transient inhibition could achieve precise and reversible fertility control. Using the small-molecule BRDT inhibitor (+)-JQ1, we demonstrate that brief suppression of meiotic prophase I halts spermatogenesis yet permits complete recovery of germ-cell differentiation, recombination fidelity, and fertility after withdrawal. While acknowledging the need for robust future safety assessments of any candidate drugs, these studies provide a blueprint for developing new contraceptive approaches that act safely and selectively within the germline.

Unintended pregnancies account for nearly 44% of all pregnancies worldwide, underscoring the need for expanded contraceptive options that engage men (1). Existing approaches are largely female-centered or permanent, such as vasectomy, leaving few reversible male options (2). Developing nonhormonal methods that transiently prevent sperm production would help close this gap and promote shared reproductive responsibility.

Spermatogenesis, the process by which diploid spermatogonia divide and differentiate into mature spermatozoa (3), proceeds through three major stages: i) the spermatogonial phase, during which spermatogonial stem cells (SSCs) self-renew, proliferate, and differentiate; ii) the meiotic phase, in which primary spermatocytes undergo homologous pairing, recombination, and two reductional divisions to form haploid spermatids; and iii) the spermiogenic phase, where spermatids undergo transcriptional silencing and structural remodeling to form spermatozoa. By transiently disrupting key regulators at defined stages, it may be possible to halt sperm production reversibly without compromising the SSC pool (4). Advances in genomics and single-cell transcriptomics now enable high-resolution mapping of these stages, revealing stage-specific molecular targets (5, 6).

A central challenge in identifying the appropriate target is selecting the optimal developmental window. Early disruption of spermatogonia risks damaging the SSC niche, whereas postmeiotic interventions risk residual fertilization. Meiosis, in which diploid precursors divide to form haploid gametes, offers a potential balance, as it combines distinct cellular hallmarks of homolog pairing, synapsis, and recombination (7) with a tightly regulated “pachytene transcriptional burst” that transitions the meiotic to spermiogenic program (8). Temporarily perturbing this stage could therefore block sperm formation with temporal precision while preserving regenerative capacity.

The testis-specific bromodomain protein BRDT is a key regulator of pachytene transcription (8, 9). Matzuk et al. showed that (+)-JQ1 (JQ1), a small-molecule bromodomain inhibitor, induces reversible infertility in mice by inhibiting BRDT (10). Because every developing sperm passes through this stage, transient BRDT inhibition provides a tractable model to test whether meiotic prophase I can be pharmacologically targeted to achieve reversible contraception without lasting molecular or genomic defects.

Here, we extended the foundational studies of Matzuk and colleagues to directly evaluate the reversibility and molecular consequences of transient meiotic inhibition. Using JQ1 as a probe compound, we assessed fertility outcomes, pachytene transcriptional dynamics, and meiotic chromosome architecture through single-cell RNA sequencing, histology, and cytogenetic analyses before and after treatment, as well as in F1 male progeny from treated fathers. These analyses reveal that transient BRDT inhibition disrupts the pachytene transcriptional program yet allows complete recovery of spermatogenesis, recombination fidelity, and fertility after withdrawal. Together, they establish meiotic prophase I as a biologically defined and reversible control point within the spermatogenic program, providing a framework for evaluating future stage-specific contraceptive strategies.

## Results

### Inhibition of BRDT Causes Infertility By Disrupting the Switch From the Meiotic to the Spermiogenic Transcriptome During Spermatogenesis.

Although JQ1 is known to block spermatogenesis in a reversible fashion, its precise effects on the meiotic transcriptional program and its recovery remain uncharacterized. To explore this, we recapitulated the treatment regime of Matzuk et al. (10), subjecting adult DBA/2J males to daily intraperitoneal injections of JQ1 (50 mg/kg) or vehicle for 3 wk (11). Animals were divided into treatment and vehicle cohorts, each analyzed either immediately after dosing (treatment, T; vehicle control-treatment, VC-T) or 6 wk after JQ1 withdrawal (recovery, R; vehicle control-recovery, VC-R); age-matched untreated males served as baseline controls at both treatment (UC-T) and recovery (UC-R) timepoints (Fig. 1*A*). Testis mass and sperm counts were measured, with JQ1 significantly reducing both parameters relative to controls (Fig. 1 *B* and *D*), while withdrawal of JQ1 for 6 wk restored these values returned to baseline (Fig. 1 *C* and *E*).

**Fig. 1.**
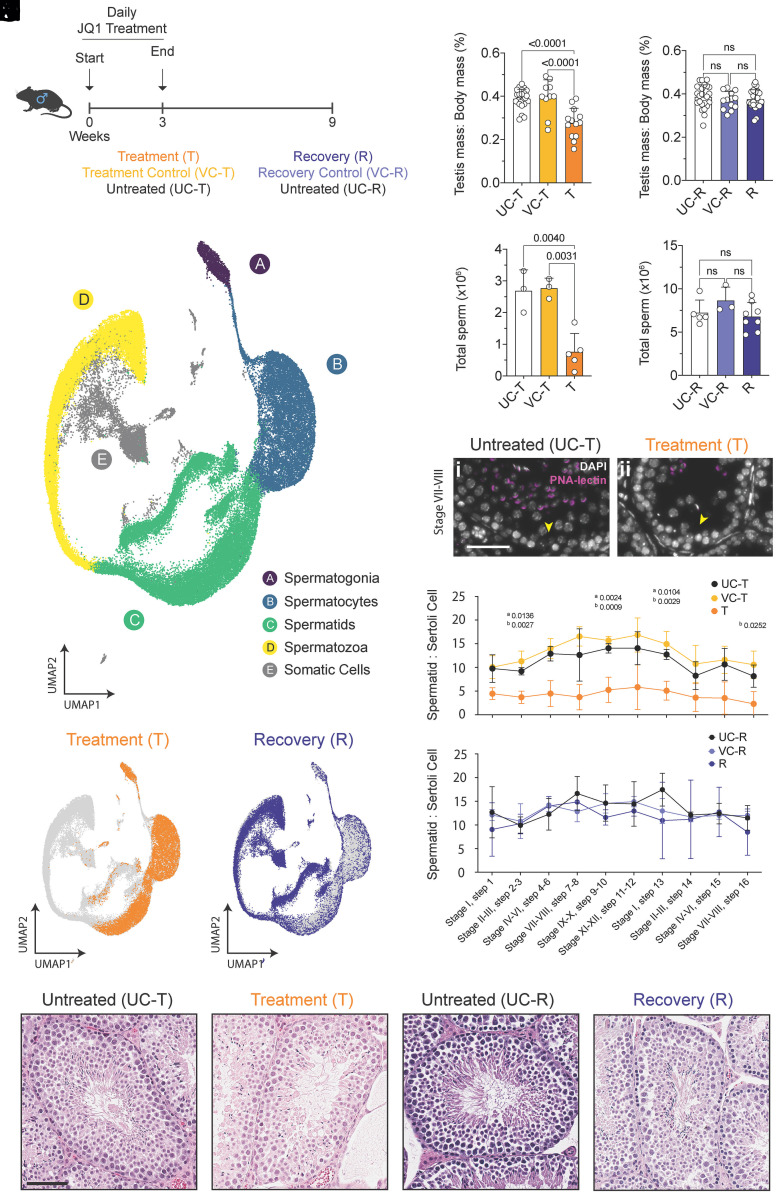
Three-week JQ1 treatment causes postmeiotic cell loss with full recovery after withdrawal. (*A*) Experimental design outlining 3 wk of daily JQ1 injections (treatment, T) or vehicle controls (VC-T) with age-matched untreated controls (UC-T). Recovery was assessed 6 wk after cessation of JQ1 (R) or vehicle (VC-R), alongside untreated recovery controls (UC-R). (*B* and *C*) Testis mass (% of body mass) for (*B*) treatment timepoints (T, n = 8; VC-T, n = 7; UC-T, n = 13 mice) and (*C*) recovery timepoints (R, n = 14; VC-R, n = 7; UC-R, n = 13 mice). Statistical comparisons were performed using one-way ANOVA; exact *P* values are shown. (*D* and *E*) Total epididymal sperm counts (10^6^ sperm per mouse) for (*D*) treatment cohorts (T, n = 5; VC-T, n = 3; UC-T, n = 3 mice) and (*E*) recovery cohorts (R, n = 8; VC-R, n = 3; UC-R, n = 5 mice). Statistical comparisons were performed using one-way ANOVA (*D*) or Kruskal–Wallis test with Dunn’s post hoc test (*E*); exact *P* values are shown. (*F*–*H*) UMAP visualizations of all single-cell RNA-seq libraries across treatment and recovery conditions (*F*), highlighting cell populations captured after treatment (*G)* and recovery (*H*). Each point represents one cell colored by germ-cell type. (*I* and *J*) Representative testicular histology from untreated (UC-T, *I*) and JQ1-treated (T, *J*) males by hematoxylin and eosin (H&E) staining. (*K*) Immunofluorescence staining of stage VII–VIII seminiferous tubules using PNA-lectin (magenta) and DAPI (grayscale) in UC-T and T testes. Yellow arrows indicate Sertoli cells. (Scale bar, 50 µm.) (*L* and *M*) Quantification of spermatid-to-Sertoli cell ratios per seminiferous tubule for (*L*) UC-T, VC-T, and T males and (*M*) VC-R, R, and UC-R males (n = 3 mice per group). Statistical comparisons were performed using one-way ANOVA; superscripts denote statistical comparisons (a = T vs UC-T, b = T vs VC-T). Exact *P* values are shown. (*N* and *O*) Representative testicular H&E staining from untreated recovery (UC-R, *N*) and recovery (R, *O*) males showing full restoration of spermatogenesis. (Scale bar, 100 µm.) Data are shown as mean ± SD throughout.

We next characterized the genetic basis of this reversible phenotype. Single-cell RNA sequencing (scRNA-seq) of testicular suspensions from treatment, recovery, and control males captured 69,262 high-quality cells spanning all major germ and somatic populations (Fig. 1*F* and *SI Appendix*, Fig. S2). 

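The libraries were made from dissociated testes with the 10x Genomics 3′ chemistry, 1 library per mouse and 3 libraries in each of the 5 groups. JQ1, which competes for the bromodomains of BRDT and its relatives, was injected at 50 mg/kg daily for 3 wk, and testes were taken immediately (T) or 6 wk after the last dose (R). Vehicle-treated mice were taken at the same times (VC-T and VC-R), and a single untreated group (UC) served both comparisons. By the sample labels, the mice of T and VC-T were 10 wk old, those of R and VC-R 16 wk and those of UC 15 wk. The authors aligned the reads to mm10 and counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger. The deposited values are these raw UMI counts, for the same genes in all 15 libraries, and the number of barcodes in each library equals the number of cells before filtering in SI Appendix, Table S1. Ambient RNA correction, cell filters and doublet removal therefore come after these counts. Total UMIs per library ranged from 9673587 to 27392194 in T (median 20022735), from 17460908 to 28341295 in VC-T (median 18319704), from 40582759 to 98724982 in R (median 48207277), from 11010746 to 22785693 in VC-R (median 20082922) and from 14045481 to 21028931 in UC (median 14562190). The paper reports depth as reads, from the paper's 97538675 to 439265185 reads per library, while every value given here uses UMIs. Cells with at least 500 genes, at least 1000 UMIs and under 30% mitochondrial UMIs were kept, the thresholds drawn in SI Appendix, Fig. S2B, and the 5.4% of cells with the highest doublet score were removed from each library. This left 72362 cells, of which 11732 were from T, 12576 from VC-T, 26700 from R, 11119 from VC-R and 10235 from UC, where the paper's number is 69262. For gene expression, UMIs were summed per library and cell class and compared by edgeR's quasi-likelihood test after TMM normalization, with a gene called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Values with 1 number per library were compared by exact two-sided permutation tests. Intervals and limits on shares of cells cover counting error only.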

Clustering and UMAP visualization revealed the full continuum of spermatogenic stages, confirming comprehensive sampling (*SI Appendix*, Figs. S3 and S4). 

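Clusters were named by fixed markers of each class, after leaving Prm1, Prm2 and Tsga8 out of the markers because they are outcomes of the treatment comparison. Germ cells made up 62796 of the cells kept, with 2151 spermatogonia-like, 16469 spermatocyte-like, 20098 spermatid-like and 24078 spermatozoa-like cells. The somatic classes held 4513 Sertoli-like, 247 Leydig-like, 83 myoid-like and 278 macrophage-like cells. A further 4445 cells lay in clusters that met no class's rule and were left unnamed, and no cluster met the rule for endothelial cells. Median UMIs per kept cell lay between 2455 and 4202.5 in the 15 libraries and median genes per cell between 1151 and 2244.5. Spermatogonia-like cells, the least numerous germ cell class, numbered 844 in T, 567 in VC-T, 231 in R, 210 in VC-R and 299 in UC.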

In JQ1-treated testes, germ cells progressed normally through meiosis to the haploid spermatid stage but failed to produce mature spermatozoa (Fig. 1*G*), consistent with the known contraceptive effect of BRDT inhibition. 

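Spermatozoa-like cells, named after the study's spermatozoa class and by transcripts alone, were 0.104% ± 0.0962 (SD, n = 3) of germ cells in T and 60.4% ± 4.03 (SD, n = 3) in UC. The counts behind the T share were 4 of 5415, 1 of 3768 and 5 of 2362 germ cells, with exact Clopper-Pearson 95% intervals of 0.0201 to 0.189%, 0.000672 to 0.148% and 0.0688 to 0.493%. In VC-T the share was 29.3% ± 25.9 (SD, n = 3), because VC-T 1 had 0 of 5488 spermatozoa-like cells. With 3 cells as the limit for a count of 0, this allows a share of up to 0.0547% (exact interval 0 to 0.0672%). VC-T 2 had 38.6% (exact interval 36.7 to 40.5%) and VC-T 3 had 49.2% (47.5 to 50.9%). With all 6 UC and VC-T libraries as controls, the share in T fell by 44.7 points, and the exact two-sided permutation test gave p = 0.0952. VC-T 1 decides this test: without it the difference was -53.7 points and the exact permutation p was 0.0357, the smallest that 3 against 5 allow. Spermatocyte-like cells rose to 54.8% ± 1.90 (SD, n = 3) of germ cells in T, from 22.0% ± 11.7 (SD, n = 6) in the controls (exact permutation p = 0.0238, two-sided, the smallest that 3 against 6 allow), and VC-T 1 was the control nearest to T at 45.1% (exact interval 43.8 to 46.4%). The spermatid-like share, 37.6% ± 2.38 (SD, n = 3) against 28.9% ± 13.7 (SD, n = 6), did not differ by more than the spread between libraries (exact permutation p = 0.310, two-sided). The share of spermatogonia-like cells was 7.51% ± 0.941 (SD, n = 3) in T and 4.21% ± 2.23 (SD, n = 6) in the controls (exact permutation p = 0.0714, two-sided). Fewer spermatozoa-like cells raise the other shares by themselves, so a like share does not show that spermatid-like cells were spared. T held 4407 spermatid-like and 6284 spermatocyte-like cells, UC 1951 and 1637, and VC-T 4585 and 3540. Spermatocyte-like cells were the more numerous in each T library, and among the controls only in UC 1 (625 against 511). The paper concludes that germ cells under JQ1 reach the haploid spermatid stage but do not form mature spermatozoa, and it relates this to the known effect of BRDT inhibition.

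**Figure D1:**
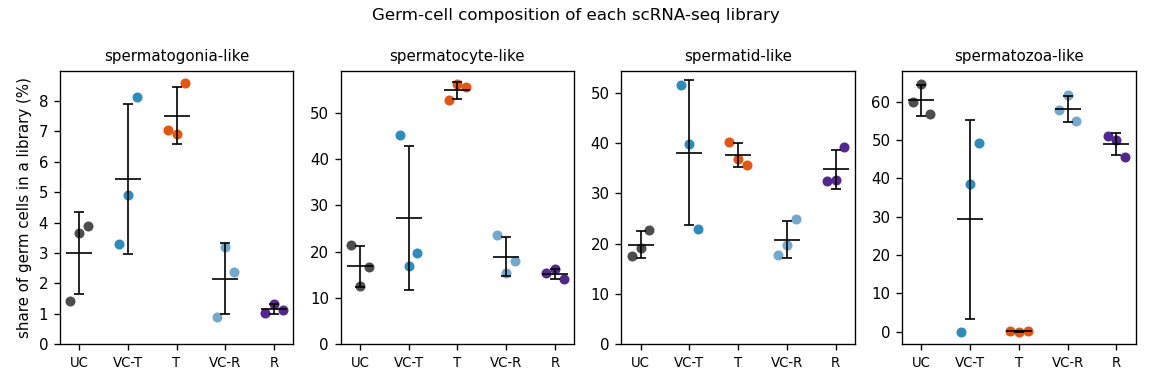
Share of germ cells (percent, y axis) in each of the 4 germ cell classes, 1 panel per class, for UC, VC-T, T, VC-R and R (x axis). Each point is 1 library and the bars are the mean and SD of 3 libraries. Spermatozoa-like cells lie at or under 0.212% in the T libraries and VC-T 1, and at 38.6% or more in the other libraries.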

Histological analyses supported this finding: hematoxylin–eosin staining showed a depletion of luminal spermatozoa, and PNA-lectin labeling revealed a reduction across spermatid steps 1 to 16 in treated males relative to controls (Fig. 1 *I*–*L*). Mild increases in TUNEL-positive cells indicated limited apoptosis (*SI Appendix*, Fig. S5 *A* and *B*) rather than widespread damage.

To confirm testis specificity of the JQ1 effect, we performed parallel RNA-seq and histological analyses of kidney and liver. JQ1 induced only minimal, reversible transcriptional changes in nongonadal tissues and preserved normal histological architecture in both organs (*SI Appendix*, Fig. S6 *B*–*D*). 

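Sertoli-like cells made up 1.09% ± 0.843 (SD, n = 3) of all cells in T and 3.38% ± 3.37 (SD, n = 6) in the UC and VC-T libraries, a difference within the spread between libraries (exact permutation p = 0.214, two-sided). The class held 118 cells in T, 219 in UC and 508 in VC-T, of which 345 came from VC-T 2. Within the class, 1 cluster led by Clu, whose cells carry most of the Fshr UMIs, was singled out after its values were seen. Its share of all cells was 0.594% ± 0.687 (SD, n = 3) in T and 0.881% ± 0.832 (SD, n = 6) in the controls (exact permutation p = 0.738, two-sided). After withdrawal, the Sertoli-like share was 11.4% ± 5.79 (SD, n = 3) in R against 2.12% ± 0.813 (SD, n = 6) in UC and VC-R (exact permutation p = 0.0238, two-sided), and the Clu-led cluster was 0.152% ± 0.0663 (SD, n = 3) against 0.583% ± 0.518 (SD, n = 6), with p = 0.238 from the same exact permutation test. Fshr in all Sertoli-like cells of R stood at 9.07 CPM (counts scaled to the same sum for every library).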

Within the testis, we observed no impact on Sertoli cell abundance or function, demonstrating largely germ-cell-restricted activity and complete recovery following withdrawal (*SI Appendix*, Fig. S6 *F*–*H*). Equivalent RNA-seq analyses performed at the recovery timepoint showed full normalization of tissue morphology and gene expression, confirming that the minimal off-target effects were transient (*SI Appendix*, Fig. S6 *B*, *C*, and *E*). By 6 wk postdrug cessation, germ-cell composition and seminiferous architecture were indistinguishable from controls. 

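In R, spermatozoa-like cells were 48.9% ± 2.86 (SD, n = 3) of germ cells against 59.3% ± 3.56 (SD, n = 6) in UC and VC-R together, and every R library lay below every control (exact permutation p = 0.0238, two-sided). Spermatid-like cells were 34.8% ± 3.86 (SD, n = 3) in R and 20.3% ± 2.96 (SD, n = 6) in the controls, and every R library lay above every control (exact permutation p = 0.0238, two-sided). The shares of spermatocyte-like cells, 15.2% ± 1.11 (SD, n = 3) against 17.9% ± 4.03 (SD, n = 6, exact permutation p = 0.333, two-sided), and of spermatogonia-like cells, 1.16% ± 0.154 (SD, n = 3) against 2.58% ± 1.22 (SD, n = 6, exact permutation p = 0.143, two-sided), did not separate the groups. A group of 5 clusters with few UMIs per cell, defined after the data were seen, held 75.4% ± 8.30 (SD, n = 3) of the spermatid-like cells of R. When these clusters were left out, the direction of both differences turned: spermatid-like cells were 11.7% ± 2.18 (SD, n = 3) of germ cells in R and 18.4% ± 3.45 (SD, n = 6) in the controls (exact permutation p = 0.0238, two-sided), and spermatozoa-like cells 69.2% ± 2.60 (SD, n = 3) and 61.4% ± 3.92 (SD, n = 6, exact permutation p = 0.0476, two-sided).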

Recovery testes displayed the full complement of spermatogenic stages in both scRNA-seq and histology (Fig. 1 *H*–*M*), with normal apoptotic indices (*SI Appendix*, Fig. S5 *C* and *D*).

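All 4 germ cell classes were present in each R library. Across the 3 R libraries, 9657 spermatozoa-like, 7066 spermatid-like, 3002 spermatocyte-like and 231 spermatogonia-like cells were counted among 19956 germ cells. The R libraries hold more cells than the others, with 6648, 7308 and 12744 cells kept, against 2760 to 4776 in VC-R and 2927 to 4206 in UC.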

### BRDT Inhibition Disrupts the Prophase I Progression and the Pachytene Transcriptional Switch Leading to Haploid Germ Cell Loss.

We next sought to define the specific stage and mechanism of spermatogenic failure. All single-cell transcriptomes were ordered along pseudotime using Slingshot (12) (*SI Appendix*, Fig. S7). Cell density mapping across 51 evenly spaced bins revealed a marked loss at the spermatid-to-spermatozoa transition (Fig. 2*A*; dashed line), matching histological reduction observed in haploid cells (Fig. 1). 

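Cells were ordered here by diffusion pseudotime, scaled by rank and divided into 51 bins numbered from 0 to 50, because Slingshot was not used here. In the UC libraries, 60.2% ± 4.33 (SD, n = 3) of germ cells lay in the last 20 bins, from bin 31 on, and in T 0.104% ± 0.0962 (SD, n = 3) did. VC-T held 29.2% ± 25.8 (SD, n = 3), with no germ cell of VC-T 1 in these bins. Against UC and VC-T together (44.7% ± 23.7, SD, n = 6), the exact permutation test gave p = 0.0952, two-sided. In each T library the number of cells in these bins equals the number of spermatozoa-like cells. With 51 bins of equal width in unscaled pseudotime, the late bins started at bin 39.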

Analysis of transcriptional dynamics clarified the origin of this cell loss. 

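Transcriptional activity was measured as genes detected per cell, divided by the sequencing saturation (percent) that SI Appendix, Table S1, gives for the library, and averaged per pseudotime bin with at least 10 cells. In all 9 UC, VC-T and VC-R libraries the mean reached a first peak in bins held by spermatocyte-like cells, at 110.4 ± 25.7 genes per percent of saturation (SD, n = 9). It then fell to 44.1 ± 7.71 (SD, n = 9) before a lower peak of 79.8 ± 12.4 (SD, n = 9) in spermatid-like cells. In the last bin with enough cells the value was 33.6 ± 9.48 (SD, n = 9). The median bins of these points over the libraries were 10 for the first peak, 14 for the dip and 28 for the later peak.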

In control testes, transcription followed a characteristic biphasic pattern of spermatogenesis: a major burst in spermatocytes followed by a smaller wave in spermatids that wanes during sperm maturation (13) (Fig. 2*B*). JQ1 treatment selectively attenuated the pachytene transcriptional burst (Fig. 2*B*; dashed rectangle), indicating loss of coordinated gene activation at mid-prophase I. Because pachytene transcription largely establishes the mRNA pool required for later spermiogenic remodeling (14), its attenuation predicts downstream haploid loss. 

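Spermatocyte-like cells had 71.1 ± 8.33 (SD, n = 3) genes per cell and percent of saturation in T and 75.0 ± 8.15 (SD, n = 6) in UC and VC-T, a difference that lay within the spread between libraries (exact permutation p = 0.690, two-sided). The highest bin mean was 85.1 ± 15.7 (SD, n = 3) in T, 102.4 ± 2.93 (SD, n = 3) in UC and 107.7 ± 30.6 (SD, n = 6) in UC and VC-T together (exact permutation p = 0.214, two-sided). Mean UMIs per spermatocyte-like cell were 4699 ± 865 (SD, n = 3) in T and 7664 ± 3158 (SD, n = 6) in the controls (exact permutation p = 0.0952, two-sided). Without VC-T 1 (3555 UMIs), a comparison chosen after the data were seen, the controls had 8485 ± 2722 (SD, n = 5), and the 3 T libraries (3829 to 5558) lay below all 5 of them (6735 to 13239, exact permutation p = 0.0357, two-sided). By median UMIs per cell, VC-T 2 (4624) lay within the range of T (3378 to 5081). Mean UMIs per cell were also lower in T than in UC in spermatogonia-like cells (1879 ± 202 against 2536 ± 167, SD, n = 3 each). The same held in spermatid-like cells (3966 ± 451 against 5736 ± 660, SD, n = 3 each), so lower UMIs were not particular to spermatocyte-like cells. Genes per cell not divided by saturation were 2254 ± 262 (SD, n = 3) in T and 2626 ± 434 (SD, n = 6) in the controls (exact permutation p = 0.238, two-sided), and 2770 ± 282 (SD, n = 5) in the controls without VC-T 1 (exact permutation p = 0.0357, two-sided, chosen after the data were seen). With every cell thinned to 2000 UMIs, the mean was 1336 ± 8.78 (SD, n = 3) genes per cell in T and 1300 ± 25.3 (SD, n = 6) in the controls (exact permutation p = 0.0238, two-sided). Thinning makes the number of UMIs per cell equal, so these values cannot show a difference in that number. It also leaves out cells with fewer UMIs, 17.6% of the spermatocyte-like cells of T, 20.1% of those of UC and 18.2% of those of VC-T. In spermatid-like cells the values were 63.1 ± 8.88 (SD, n = 3) in T and 60.6 ± 6.76 (SD, n = 6) in the controls (exact permutation p = 0.690, two-sided), and 1344 ± 2.44 (SD, n = 3) genes against 1299 ± 24.6 (SD, n = 6) at equal UMIs. Without T 3 the spermatocyte-like difference was 0.895, and without T 1 the spermatid-like difference was -2.36, each the opposite sign of the value with all libraries. In T the peak in spermatocyte-like cells was higher than that in spermatid-like cells in 3 of 3 libraries. From a lower peak in pachytene spermatocytes in its plot, the paper reasons that JQ1 weakens the transcriptional burst of mid-prophase I, and that spermiogenesis, which draws on these transcripts, fails as a result.

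**Figure D2:**
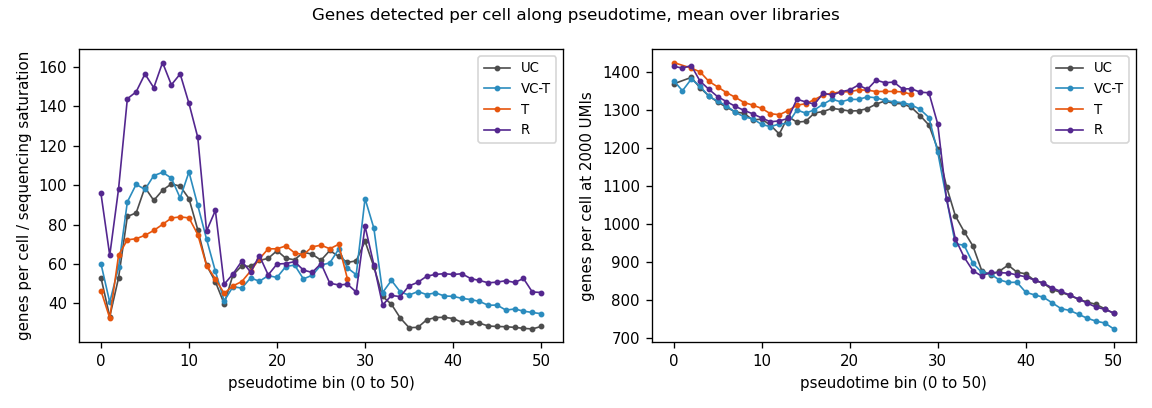
Genes detected per cell along 51 pseudotime bins (x axis, bins 0 to 50), as the mean over libraries of UC, VC-T, T and R with at least 10 cells of each library in the bin. The left panel divides genes per cell by sequencing saturation (percent), with a highest bin mean per library of 85.1 ± 15.7 (SD, n = 3) in T. The right panel counts genes per cell after thinning every cell to 2000 UMIs, where spermatocyte-like cells of T average 1336 genes.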

BRDT remained detectable in pachytene and postmeiotic germ cells across all mice from treatment timepoint (*SI Appendix*, Fig. S6*A*), confirming that the phenotype reflects functional inhibition rather than protein loss (10).

**Fig. 2.**
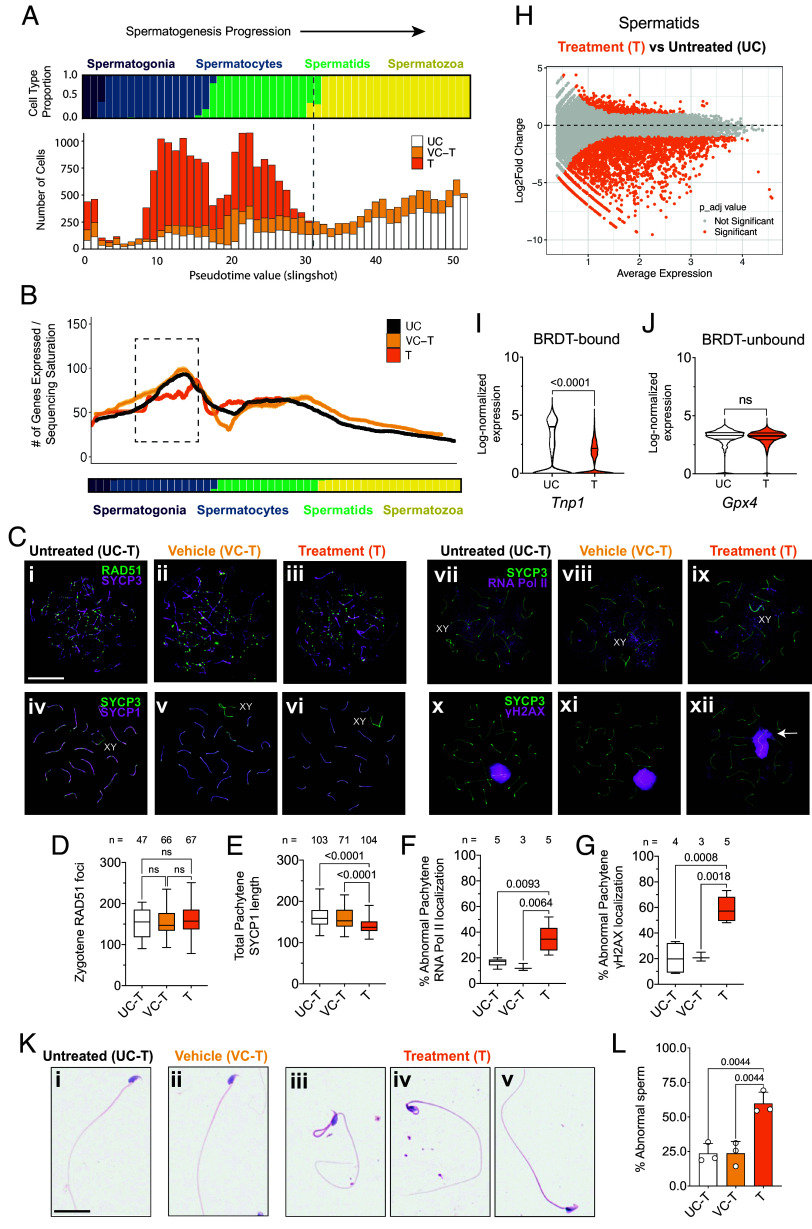
Transient BRDT inhibition disrupts pachytene transcription and drives haploid cell loss. (*A*) Pseudotime ordering of single-cell transcriptomes showing spermatogenic progression (*Top*) and cell density by condition (*Bottom*). The dashed line indicates the spermatid-to-spermatozoa transition, where JQ1-treated (T) testes show cell loss. (*B*) Transcriptional activity (number of genes expressed per cell) plotted along pseudotime for untreated (UC) (black), vehicle (VC-T) (yellow), and JQ1-treated (T) (orange) testes. The dashed box highlights attenuation of the pachytene transcriptional burst in treated samples. (*C*) Representative chromosome spreads from spermatocytes labeled for markers of recombination and transcription: (*i*–*iii*) RAD51 and SYCP3 during zygonema; (*iv*–*vi*) SYCP1 and SYCP3 during pachynema; (*vii*–*ix*) SYCP3 and RNA polymerase II at pachynema; (*x*–*xii*) SYCP3 and γH2AX at pachynema. (Scale bar, 20 µm.) (*D*–*G*) Quantification of meiotic phenotypes: (*D*) RAD51 foci per zygotene nucleus (n = 47 to 67 nuclei, 3 mice per group), (*E*) total SYCP1 length per pachytene nucleus (n = 71 to 104 nuclei, 3 to 5 mice per group), (*F*) percentage of pachytene nuclei with autosomal RNA polymerase II localization (minimum 30 nuclei averaged across n = 3 to 5 mice), (*G*) percentage with γH2AX signal extending beyond the sex body (minimum 30 nuclei averaged across n = 3 to 5 mice). Boxplots show median and interquartile range. Statistical comparisons were performed using one-way ANOVA (*F* and *G*) or Kruskal–Wallis test with Dunn’s post hoc test (*D* and *E*); exact *P* values are shown. (*H*) Differential expression (DE) analysis of pseudobulked spermatids comparing treated (T) and untreated (UC) testes. Each point on MA plot represents one gene; significantly altered genes (adjusted *P* < 0.05, |log_2_fold change| > 1) are shown in orange. (*I* and *J*) Examples of spermatid genes with differential or unchanged expression between conditions. *Tnp1* (*I*) is BRDT-bound and downregulated in treated testes; *Gpx4* (*J*), whose promoter lacks BRDT binding, is unaffected. Violin plots show log-normalized expression; significance determined by Student’s *t* test (ns = not significant). (*K*) Representative H&E-stained epididymal sperm from untreated (UC-T) (*i*), vehicle (VC-T) (*ii*), and treated (T) (*iii*–*v*) males, showing abnormal head and flagellar morphology after JQ1 treatment. (Scale bar, 20 µm.) (*L*) Percentage of abnormal sperm per male (n = 3 to 5 mice per group). Data are shown as mean ± SD. Statistical comparisons were performed using one-way ANOVA; exact *P* values are shown.

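UMIs of spermatid-like cells, 4407 cells in T and 1951 in UC, were summed per library, and 12830 genes passed the filter on low counts. Between T and UC, 1790 genes were changed, 341 higher and 1449 lower in T, while 5829 genes had an adjusted p under 0.05 whatever the size of the change. The alternative that moved this count most was the control group: with all 3 VC-T libraries as controls no gene was changed, although 3576 had an unadjusted p under 0.05, and with VC-T 2 and VC-T 3 alone 2421 were. When the same number of cells was taken from every library within each pseudotime bin, 172 genes were changed, 82 higher and 90 lower, 99 of them shared with the 1790. Tnp1 (ENSMUSG00000026182, chromosome 1, 73015074 to 73015909, GRCm38/mm10, GENCODE vM21), which encodes a transition protein, had 559 ± 214 CPM (SD, n = 3) in T and 4380 ± 605 (SD, n = 3) in UC, a log2 fold change of -2.96 (standard error 0.19, adjusted p = 1.8e-08). Tnp2 (ENSMUSG00000043050, chromosome 16, 10787936 to 10788660) had 344 ± 167 CPM (SD, n = 3) and 6659 ± 1234 (SD, n = 3), a log2 fold change of -4.26 (standard error 0.24, adjusted p = 1.0e-08). The protamine genes lie beside it. Prm1 (ENSMUSG00000022501, chromosome 16, 10796326 to 10805839) changed by -4.93 (standard error 0.36, adjusted p = 6.1e-08), from 7367 ± 1027 to 236 ± 177 CPM (SD, n = 3 each). Prm2 (ENSMUSG00000038015, chromosome 16, 10791380 to 10796134) changed by -5.15 (standard error 0.34, adjusted p = 2.3e-08), from 8068 ± 1273 to 222 ± 149 CPM (SD, n = 3 each). Matched on pseudotime, the log2 fold changes were -0.84 for Tnp1, -1.62 for Tnp2, -2.87 for Prm1 and -2.89 for Prm2. Late haploid transcripts were also counted in spermatogonia-like cells, which should lack them, at 7644 to 14236 CPM in UC and 395 to 1123 in T. Ambient RNA of late haploid cells, which T lacks, may therefore account for part of these changes, and matching does not remove it. Pseudotime also rests on the expression of the same cells, so matching may remove an effect of JQ1. Smarca5 (ENSMUSG00000031715, chromosome 8, 80698507 to 80739497, overlapping Gm45872 on the same strand) was higher, with 143 ± 14.5 CPM in T and 74.9 ± 10.2 in UC (SD, n = 3 each). Its log2 fold change of 0.91 (standard error 0.11, adjusted p = 7.0e-06) is under the fold threshold, and against VC-T 2 and VC-T 3 it was 1.30 and passed. By the smallest adjusted p in each direction, the genes were 1700009J07Rik at -5.35 and Ttc24 at -5.08, and U2af1 at 1.78 and 1700097N02Rik at 1.25. Against VC-T 2 and VC-T 3, the change of 1700097N02Rik was 0.86, under the fold threshold.

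**Figure D3:**
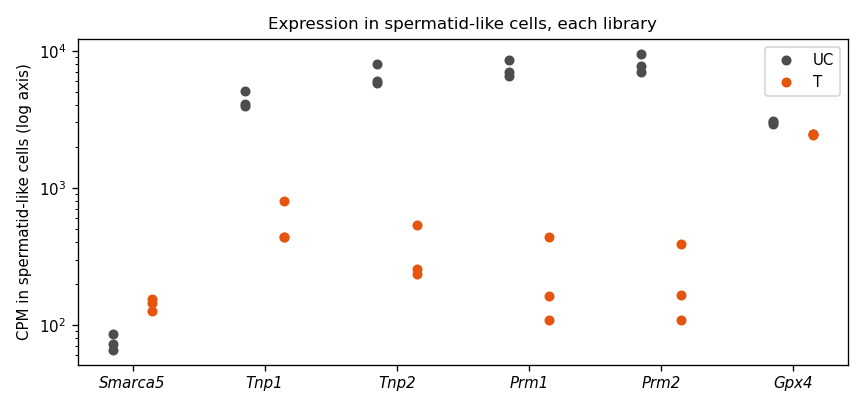
CPM in spermatid-like cells (y axis, log scale) of Smarca5, Tnp1, Tnp2, Prm1, Prm2 and Gpx4, for UC and T (x axis). Each point is 1 library and n is 3 per group. For Prm2 the UC mean is 8068 and the T mean 222, and for Smarca5 they are 74.9 and 143.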

Differential expression (DE) analysis on pseudobulked spermatids revealed 3,195 genes that were altered between treated (T) and untreated (UC) testes (Fig. 2*H*), including key chromatin-remodeling genes during meiosis such as *Smarca5* (13) and sperm-structural genes such as *Tnp1/2* (15) and *Prm1/2* (16) (Fig. 2*I*). Integration with published BRDT ChIP-seq data (11) identified 46 differentially expressed genes in spermatids and 16 in spermatocytes whose promoters are bound by BRDT (*SI Appendix*, Tables S2 and S3), suggesting that JQ1 first disrupts a defined set of BRDT targets, which in turn propagate broader downstream transcriptional changes. In contrast, genes whose promoters lack BRDT binding — such as *Gpx4*, which is essential for spermiogenesis (17)—showed no change in expression (Fig. 2*J*), confirming that JQ1 acts specifically through BRDT-occupied loci rather than broadly repressing spermatid transcription.

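Of the 46 genes of the spermatid list, 45 were tested in spermatid-like cells and 28 were changed in T against UC, all lower in T. All 45 had an adjusted p under 0.05, 43 lower and 2 higher, and the median log2 fold change of the list was -1.19, against 0.04 over all tested genes. Adjusted over the list alone, the count was also 28. Of the 16 genes of the spermatocyte list, 15 were tested in spermatocyte-like cells, and 6 were changed, 1 higher and 5 lower. Adjusted over the list alone, 8 were changed. The study chose both lists as genes differentially expressed in these libraries, so counts over the list alone are not independent evidence. In fits without a block for the replicate number, the spermatocyte count rests on single libraries. It was 0 without any 1 of the 3 T libraries or without UC 3, and 8 without UC 1. With the replicate number as a block and all libraries, 8 genes of the spermatocyte list were changed, 1 higher and 7 lower. After matching cells on pseudotime, 42 genes of the spermatid list were tested and 3 were changed. The median log2 fold change of that list was then -0.081, with 25 of 42 genes negative, in place of -1.19 with 43 of 45. Pseudotime was computed from the expression of the same cells, so an effect of JQ1 on expression may shift a cell's place in it. Matching may then remove such an effect along with the mix of stages, and cannot separate them. Of the spermatocyte list 14 were tested and 5 were changed, 2 higher and 3 lower, with a median log2 fold change of 0.15 in place of -0.56. In R against UC, no gene of either list was changed, while 25 of the spermatid list had an adjusted p under 0.05, 21 lower and 4 higher. Of its 45 genes 38 were negative in R, with a median log2 fold change of -0.21 against 0.052 over all tested genes. The ChIP-seq data that define promoter binding were not used here. The paper proposes from these overlaps that JQ1 first acts on a set of BRDT targets and that wider changes follow.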

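Gpx4 (ENSMUSG00000075706, chromosome 10, 80047166 to 80056439) had 2464 ± 12.8 CPM (SD, n = 3) in spermatid-like cells of T and 3015 ± 86.0 (SD, n = 3) in UC. The log2 fold change was -0.29 (standard error 0.05, adjusted p = 0.000363 from edgeR's quasi-likelihood test), lower in 3 of 3 T libraries than in every UC library and under the fold threshold of 1. Against VC-T 2 and VC-T 3 the change was -0.21 with an adjusted p of 0.127, and after matching cells on pseudotime it was -0.15 with an adjusted p of 0.0209.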

We next examined the impact of this transcriptional disruption for the regulation of key prophase I events to understanding the molecular underpinnings of the JQ1 inhibition of meiosis. Early recombination events appeared normal following JQ1 treatment, as defined by the normal zygotene appearance of RAD51 foci on meiotic chromosome cores marked with the synaptonemal complex (SC) marker, SYCP3 (7) (Fig. 2 *C*, *i–iii* and *D*). Chromosome synapsis remains intact, as SYCP1, the central element of the SC (7), continues to colocalize with SYCP3, but total SYCP1 tract length is reduced (Fig. 2 *C, iv–vi* and *E*), indicating shortened SCs rather than asynapsis. This coincides with increased RNA polymerase II localization within the sex body (Fig. 2 *C, vii–ix* and *F*) and aberrant γH2AX signal beyond the sex body (Fig. 2 *C*, *x–xii* and *G*), consistent with failed transcriptional regulation and perturbed chromosomal architecture (7). BRDT protein localization coincided with the onset of pachynema (*SI Appendix*, Fig. S9*B*), temporally matching the appearance of these defects (*SI Appendix*, Fig. S9 *A* and *C*).

Together, these results demonstrate that JQ1 disrupts critical features of pachytene progression, including synapsis, chromatin organization, and the transcriptional burst that leads to the onset of the spermiogenic program, all culminating in severe morphological defects in the resulting spermatozoa. These included abnormal head shaping and bent or kinked flagella (Fig. 2 *K*–*L*), features indicative of defective chromatin condensation (18).

### Meiotic and Spermiogenic Programs Fully Recover After Withdrawal of BRDT Inhibition.

To test JQ1 reversibility, testes from untreated (UC-R), vehicle-treated (VC-R), and recovery (R) males were analyzed 6 wk posttreatment. Progression through prophase I also returned to baseline, with comparable proportions of substages across groups (*SI Appendix*, Fig. S9*D*). Cytological markers of meiosis hallmarks fully normalized: zygotene RAD51 foci, pachytene SYCP1 lengths, and the frequencies of RNA polymerase II sex body encroachment or γH2AX localization outside the sex body were indistinguishable among groups (Fig. 3 *B*–*E*), confirming restoration of both chromosomal organization and transcriptional compartmentalization during prophase I.

**Fig. 3.**
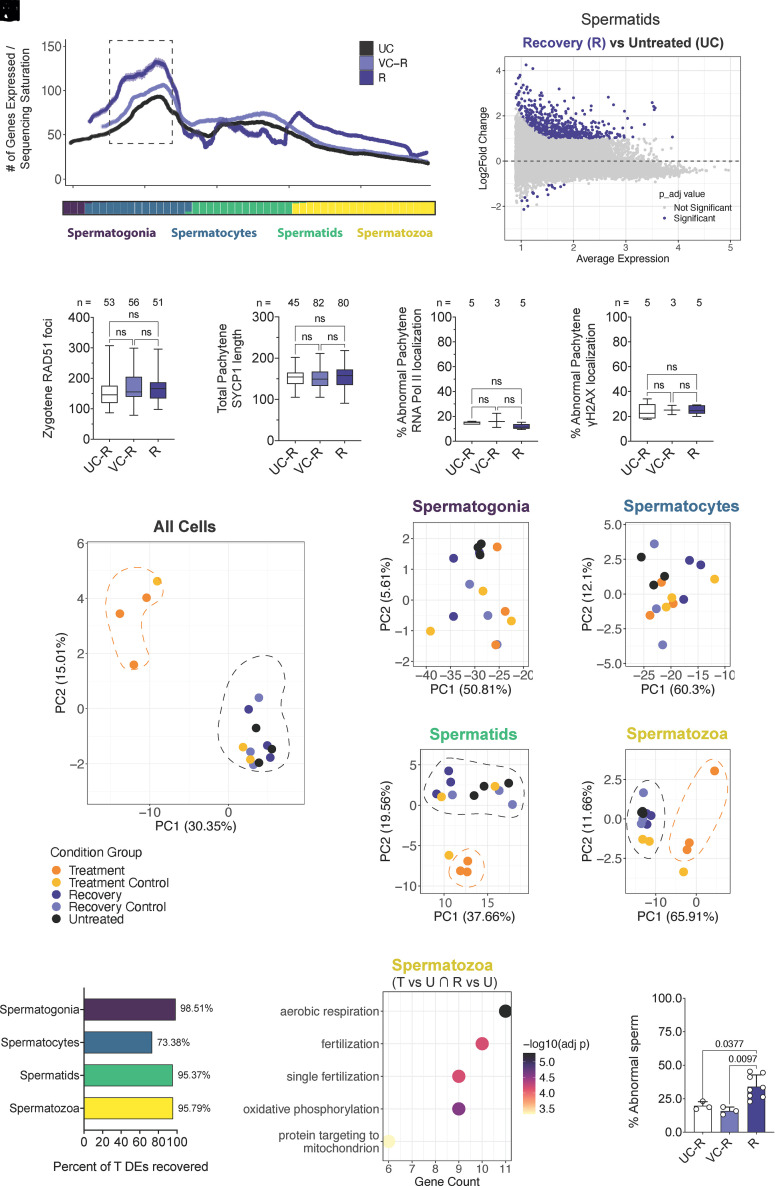
Meiotic and spermiogenic programs fully recover after withdrawal of BRDT inhibition. (*A*) Transcriptional activity plotted along pseudotime for untreated (UC), vehicle (VC-R), and recovery (R) testes. Recovery samples reestablish the canonical pachytene transcriptional burst (dashed box) lost during treatment (Fig. 2*B*). (*B*–*E*) Meiotic chromosome parameters showing full cytological recovery: (*B*) RAD51 foci per zygotene nucleus (n = 51 to 56 nuclei, 3 mice per group), (*C*) total SYCP1 length in pachytene nuclei (n = 45 to 82 nuclei, 3 to 4 mice per group), (*D*) frequency of pachytene nuclei with autosomal RNA polymerase II (minimum 30 nuclei averaged across n = 3 to 5 mice), and (*E*) frequency with γH2AX signal outside the sex body (minimum 30 nuclei averaged across n = 3 to 5 mice). Boxplots show median and interquartile range. Statistical comparisons were performed using one-way ANOVA (*E*–*G*) or Kruskal–Wallis test with Dunn’s post hoc test (*D* and *E*); ns = not significant. (*F*) MA-plot of pseudobulked spermatids comparing recovery (R) versus untreated (UC) testes. Each point represents one gene; purple points indicate significantly differentially expressed genes (adjusted *P* < 0.05, |log_2_fold change| > 1). (*G*–*K*) Principal-component analysis (PCA) of global (*G*) and stage-specific (*H*–*K*) transcriptomes. Treatment (orange) separates from controls, while recovery (dark purple) clusters with untreated samples, indicating stage-specific and reversible effects. (*L*) “Healing” metric showing the proportion of treatment-induced DE genes that returned to baseline after recovery (T vs U ∩ R vs U). Bars show percent recovered DEs for each germ-cell type. (*M*) Gene-ontology enrichment of genes that remained differentially expressed in recovery spermatozoa, highlighting processes related to oxidative phosphorylation, mitochondrial targeting, and fertilization. (*N*) Percentage of abnormal sperm per male (n = 3 to 8 mice per group). Data are shown as mean ± SD. Statistical comparisons were performed using the Kruskal–Wallis test with Dunn’s post hoc test; exact *P* values are shown.

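Spermatocyte-like cells of R had 109.4 ± 8.70 (SD, n = 3) genes per cell and percent of saturation, against 80.6 ± 8.12 (SD, n = 6) in UC and VC-R, and all 3 R libraries lay above all 6 controls (exact permutation p = 0.0238, two-sided). Their highest bin mean was 162.6 ± 19.0 (SD, n = 3) against 109.1 ± 12.4 (SD, n = 6, exact permutation p = 0.0238, two-sided). R cells also held more UMIs, with 14589 ± 4609 (SD, n = 3) per spermatocyte-like cell and 7483 ± 1921 (SD, n = 6) in the controls (exact permutation p = 0.0238, two-sided). At 2000 UMIs per cell the difference narrowed to 1325 ± 3.04 (SD, n = 3) against 1296 ± 13.3 (SD, n = 6) genes, with the same exact permutation p. Thinned to 1000 UMIs, the difference was 8.52 genes per cell and no longer passed the test.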

Transcriptional activity also recovered after JQ1 cessation, with a return to the canonical pachytene transcriptional burst along pseudotime (Fig. 3*A*; dashed box). 

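In spermatid-like cells of R, genes per cell and percent of saturation were 55.7 ± 3.19 (SD, n = 3), below the 67.9 ± 5.24 (SD, n = 6) of UC and VC-R in 3 of 3 libraries (exact permutation p = 0.0238, two-sided). The direction reversed with cells thinned to 2000 UMIs, at 1345 ± 29.3 (SD, n = 3) genes in R and 1292 ± 10.1 (SD, n = 6) in the controls (exact permutation p = 0.0238, two-sided), a setting that makes UMIs per cell equal and leaves out 53.4% of the spermatid-like cells of R and 21.7% of those of UC. UMIs per cell were 4757 ± 757 (SD, n = 3) in R and 5742 ± 1383 (SD, n = 6) in the controls (exact permutation p = 0.286, two-sided). Between R and UC, 1186 of 14557 tested genes were changed in spermatid-like cells, 1169 higher and 17 lower in R. With VC-R as the control group 805 were, 797 of them higher. The count fell most, to 118, without the clusters of few UMIs per cell, an alternative chosen after the data were seen. The mitochondrial genes mt-Atp6 (ENSMUSG00000064357, mitochondrial genome, 7927 to 8607) and mt-Nd2 (ENSMUSG00000064345, 3914 to 4951) had the smallest adjusted p among the higher genes. The log2 fold change of mt-Atp6 was 1.78 (standard error 0.12, adjusted p = 1.1e-11), from 361 ± 88.5 CPM in UC to 1249 ± 211 in R (SD, n = 3 each), and that of mt-Nd2 was 1.77 (standard error 0.12). Among the lower genes, Fgb changed by -1.96 (standard error 0.41, adjusted p = 0.000329) and 1700108N11Rik by -1.03 (standard error 0.17, adjusted p = 2.2e-05). The call of 1700108N11Rik was lost without R 2 or without UC 3.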

Spermatids from R testes displayed elevated transcript diversity and expression relative to controls, consistent with a global increase across germ-cell types (*SI Appendix*, Fig. S10) and reflected in the spermatid-skewed MA profile for R vs. UC (Fig. 3*F*). Principal-component analysis (PCA) supported a stage-specific and reversible effect of JQ1. Across all germ cells, treatment libraries separated from controls, whereas recovery samples clustered closely with untreated and vehicle groups (Fig. 3*G*). 

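On summed germ cells of each library, the first principal component held 82.7% of the variance and the second 4.92%. Distances on these components from the centre of the UC libraries were 144 ± 9.32 (SD, n = 3) for T, 24.5 ± 3.24 (SD, n = 3) for R, 15.3 ± 14.7 (SD, n = 3) for VC-R and 8.39 ± 1.99 (SD, n = 3) for the UC libraries themselves. VC-T 2 and VC-T 3 lay 20.4 away on average and VC-T 1 lay 131.9 away, near the T libraries.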

Stage-resolved PCAs showed minimal differences among spermatogonia and spermatocytes (Fig. 3 *H* and *I*) but distinct displacement of spermatids and spermatozoa during treatment (Fig. 3 *J* and *K*), consistent with the high variance explained by PC1 and PC2 across these stages (*SI Appendix*, Fig. S11*A*). This separation collapsed in the recovery timepoint, as shown by intersample correlation analysis (*SI Appendix*, Fig. S11*B*), which confirmed tight clustering of recovery samples with controls and complete transcriptional normalization.

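Distances to the UC centre on the first 2 components were also taken for each class. In spermatid-like cells T lay at 92.2 ± 10.1 (SD, n = 3), R at 66.9 ± 10.1 (SD, n = 3), VC-R at 20.2 ± 19.1 (SD, n = 3) and UC at 11.1 ± 5.42 (SD, n = 3). In spermatocyte-like cells T lay at 59.2 ± 5.35 (SD, n = 3), against 34.2 ± 16.6 (SD, n = 3) for UC and 12.7 ± 1.11 (SD, n = 3) for R. In spermatogonia-like cells the distance of T was 64.6 ± 6.63 (SD, n = 3), that of UC 34.5 ± 12.3 (SD, n = 3), that of R 34.3 ± 4.10 (SD, n = 3) and that of VC-R 52.0 ± 45.4 (SD, n = 3). T had too few spermatozoa-like cells for a profile, 10 cells in the 3 libraries together, so that class was compared over 11 libraries, with R at 19.0 ± 3.197 (SD, n = 3), VC-R at 24.1 ± 6.02 (SD, n = 3) and UC at 7.42 ± 3.81 (SD, n = 3).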

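Pearson correlations of log-scaled profiles, taken across genes, which are not independent replicates, gave a mean r with the UC libraries of 0.935 ± 0.0111 (SD, n = 3) for spermatid-like cells of T. It was 0.974 ± 0.00500 (SD, n = 3) for R, 0.982 ± 0.00582 (SD, n = 3) for VC-R and 0.984 ± 0.000295 (SD, n = 3) among the UC libraries. In spermatocyte-like cells the mean r was 0.958 ± 0.00377 (SD, n = 3) for T, 0.980 ± 0.00153 (SD, n = 3) for R and 0.962 ± 0.0110 (SD, n = 3) among UC. Of spermatozoa-like cells, R had 0.990 ± 0.000409 (SD, n = 3) and UC 0.989 ± 0.000133 (SD, n = 3). The paper concludes from these correlations that transcription in R has returned to that of the controls.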

To quantify the extent of restoration, we defined a “healing” metric representing the proportion of genes differentially expressed during treatment that returned to baseline after withdrawal (T vs U ∩ R vs U) (Fig. 3*L*). Healing was extensive across germ-cell types, with 98.5% of spermatogonia, 73.4% of spermatocyte, 95.4% of spermatid, and 95.8% of spermatozoa DE genes normalized, indicating that nearly all treatment-associated transcriptional perturbations are reversible. 

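Healing was computed as the percentage of genes changed in T against UC that were not changed in R against UC. It was 98.6% in spermatogonia-like cells, where 7 of 495 genes were still changed, 100% in spermatocyte-like cells (0 of 212) and 92.0% in spermatid-like cells, where 143 of 1790 were still changed and 56 of these in the opposite direction. In spermatocyte-like cells no gene at all was changed in R against UC, so healing there is 100% for any list of genes. Without UC 1, 40 genes were changed in R in that class and healing was 97.2%. A gene not tested in R counts as healed, which holds for 140, 7 and 33 genes of the 3 classes. The definition moved the value most: when healing required a log2 fold change in R under 50% of that in T, over tested genes, it was 68.7% in spermatogonia-like cells, 96.1% in spermatocyte-like cells and 86.9% in spermatid-like cells. The VC-R libraries, which never received JQ1, gave 100% in each of these 3 classes when put in the place of R. For spermatozoa-like cells, healing could be computed only without the minimum of 10 cells per library, from the 10 such cells in T, with 1 of 472 genes still changed (99.8%).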

The comparatively lower recovery within spermatocytes mirrors the transient delay in reinstating the pachytene transcriptional burst (Fig. 3*A*), whereas the high recovery in spermatids and spermatozoa underscores reactivation of downstream gene programs once meiosis resumes.

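In spermatozoa-like cells, 77 of 12580 tested genes were changed between R and UC, 73 higher and 4 lower in R, and no gene passed the thresholds against VC-R, where 1727 had an unadjusted p under 0.05. Of 94 tested nuclear genes of oxidative phosphorylation, 1 (Sdhaf3) was among the changed genes, where 0.576 would fall by chance (Fisher's exact test, one-sided, p = 0.440). None of 46 genes of fertilization and none of 23 of mitochondrial import was (one-sided exact p = 1). By chance 0.282 and 0.141 would fall, so few that a count of 0 does not exclude enrichment. AY036118 (ENSMUSG00000105361, chromosome 17, 39847113 to 39848035), a noncoding RNA, rose from 25.1 ± 3.54 to 72.6 ± 3.14 CPM (SD, n = 3 each), a log2 fold change of 1.52 (standard error 0.09, adjusted p = 4.1e-14), which was -0.24 against VC-R. 4930570D08Rik (ENSMUSG00000084875, chromosome X, 133898699 to 133901213) rose by 1.24 (standard error 0.07, adjusted p = 4.1e-14), and by 0.13 against VC-R. Bhmt2 changed by -1.33 (adjusted p = 0.00705) and Gpihbp1 by -1.29 (adjusted p = 0.00812), and neither passed the thresholds with DESeq2 or against VC-R. The call of Bhmt2 was lost without UC 1, and that of Gpihbp1 without R 3 or UC 2.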

Although spermatozoa exhibited substantial transcriptional healing, a subset of genes remained differentially expressed, enriched for oxidative phosphorylation, mitochondrial targeting, and fertilization-related processes (Fig. 3*M* and *SI Appendix*, Fig. S12*A*). These persistent signatures correspond to pathways critical for motility and energy metabolism and align with a modest but measurable increase in abnormal sperm morphology in recovery males compared with controls (Fig. 3*N* and *SI Appendix*, Fig. S12*B*). Thus, while meiotic and postmeiotic programs largely reestablish normal architecture and transcriptional coordination after withdrawal, residual transcriptional dysregulation persists in pathways essential for sperm function. These findings define a reversible yet functionally sensitive window of pachytene vulnerability that may underlie the transient contraceptive effect of JQ1.

### Full Fertility After Long-Term Drug Withdrawal and in F1 Pups From Fathers Treated With JQ1.

Given the residual transcriptional alterations in pathways linked to sperm function, we next asked whether these changes translated into measurable effects on fertility. JQ1-treated, vehicle, and untreated males were paired with reproductively active wild-type DBA/2J females. Consistent with spermatogenic resumption following JQ1 withdrawal, treated males exhibited a short delay to first litter (Fig. 4*A*) and produced smaller initial litters with fewer pups per pairing compared with controls (Fig. 4 *B* and *C*). Subsequent breedings, however, yielded normal litter sizes and timing, indicating complete restoration of reproductive function once spermatogenesis normalized.

**Fig. 4.**
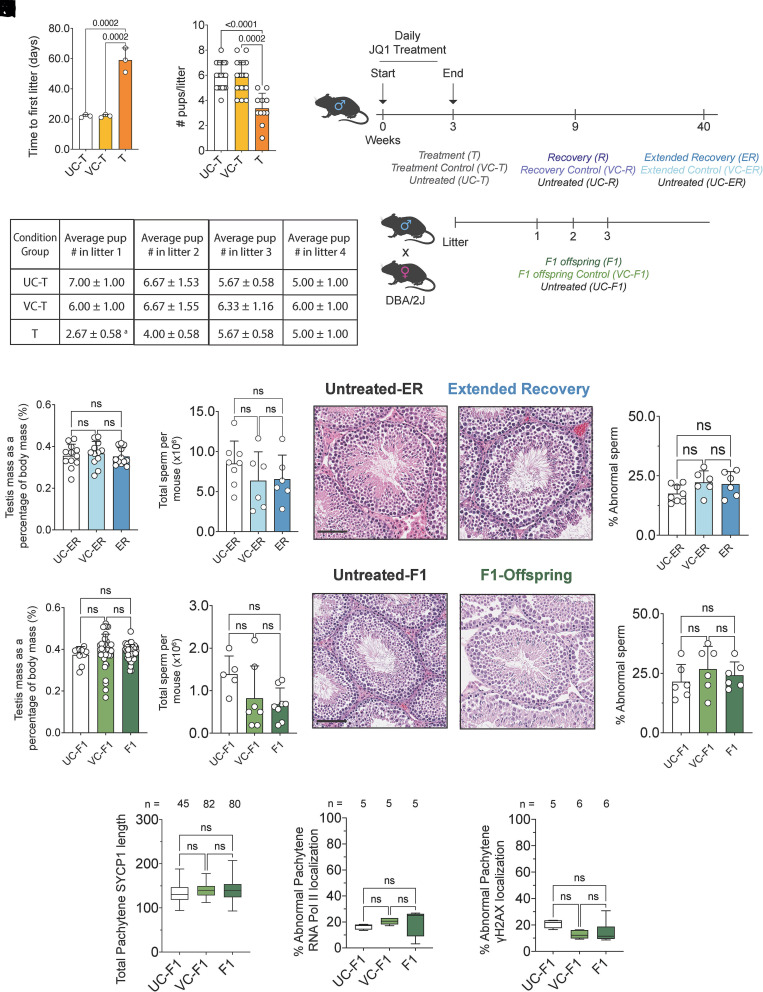
Fertility and offspring development fully recover following transient BRDT inhibition. (*A*) Time to first litter (days) for untreated (UC-T), vehicle (VC-T), and JQ1-treated (T) sires (n = 3 mice per group). (*B*) Average number of pups per litter from UC-T, VC-T, and T sires (n = 3 mice). Each point represents one litter; data are shown as mean ± SD. (*C*) Summary table showing mean litter size (±SD) across 4 consecutive litters from UC-T, VC-T, and T sires. Statistical comparisons were performed for each litter using the Kruskal–Wallis test with Dunn’s post hoc test; a, *P* = 0.0471 UC-T vs T. (*D*) Experimental design outlining breeding assay and condition groups for recovery (R), extended recovery (ER), and F1 analyses. Males received 3 wk of JQ1 or vehicle injections and were paired with DBA/2J females until producing three litters. Sires were analyzed at recovery (R, 6 wk), extended recovery (ER, 30 wk), or as F1 offspring (7 wk). (*E* and *F*) Testis mass expressed as a percentage of body mass (*E*) and total epididymal sperm counts (10^6^ sperm per mouse) (*F*) for extended-recovery males (UC-ER, n = 8; VC-ER, n = 8; ER, n = 8 mice). Data are shown as mean ± SD. Statistical comparisons were performed using one-way ANOVA; ns = not significant. (*G* and *H*) Representative H&E-stained testis sections from untreated (UC-ER) and extended-recovery (ER) males showing full spermatogenic restoration. (Scale bar, 100 µm.) (*I* and *J*) Testis mass (% of body mass) (*I*) and total epididymal sperm counts (10^6^ sperm per mouse) (*J*) for F1 males (UC-F1, n = 8; VC-F1, n = 8; F1, n = 8 mice). Data are shown as mean ± SD. Statistical comparisons were performed using the Kruskal–Wallis test with Dunn’s post hoc test; ns = not significant. (*K* and *L*) Representative H&E testis sections from untreated (UC-F1) and JQ1-derived (F1) males showing intact seminiferous architecture. (Scale bar, 100 µm.) (*M*) Quantification of abnormal sperm morphology (% ±SD) from UC-ER (n = 8), VC-ER (n = 8), and ER (n = 8) males. (*M* and *N*) Percentage of abnormal sperm per male from UC-ER (M) and UC-F1 (N) (n = 8 mice per group). Data are shown as mean ± SD. Statistical comparisons were performed using one-way ANOVA; ns = not significant. (*O*–*Q*) Meiotic integrity in F1 testes showing total pachytene SYCP1 length (n = 45 to 82 nuclei, 4 to 5 mice per group) (*O*), frequency of pachytene nuclei with autosomal RNA polymerase II (minimum 30 nuclei averaged across n = 5 mice) (*P*), and frequency with γH2AX signal outside the sex body (minimum 30 nuclei averaged across n = 5 to 6 mice) (*Q*). Boxplots show median and interquartile range. Statistical comparisons were performed using one-way ANOVA (*O* and *P*) or Kruskal–Wallis test with Dunn’s post hoc test (*Q*); ns = not significant.

To evaluate long-term and transgenerational effects, we examined extended-recovery (ER; 30 wk post-JQ1 withdrawal) and first-generation (F1) offspring from the initial seven litters. Both ER and F1 males were compared with matched vehicle-treated and untreated controls. Testis mass, sperm counts, and testicular morphology were fully restored (Fig. 4 *E*–*L*), and sperm morphology was indistinguishable from controls (Fig. 4 *M* and *N*). Apoptotic indices also remained comparable across groups, with no increase in TUNEL-positive cells at either timepoint (*SI Appendix*, Fig. S5 *E* and *F*), confirming sustained testicular integrity. Moreover, chromosomal organization in F1 spermatocytes, including SC length and RNA polymerase II and γH2AX localization, was identical to that of controls (Fig. 4 *O*–*Q*).

Together, these data demonstrate that transient inhibition of BRDT during meiotic prophase I causes only a temporary reduction in fecundity, with complete recovery of fertility and normal offspring development. Functional restoration across both recovery and F1 generations provides strong evidence that meiosis can be pharmacologically and reversibly targeted without compromising long-term reproductive health, establishing the safety and tractability of this stage for contraceptive intervention.

### Transient BRDT Inhibition Modestly Alters CO Dynamics During Pachynema But Preserves Chiasmata Formation and Resolution.

A major safety consideration in targeting meiosis for contraception is the risk of aneuploidy, which arises when homologous chromosomes fail to segregate properly. Crossovers (COs), formed as the outcome of earlier prophase I recombination and synapsis events, are essential for establishing physical links between homologs. Mis-segregation often results from abnormal CO formation — either too few COs or their improper placement — since each synapsed chromosome pair must typically form at least one CO to ensure correct disjunction (7).

We quantified CO formation during pachynema using MLH1 foci, which mark nascent CO sites (19). Each homolog pair was categorized as E0, E1, or E2 based on the number of MLH1 foci present, corresponding to zero, one, or two CO sites per SC, respectively (Fig. 5 *D, i–iii*). Mature COs were evaluated at metaphase I by chiasmata counts (Fig. 5 *I*–*K*). MLH1 foci were modestly reduced in JQ1-treated males relative to untreated and vehicle controls (Fig. 5 *A*–*E* and *SI Appendix*, Fig. S13*A*), and odds-ratio analysis confirmed an increased frequency of chromosomes lacking an MLH1 focus (Fig. 5*P*). Despite this, among the limited cells that reached metaphase I, the proportion of fully bivalent cells was modestly reduced during treatment (*P* = 0.0438; *SI Appendix*, Fig. S13*E*), yet a generalized linear mixed model detected no increase in the odds of univalent chromosomes in T compared to UC-T (Fig. 5*Q*). These data indicate that homolog pairing and CO resolution remain sufficient to ensure faithful segregation even when total CO numbers are reduced, likely through the well-described secondary CO pathway (20).

**Fig. 5.**
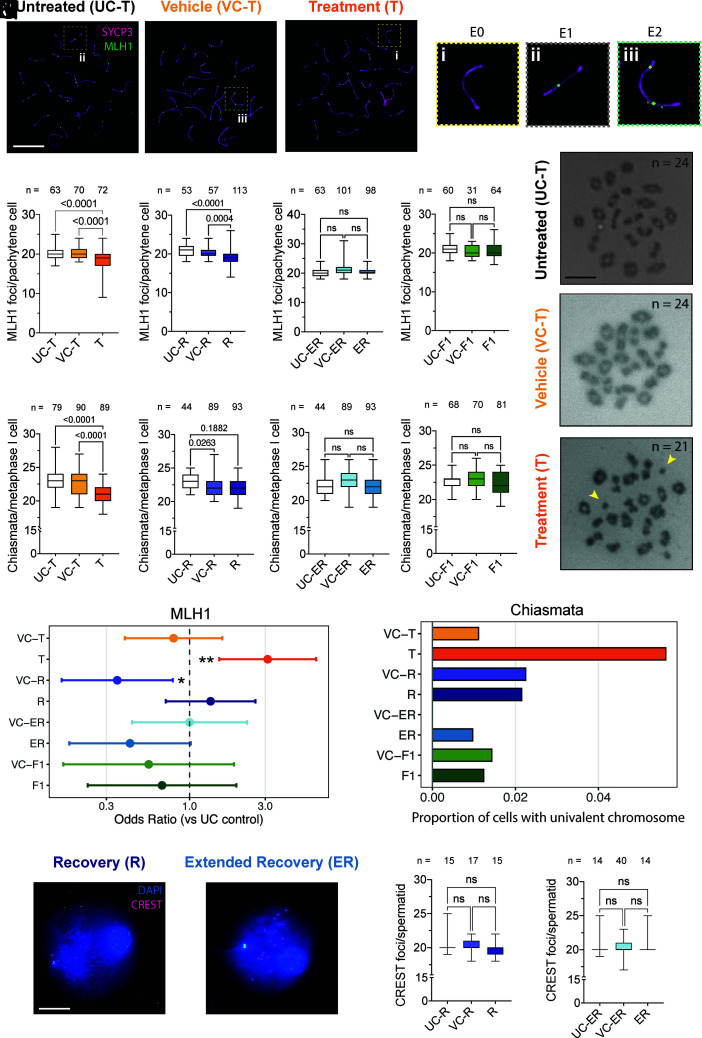
Transient BRDT inhibition reduces crossover number but preserves chromosomal integrity. (*A*–*C*) Representative pachytene spermatocytes from untreated (UC-T), vehicle-treated (VC-T), and JQ1-treated (T) males immunostained for SYCP3 (magenta) and MLH1 (green). Dashed boxes highlight individual SCs containing (Di) or lacking (Dii-iii) MLH1. (*D*) Individual SCs with zero (E0) (*i*), one (E1) (*ii*), or two (E2) (*iii*) MLH1 foci. (*E*–*H*) Quantification of MLH1 foci per pachytene nucleus in treatment (*E*) and recovery cohorts (*F*–*H*). Each point represents one nucleus; n = 31 to 113 nuclei pooled from 3 to 5 mice per group. Boxplots show median and interquartile range. Statistical comparisons were performed using the Kruskal–Wallis test with Dunn’s post hoc test; exact p-values are shown or ns = not significant. (*I*–*K*) Representative Giemsa-stained metaphase I spreads from UC-T (n = 24 crossovers), VC-T (n = 24 crossovers), and T (n = 21 crossovers) males. Yellow arrowheads indicate rare univalents. (Scale bars, 20 µm.) (*L*–*O*) Quantification of chiasmata per metaphase I cell across treatment (*L*) and recovery (*M*–*O*) cohorts. Each point represents one nucleus; n = 44 to 120 nuclei pooled from 3 to 5 mice per group. Boxplots show median and interquartile range. Statistical comparisons were performed using the Kruskal–Wallis test with Dunn’s post hoc test; exact p-values are shown or ns = not significant. (*P*) Generalized linear mixed-effects model (binomial) estimating odds ratios of MLH1-negative SCs relative to UC controls. Error bars denote 95% CI (*P < 0.05, **P < 0.01). (*Q*) Proportion of cells with univalent chromosomes from chiasmata spreads, analyzed by Fisher’s exact tests versus their matched controls (UC-T vs T p = 1.00; UC-R vs R p = 1.00; UC-ER vs ER p = 1.00; UC-F1 vs F1 p = 1.00; VC-T vs T p = 0.118; VC-R vs R p = 1.00; VC-ER vs ER p = 0.462; VC-F1 vs F1 p = 1.00). (*R* and *S*) Representative spermatid nuclei from recovery (R, *R*) and extended recovery (ER, *S*) cohorts immunostained for CREST (centromeres, magenta) and DAPI (blue). (Scale bar, 20 µm.) (*T* and *U*) Quantification of CREST foci per spermatid in R (*T*) and ER (*U*). Each point represents one spermatid; n = 14 to 40 cells pooled from 1 to 3 mice per group. Boxplots show median and interquartile range. Statistical comparisons were performed using the Kruskal–Wallis test with Dunn’s post hoc test; ns = not significant.

Following drug withdrawal, MLH1 foci numbers partially recovered by 6 wk (Fig. 5*F*) and were indistinguishable from controls at the extended-recovery (ER; 30 wk) timepoint (Fig. 5 *G*–*H*). Chiasmata frequencies followed a similar trajectory, with full normalization by 6 wk and stable maintenance through ER and F1 generations (Fig. 5 *L*–*O*). Odds-ratio analysis further confirmed that the reduction in MLH1 foci observed during treatment was fully reversed after withdrawal (Fig. 5*P*). Consistent with these results, the proportion of pachytene nuclei with ≥1 MLH1-negative (E0) SC (*SI Appendix*, Fig. S13 *B*–*D*) and fully bivalent metaphase I cells (*SI Appendix*, Fig. S13 *F*–*H*) returned to control levels in R, ER, and F1 males. Across all recovery timepoints, the frequency of metaphase I cells containing univalents remained comparable to controls (Fig. 5*Q*), indicating no increase in aneuploidy resulting from JQ1 treatment.

To independently verify accurate chromosome segregation, we next quantified centromere number in haploid spermatids following recovery from JQ1 treatment using CREST immunostaining (21). Spermatids from short- and long-term recovery males displayed mostly the expected 20 centromere foci corresponding to the 20 mouse chromosomes, confirming normal segregation and the absence of aneuploidy at postmeiotic stages (Fig. 5 *R*–*T*), very much reducing (but not necessarily eliminating) concerns of aneuploidy in the ensuing spermatozoa population.

Together, these findings demonstrate that transient BRDT inhibition induces a mild alteration in CO processing during pachynema, but without compromising homolog alignment, CO maturation, or chromosome segregation. Crossover formation, bivalent structure, and meiotic fidelity are fully restored following JQ1 withdrawal and stably maintained across generations, underscoring the genomic safety of meiotic targeting as a contraceptive strategy.

## Discussion

The development of reversible, nonhormonal male contraceptives remains a critical unmet need for achieving reproductive equity. While multiple compounds have been shown to suppress sperm production, few studies define the molecular and cellular principles that distinguish a safe and reversible contraceptive target. Here, we use transient BRDT inhibition as a framework to test whether meiotic prophase I can be pharmacologically targeted and recovered without compromising long-term fertility or genomic integrity.

Our findings establish several criteria that characterize an effective meiotic contraceptive target. First, inhibition must produce a defined and stage-limited arrest without systemic toxicity or irreversible germ-cell loss. JQ1 satisfies this criterion as a test case: its activity is confined to pachynema, where transient attenuation of the transcriptional burst disrupts postmeiotic gene expression and predictably depletes spermatids and spermatozoa. Second, engagement must be transient and reversible. Accordingly, within one spermatogenic cycle after withdrawal, transcriptional programs, crossover frequency, and fertility fully recovered. Third, the drug intervention must preserve chromosomal integrity and preserve euploidy. Despite a temporary reduction in MLH1-marked crossover intermediates, we observe complete restoration of bivalent formation and haploid chromosome complements at the spermatid stage. With the caveat that we cannot wholly rule out the possibility of an increase in aneuploidy in the resulting spermatozoa, these results demonstrate that meiotic blockade can achieve the required transient, localized, reversible, and genetically stable requirements for safe contraceptive intervention.

This study extends current contraceptive frameworks, which predominantly act before or after meiosis. Early-stage strategies such as retinoic acid receptor inhibitors (e.g., YCT529) suppress spermatogonial differentiation (22), whereas posttesticular agents (e.g., sAC or SEMG1 inhibitors) impair sperm function (23, 24). These approaches, while effective, require continuous dosing and rarely engage the tightly regulated transitions of meiosis. By contrast, our data show that meiotic prophase I represents a precise and reversible control point—a stage where short-term perturbation halts gametogenesis without permanent loss of the underlying SSC pool.

Although our work focuses on the BET inhibitor JQ1 as a probe compound, its value lies in establishing BRDT and related chromatin readers as tractable models for reversible meiotic inhibition. The testis-specific expression of BRDT in both mouse (25) and human (26) makes it uniquely suited for pharmacologic targeting, but the pan-BET activity of JQ1 underscores the importance of selectivity in translational design. Because BRDT governs a broad transcriptional program required for meiotic and postmeiotic progression, its inhibition effectively targets entire gene networks rather than single effectors. Other BET paralogs (e.g., BRD4) may buffer transcriptional perturbations during treatment (27), explaining the mild and recoverable phenotype observed here compared with *Brdt* knockout models (9, 25, 28). Future efforts should refine compound specificity, enabling more specific control of meiotic transcription without off target BET inhibition. In addition, the need for comprehensive systemic safety assessment for any meiosis targeting drugs cannot be understated.

From a translational standpoint, these findings also highlight how duration and timing of inhibition determine both contraceptive efficacy and recovery. While fertility fully normalizes within 30 wk after short-term dosing, longer or continuous inhibition may yield cumulative effects not captured here. As male contraceptives would likely be used chronically, longitudinal studies across multiple spermatogenic cycles will be crucial to evaluate sustained reversibility and gamete quality.

Finally, this study provides functional molecular proof that meiosis can be targeted effectively for contraceptive development. Transient BRDT inhibition perturbs transcription, recombination, and spermatid maturation, yet all processes recover fully, producing chromosomally normal and fertile offspring. These findings establish a molecular roadmap for evaluating future meiotic targets—one grounded in measurable criteria for reversibility, genomic stability, and functional restoration. In sum, we demonstrate that meiotic prophase I is a pharmacologically accessible and reversible stage in spermatogenesis. By coupling temporal molecular precision with comprehensive recovery genomic profiling, this work provides a framework for developing meiosis-based male contraceptives that are both effective and inherently reversible, advancing the field toward practical, equitable solutions for fertility control.

## Materials and Methods

### Mice.

All experiments were performed using DBA/2J mice (*Mus musculus*, Jackson Laboratory, strain #000671). Male mice were 7 wk old at the start of experiments. Female mice used for breeding were 8 wk old. Additional age-matched control males (7, 10, 15, and 34 wk) were obtained from Jackson Laboratory. Mice were housed under controlled temperature and light, with food and water provided ad libitum. All animal procedures were approved by the Cornell Institutional Animal Care and Use Committee (protocol #2004-0063).

### JQ1 Dosage and Injections.

We used a previously described treatment regimen (10) in which JQ1 (AdooQ Bioscience, CAS #1268524-70-4) was dissolved in DMSO at 50 mg/mL and diluted 1:10 in 10% (2-Hydroxypropyl)-β-cyclodextrin (Sigma-Aldrich, H5784). JQ1 was administered by intraperitoneal (i.p.) injection at 1% of body weight daily for 3 wk. Vehicle control mice received the same regimen using DMSO diluted 1:10 in 10% (2-Hydroxypropyl)-β-cyclodextrin. All injected mice were weighed daily prior to dosing, and injection volumes were adjusted accordingly. Body weight trajectories are shown in *SI Appendix*, Fig. S1. Injected volumes for each mouse are provided in Dataset S1.

### Breeding Assay.

To assess fertility, male mice (n = 3 per group) were paired for breeding immediately following 3 wk of JQ1 or vehicle treatment. Age-matched untreated 10-week-old DBA/2J males from Jackson Laboratory served as additional controls. Each treated or control male was housed continuously with a DBA/2J female for 14 d, without monitoring for copulatory plugs. A single nulliparous female was introduced every 14 d for a total of seven breeding cycles (14 wk). Sires received no additional treatment during the breeding period. Male offspring from each litter were weaned upon sexual maturity and maintained under identical housing conditions until analysis at 7 wk of age. All raw breeding data, including litter counts, timing, and number of pups, are provided in *SI Appendix*, Supplementary Data, Sheet 23.

### Single Cell Testicular Suspension.

One testis per animal (n = 3 per group) was collected for single-cell RNA sequencing. Testes were detunicated, minced on ice, and transferred to 40 mL of digestion buffer containing collagenase IV (1 mg/mL, Sigma-Aldrich, C4-BIOC) and DNase I (7 mg/mL, Sigma-Aldrich, DN25) in DMEM (Gibco, 11-965-092). Samples were incubated at 37 °C for 15 min, centrifuged at 60×*g* for 10 min, and the supernatant discarded. Tubules were washed once with 15 mL Dulbecco’s phosphate-buffered saline (dPBS; Sigma-Aldrich, D8537) and centrifuged at 60×*g* for 10 min. The pellet was resuspended in 10 mL 0.05% trypsin-EDTA (Invitrogen, 25200056) and incubated at 37 °C for 12 min. Trypsin activity was quenched with 10% (v/v) fetal bovine serum (FBS; Thermo Fisher Scientific, A5256701). Cells were passed through a 40 µm filter, centrifuged at 300×*g* for 5 min, and resuspended in 1 mL of 0.04% bovine serum albumin (BSA; Sigma-Aldrich, A4737) in 1× dPBS. Single-cell suspensions were submitted to the Cornell DNA Sequencing Core Facility for 10x Genomics Chromium library preparation and sequencing.

### Single Cell RNA Sequencing.

#### Library preparations and sequencing.

Single-cell RNA-seq libraries were prepared using the Chromium Single Cell 3′ v3 platform (10× Genomics). At each time point, approximately 8,000 cells were captured per library (n = 3 mice per condition). In total, 15 libraries were generated, pooled at equimolar concentrations, and sequenced across one lane of an Illumina NovaSeq 6000 (Novogene, CA) to minimize batch effects. Sequencing depth and saturation metrics are summarized in *SI Appendix*, Table S1.

#### Preprocessing and quality control of scRNA-seq datasets.

Raw sequencing data were processed using the Cell Ranger count pipeline (v3.0.0) against the *Mus musculus mm10* reference genome using STAR (v2.5.3b) (29).

Downstream analyses were performed in R using Seurat (v4.1.1) (30). Ambient RNA contamination was corrected using SoupX (v1.4.5) (31), and putative doublets were identified and removed with DoubletFinder (v2.0) (32) following 10x Genomics recommendations. Standard quality control filters were applied to exclude low-quality cells based on gene detection, total transcript count, and mitochondrial transcript proportion (*SI Appendix*, Fig. S2*B*). After filtering, samples were merged into a single Seurat object for downstream analyses. Because all samples were processed and sequenced concurrently, batch correction was not required prior to merging.

#### Outlier identification and handling.

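The VC-T 1 library had a mean Pearson r of 0.914 with the UC libraries on summed germ cells, across genes, while the 3 T libraries lay between 0.891 and 0.914. VC-T 2 and VC-T 3 had 0.991 each, and the VC-R libraries 0.990 to 0.994. Thinning each library's spermatid-like cells to the same number of UMIs left the mean r of VC-T 1 at 0.939.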

One scRNA-seq treatment-control replicate (TC1) was identified as an outlier based on PCA (Fig. 3*G*) and reduced pairwise Pearson correlation with other control samples (*SI Appendix*, Fig. S2*D*; *r* = 0.93 to 0.94). Examination of per-sample QC metrics confirmed that this deviation reflected technical rather than biological variation (*SI Appendix*, Fig. S2*E*). To prevent inflation of between-group correlations, TC1 was excluded from differential-expression analyses but retained for unsupervised approaches (e.g., clustering, pseudotime inference, and PCA visualization). This approach also enabled consistent differential testing of Treatment (T) and Recovery (R) groups against a shared untreated control (UC).

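The vehicle libraries were compared with UC by the same test. VC-R differed from UC in 4 genes of spermatozoa-like cells and in none of spermatogonia-, spermatocyte- or spermatid-like cells, where 195, 163 and 303 genes had an unadjusted p under 0.05. VC-T 2 and VC-T 3 differed from UC in 10, 0, 4 and 65 genes of the 4 classes in order of development, with 455 spermatocyte-like genes at an unadjusted p under 0.05. With VC-T 1 included, no gene of spermatogonia-, spermatocyte- or spermatid-like cells was changed (174, 459 and 227 at an unadjusted p under 0.05), and VC-T 1 had no spermatozoa-like cell to include.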

#### Cell type annotation.

Cell type identities were assigned based on canonical marker gene expression (*SI Appendix*, Figs. S3 and S4). Clusters displaying highly similar expression patterns were merged to improve biological interpretability. Clustering at a resolution of 1.2 initially produced 32 clusters; after merging related groups, eight major cell types and 21 subclusters were defined, encompassing all stages of spermatogenesis. 

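At resolution 1.2, Leiden clustering of a graph of 20 nearest neighbours on 30 principal components of 2000 variable genes gave 32 clusters. Clusters outside the germ line were clustered again into 17 sub-clusters. Of the spermatocyte- and spermatid-like clusters, 5 had a median UMI count per cell of 0.484 to 0.536 of their own library's, and every other one had 0.829 or more.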

Cluster annotations were confirmed by correlation with reference testis scRNA-seq datasets (5, 6).

#### Pseudotime workflow.

To infer germ cell developmental trajectories, the merged Seurat object was subset to include only germ cells. Pseudotime ordering was performed using Slingshot (v2.4.0) (12) with UMAP coordinates as the reduced-dimensional input and cluster labels as lineage identifiers. Pseudotime values were extracted using slingPseudotime, and trajectories were visualized using the SlingshotDataSet function. Cells were binned into 51 pseudotime intervals to facilitate expression trend analyses across spermatogenesis (*SI Appendix*, Fig. S7).

#### DE analysis.

Bulk-like DE testing was performed using the AggregateExpression function in Seurat to compute sample-level averages by condition. DE between conditions was assessed using DESeq2 (33) through Seurat’s FindMarkers interface. Genes were considered differentially expressed if they met all of the following criteria: adjusted p < 0.05 (FDR) and average |log_2_ fold change| > 1. Raw DE results for all germ-cell subsets are provided in Dataset S8 and *SI Appendix*, Tables 1–8.

A “healing” metric was computed to quantify transcriptional recovery, defined as the proportion of genes differentially expressed during treatment (T vs UC) that were no longer significantly altered after withdrawal (R vs UC). This reflects the fraction of treatment-induced transcriptional changes that returned to baseline. Raw values are provided in Dataset S16.

### Testis Mass Quantification.

For each animal, each testis was weighed independently and combined to calculate the proportion of testis mass:body mass. Raw testis and body mass measurements are provided in Dataset S2.

### Sperm Capture Methods.

#### Total epididymal sperm collection.

Caudal epididymides from untreated, vehicle-treated, or JQ1-treated males were dissected into Toyoda–Yokoyama–Hoshi (TYH) medium. Samples were incubated at 37 °C for 20 min to allow sperm to swim out into the medium. Aliquots were diluted 1:25 in 10% neutral buffered formalin, and spermatozoa were counted using a standard hemocytometer. Morphological abnormalities were assessed by light microscopy. Raw sperm count data are provided in Dataset S3, and morphology data are provided in Dataset S6.

#### Hematoxylin-eosin staining of epididymal sperm smears.

Ten microliters of total epididymal sperm were mixed with 10 µL of 4% paraformaldehyde (PFA), spread on glass slides, and air-dried for 6 h at room temperature. Slides were stored at 4 °C until use, then washed in 1× PBS and stained with hematoxylin and eosin following standard protocols.

### Prophase I Chromosome Spreading, Immunofluorescence, and Quantitation.

Chromosome spreads were prepared as previously described (20). Primary antibodies were diluted in antibody dilution buffer (ADB; 3% BSA, 1% goat serum [Gibco, 16210-072], 0.05% Triton X-100 in PBS) and incubated overnight at room temperature. The following primary antibodies were used: rabbit anti-SYCP3 [1:1,000; custom-made (34)], mouse anti-γH2AX (1:10,000; EMD Millipore, 05-636), mouse anti-SYCP3 (1:1,000; Abcam, ab97627), mouse anti-MLH1 (1:50; BD Pharmingen, 550838), rabbit anti-RAD51 (1:500; Millipore, PC130), mouse anti-RNA polymerase II (1:2,000; Sigma-Aldrich, 05-623), and rabbit anti-BRDT (1:500; Abcam, ab286194). After primary incubation and washing in 10% ADB, slides were then incubated for 2 h at room temperature with Alexa Fluor-conjugated secondary antibodies (Jackson ImmunoResearch, 1:1,000 in ADB): goat anti-mouse IgG Fc (AF488, 115-546-008; AF594, 115-586-008) and goat anti-rabbit IgG Fc (AF488, 111-546-046; AF594, 111-586-046). Slides were washed, air-dried, and mounted with ProLong Gold Antifade containing DAPI (Invitrogen, P36962).

### Quantification of Prophase Markers.

Chromosome spreads were immunostained for γH2AX and SYCP3 to stage spermatocytes across prophase I. The first 100 nuclei per animal were scored to determine the proportion of cells at each substage. RAD51 foci were quantified in zygotene spermatocytes, and only foci colocalized along SYCP3-positive SCs were recorded. γH2AX distribution was assessed in pachynema, with cells classified as abnormal if γH2AX signal extended beyond the sex body into autosomes. RNA polymerase II exclusion was evaluated by DAPI costaining; cells were considered abnormal if Pol II signal was not excluded from the sex body. SC length was measured using a FIJI macro that identified SYCP1-labeled SCs, and the summed autosomal SC length was reported per cell. MLH1 foci colocalizing with SYCP3 were counted and reported as total foci per cell, and the percentage of cells lacking MLH1 foci was also calculated. The FIJI macro used for SC length quantification is provided in the *SI Appendix*, *Methods*. All raw scoring data across antibodies are available in Datasets S10–S14 and S16.

### Diakinesis Preparations to Observe Chiasmata.

Diakinesis chromosome spreads were prepared as previously described (35), stained for 6 min in 4% Giemsa (Fisher), rinsed three times with double-distilled H_2_O for 3 min each, air-dried, and mounted with Permount (Fisher Scientific). Raw chiasmata count data for all experimental groups are provided in Dataset S17.

### CREST Staining and Counting.

To determine round spermatid aneuploidy rates, chromosome spread preparations were costained with primary antibodies against SYCP3 (1:1,000 dilution; Abcam, Cat. Number ab97672), ACRV1 (1:500 dilution; Proteintech, Cat. Number 14040-1-AP), and CREST (1:1,000 dilution; Antibodies incorporated, Cat. Number 15-234) and counterstained with DAPI. CREST-positive foci were analyzed only in ACRV1-positive round spermatids as outlined in Oppedisano *et al.* (21) Briefly, centromere “foci” were classified as singletons or clumps based on diameter and intensity. The size of each singleton centromere was used to estimate the number of centromeres per clump (typically up to 4), and counts were confirmed by similar quantitation of DAPI-bright foci. Foci positive for both ACRV1 and CREST were considered background acrosome staining, as previously described (21) and excluded from total counts. Given the variability in nonspecific CREST staining, DAPI quantification provided confidence of accuracy. Cells with fewer than 15 CREST-positive foci were excluded (21).

### Histological Methods.

One testis from each mouse was collected across all experimental groups and fixed in 10% neutral-buffered formalin overnight at room temperature, washed extensively in graded ethanol, paraffin-embedded, sectioned at 5 µm and processed for hematoxylin and eosin staining or immunohistochemistry.

Immunofluorescence was performed as described previously (20). Slides were incubated with primary antibodies for 1 h at 37 °C. The following primary antibodies were used: mouse anti-SYCP3 (1:1,000), rabbit anti-BRDT (1:500), and Lectin PNA-Alexa Fluor 647 conjugate (1:500; Invitrogen, L32460). After washing in PBS, slides were incubated with fluorescence-conjugated secondary antibodies (1:500) for 1 h at 37 °C, washed again, and mounted using ProLong Gold Antifade with DAPI (Invitrogen).

Seminiferous tubules were categorized into stages I, II–III, IV–VI, VII–VIII, IX–X, and XI–XII based on lectin staining patterns and the composition of germ cell types. Raw staging data for all samples are provided in Dataset S4. Raw Sertoli counts per seminiferous tubule is provided in Dataset S7.

### Image Acquisition.

Immunofluorescence images were acquired on a Zeiss Axio Imager epifluorescence microscope using a 63X oil-immersion objective. Images were processed in Zeiss Zen Blue v3.0 (Carl Zeiss AG, Oberkochen, Germany), and background levels were standardized using ImageJ (NIH). Exposure settings were kept constant across all samples and experimental conditions. Diakinesis preparations stained with Giemsa were imaged at 40X magnification in brightfield mode.

### Statistical Analysis.

Statistical analyses were conducted using GraphPad Prism version 10.0 (GraphPad Software, San Diego, California, USA). Data normality was assessed using the Shapiro–Wilk test. For normally distributed data, one-way ANOVA was applied; when normality assumptions were not met, the nonparametric Kruskal–Wallis test was used, followed by Dunn’s post hoc multiple-comparison test where appropriate. Fisher’s exact test was used for categorical comparisons (e.g., proportions of abnormal cells, presence of univalents). Generalized linear mixed models were used to assess treatment effects while accounting for replicate variability. Statistical significance was defined as α = 0.05, and all tests were two-sided. Raw input for generalized linear mixed models is provided in Dataset S19.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

Dataset S07

Dataset S08

Dataset S09

Dataset S10

Dataset S11

Dataset S12

Dataset S13

Dataset S14

Dataset S15

Dataset S16

Dataset S17

Dataset S18

Dataset S19

## Data Availability

All sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) repository through GEO series accession numbers GSE310340 (36) and GSE310342 (37). All codes have been deposited to GitHub (38).

# Supplementary material for: Meiotic prophase I disruption as a strategy for nonhormonal male contraception using small-molecule inhibitor JQ1
**Source:** Proc Natl Acad Sci U S A. 2026 Apr 7;123(15):e2517498123. doi: 10.1073/pnas.2517498123
**Supplement:** Supplementary file 1 — Appendix 01

## **SI Appendix**

### **RNA-seq Methods**

**RNA-seq library preparation and sequencing.** Total RNA was extracted from frozen liver and kidney samples using TRIzol Reagent (Thermo Fisher Scientific, 15596018) following the TReX RNA Extraction Protocol v1.8 (Cornell University Transcription Regulation and Expression Facility). After tissue homogenization, chloroform was added to promote phase separation of RNA from DNA and protein, and the aqueous phase was transferred to Phaselock Gel tubes (VWR 01847-802) for clean extraction. The RNA was precipitated with isopropanol (molecular biology grade), using GlycoBlue (Thermo AM9515) to enhance recovery. Pellets were washed twice with 75% ethanol, air-dried, and resuspended in RNase-free water. RNA concentration was quantified using a NanoPhotometer N50 (Implen) and RNA integrity assessed with an Agilent 2100 Bioanalyzer. Libraries were generated using the NEBNext UltraExpress RNA Library Prep Kit (NEB #E3330), incorporating poly(A) enrichment to select mRNA. Sequencing was performed across one lane of an Illumina NextSeq 2000 using single-end 75 bp reads, targeting ~20-25 million reads per sample. Each experimental group included 3 Treatment samples, 3 Recovery samples, and 4 Control samples per organ (3 Control from the treatment timepoint, 1 from the recovery timepoint).

**Data QC and transcript quantification.** Raw sequencing reads (FASTQ) were trimmed to remove adaptor sequences and low-quality bases using fastp (v0.20.1) (1) with default settings. Transcript-level quantification was performed using Salmon (v1.10.0) in quasi-mapping mode against the mm10 transcriptome (GENCODE vM30). Gene-level counts were generated using tximport (v1.26.1) (2) with the option countsFromAbundance="lengthScaledTPM" to account for transcript length and sequencing depth.

**Differential gene expression analysis.** Count data were modeled using DESeq2 (v1.38.3) (3) with the design formula ~condition, where condition was defined as Treatment, Recovery, or Control, analyzed separately for liver and kidney. Dispersion estimates and size factors were calculated following the standard workflow. Differentially expressed genes were identified using the Wald test, and multiple testing correction performed using the Benjamini-Hochberg procedure. Genes with an adjusted p-value < 0.05 were considered differentially expressed.

Sample similarity was assessed by calculating pairwise Pearson correlations between rlog-transformed counts across all samples, which were visualized as a heatmap with annotations for organ and experimental condition to confirm clustering of biological replicates.

**Code and data availability.** All raw and processed bulk RNA-seq data generated for this study has been deposited in the Gene Expression Omnibus (GEO) as GSE310340. Analysis scripts used to process data and generate figures are available through a GitHub repository ([https://github.com/CohenLab-Cornell/JQ1\\_testis\\_RNAseq](https://github.com/CohenLab-Cornell/JQ1_testis_RNAseq)).

#### **TUNEL staining of testicular sections.**

TUNEL staining was performed using a TUNEL staining kit (Apoptag kit, EMD Millipore, S7100) following the manufacturer's instructions. Images were obtained using ImageScope (Leica Biosystems), and DAB-positive cells were manually counted using Adobe Photoshop software. The number of apoptotic cells was quantified as the total number of DAB-positive cells divided by the total number of tubules per testis section. One section per animal was analyzed, and scorers were not blinded to experimental condition. Raw TUNEL scores are provided in Supplementary Data, Sheet 5.

#### **FIJI ImageJ macro script for measuring chromosome length with SYCP1**

An Image J macro script was created to measure the length of the synaptonemal complex using the available tools in ImageJ. Images were in .czi file format, with SYCP3 in green and SYCP1 in red. The length of the central element of the synaptonemal complex, inferred from SYCP1, was measured in pachytene staged cells. The script used was as follows:

```
//input: chosen directory in which czi files are located

//output: data.txt in the same directory with fname,roi#,length (tab delineated),

//and roi.zips for each image

//User adjustable paramaters

alpha=0.8; //Number of standard deviations above the median for the threshold

cw=0.9; //Average chromosome width for translating perimeter to length
```

```
mcs=2.0; //Min chromosome area (in image units) for filtering out noise
```

```
dir=getDir("Choose Directory in which data files are stored");
```

```
print(dir);
```

```
files=getFileList(dir);
```

```
fp=File.open(dir+"data.txt");
```

```
print(fp, "fname\troi#\tlength");
```

```
for (k = 0; k < files.length; k++) {
```

```
    iCzi=indexOf(files[k],".czi");
```

```
    if (iCzi != -1) {
```

```
        fname=substring(files[k],0,iCzi);
```

```
        run("Bio-Formats", "open="+dir+files[k]+" color_mode=Composite");
```

```
        run("Split Channels");
```

```
        close("\\Others");
```

```
        run("Unsharp Mask...", "radius=20 mask=0.9");
```

```
        med=getValue("Median");
```

```
        stdev=getValue("StdDev");
```

```
        thresh=med+alpha*stdev;
```

```
        maxBD=bitDepth();
```

```
        maxBD=Math.pow(2,maxBD)-1;
```

```
        setThreshold(thresh, maxBD);
```

```

run("Convert to Mask");

run("Analyze Particles...", "size="+mcs+"-Infinity exclude clear add");

roiManager("Save", dir+fname+".zip");

nroi=roiManager("count");

for (i = 0; i < nroi; i++) {

    roiManager("select", i);

    perim=getValue("Perim.");

    len=(perim-PI*0.9)/2.0;

    print(fp, fname+"\t"+i+1+"\t"+len);

    roiManager("deselect");

}

close();

}

}

File.close(fp);

run("Close");

```

## Supplementary Figures

Tanis, Simon, et al., Supplemental Figure 1

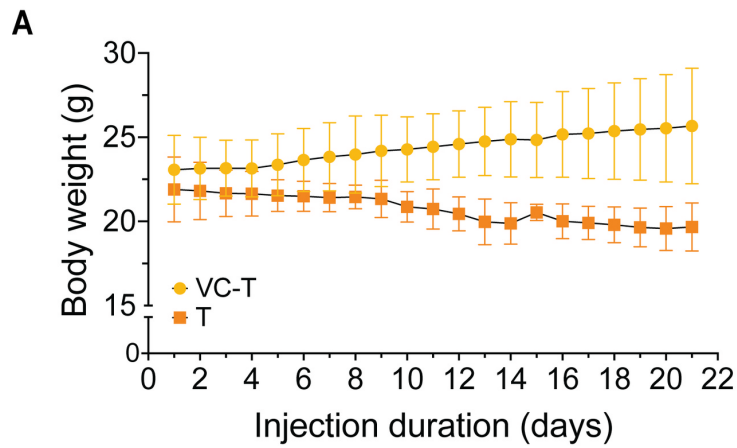

**Figure S1. Body-weight monitoring during daily JQ1 treatment.**

(A) Mean  $\pm$  SD body weight of vehicle-treated (VC-T) and JQ1-treated (T) males measured prior to each daily intraperitoneal injection over 21 consecutive days. JQ1 (50 mg/mL in DMSO, diluted 1:10 in 10% (2-Hydroxypropyl)- $\beta$ -cyclodextrin) or vehicle was administered at 1% of body weight per day, with dosing volumes adjusted to same-day weight. Body-weight trajectories remained stable throughout the treatment period.

**A**

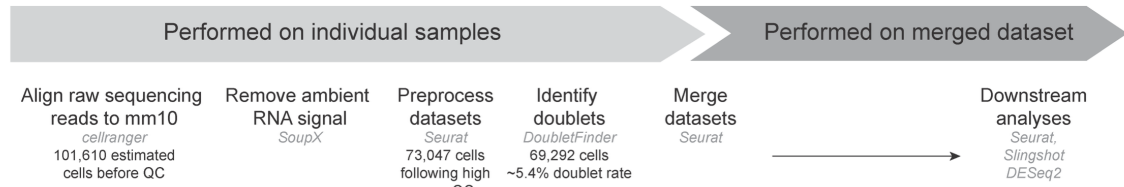

**B**

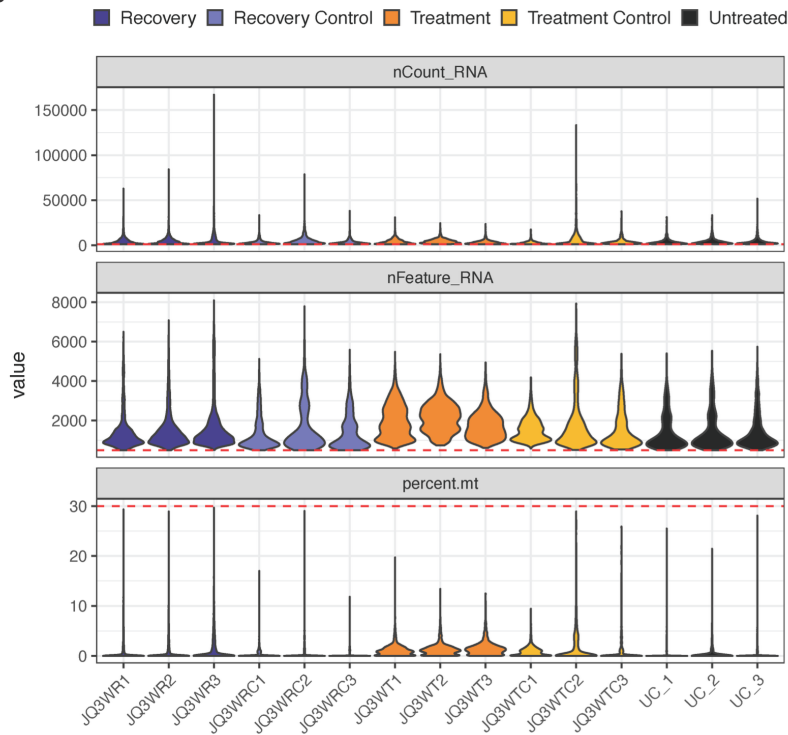

**C**

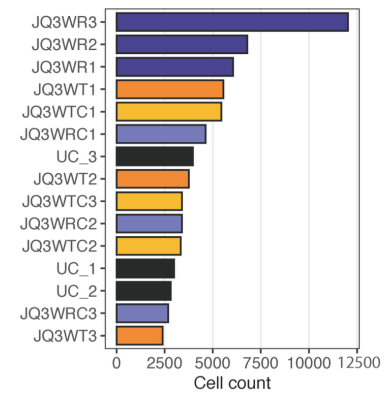

**D**

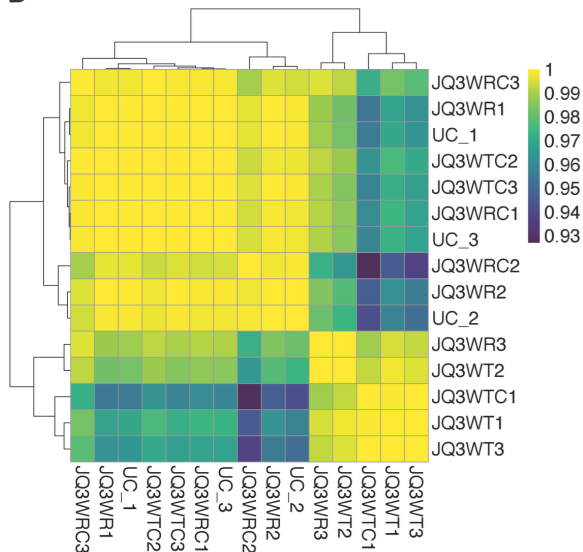

**E**

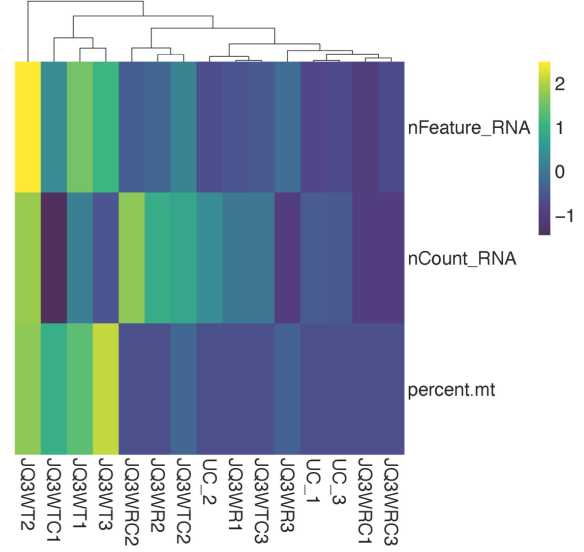

**Figure S2. Preprocessing, quality control, and outlier identification of single-cell RNA-seq libraries.**

(A) Overview of the preprocessing workflow. Raw sequencing reads were aligned to the *Mus musculus* (mm10) reference genome using Cell Ranger (v3.0.0). Ambient RNA contamination was removed with SoupX (v1.4.5), and each dataset was independently filtered and normalized in Seurat (v4.1.1). Putative doublets were identified with DoubletFinder (v2.0), and high-confidence cells were merged into a single Seurat object for downstream analyses. (B) Violin plots showing distributions of detected features (nFeature\_RNA), total transcript counts (nCount\_RNA), and mitochondrial read percentages (percent.mt) for each library following quality filtering. Red dashed lines indicate the applied QC thresholds. (C) Total number of high-quality cells retained per library after preprocessing and doublet removal. (D) Pearson correlation heatmap of median QC metrics across libraries, demonstrating overall consistency among replicates. (E) Z-score heatmap of nFeature\_RNA, nCount\_RNA, and percent.mt across libraries, showing deviation from the cohort mean. One treatment-control library (JQ3WTC1; TC1) exhibits low total counts (nCount\_RNA, dark blue), average to slightly below-average detected features (nFeature\_RNA), and no notable shift in mitochondrial percentage, a discordant pattern relative to other replicates. This indicates a likely technical artifact (e.g., reduced library complexity or depth). 

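VC-T 1 had a median of 2455 UMIs per kept cell, the lowest of the 15 libraries, with 2563.5 in the next, VC-R 3. Its median of 1551 genes per cell was the highest among the controls, and its median mitochondrial share was 0.713%, against 0.299% in VC-T 2, 0.104% in VC-T 3 and 0.970 to 1.27% in T. Its total of 18319704 UMIs came from the paper's 155707767 reads at the paper's saturation of 30.5%, which lies inside the paper's range of 28.1 to 38.3% for all libraries. The 10 genes with the most UMIs took 4.08% of its UMIs, 3.77 to 4.04% of those of the T libraries and 12.2% or more of those of every other library.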

TC1 was excluded from differential-expression analyses but retained for unsupervised visualization/clustering.

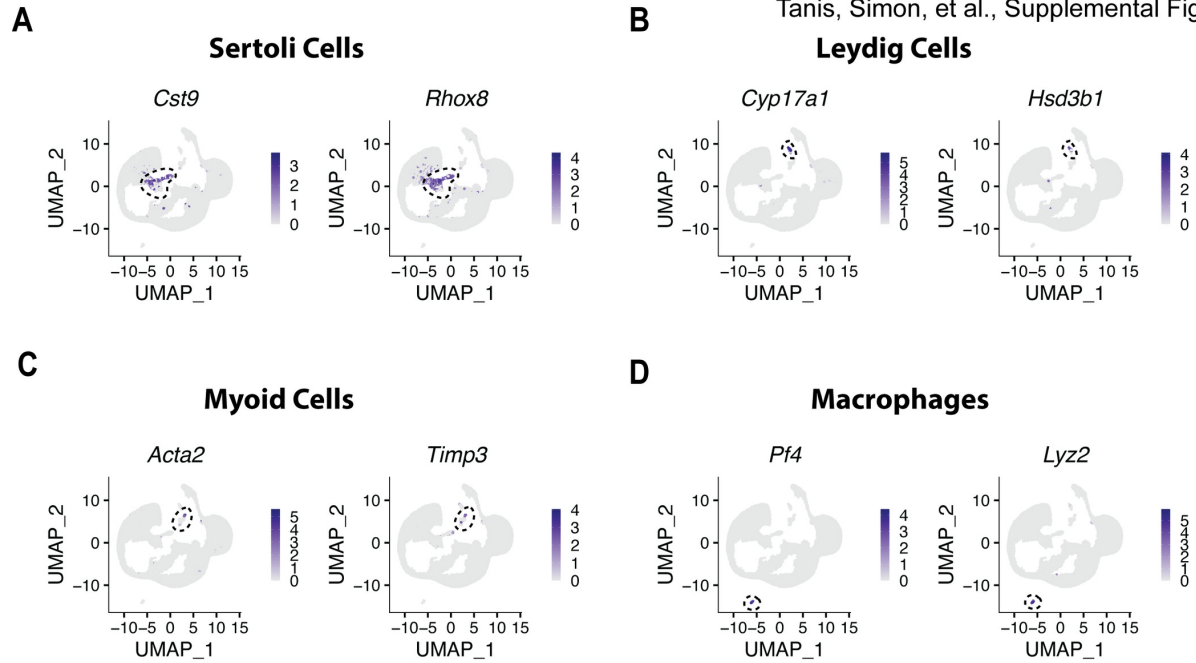

**Figure S3. Somatic cell marker expression defines supporting and interstitial populations.**

(A–D) UMAP visualization of somatic cell clusters from the integrated testis single-cell dataset, showing expression of canonical markers for each cell type. (A) Sertoli cells (*Cst9*, *Rhox8*), (B) Leydig cells (*Cyp17a1*, *Hsd3b1*), (C) Myoid cells (*Acta2*, *Timp3*), and (D) Macrophages (*Pf4*, *Lyz2*). Gene expression is shown as normalized expression (color scale) overlaid on the UMAP. Dashed outlines indicate the approximate location of each somatic cell population.

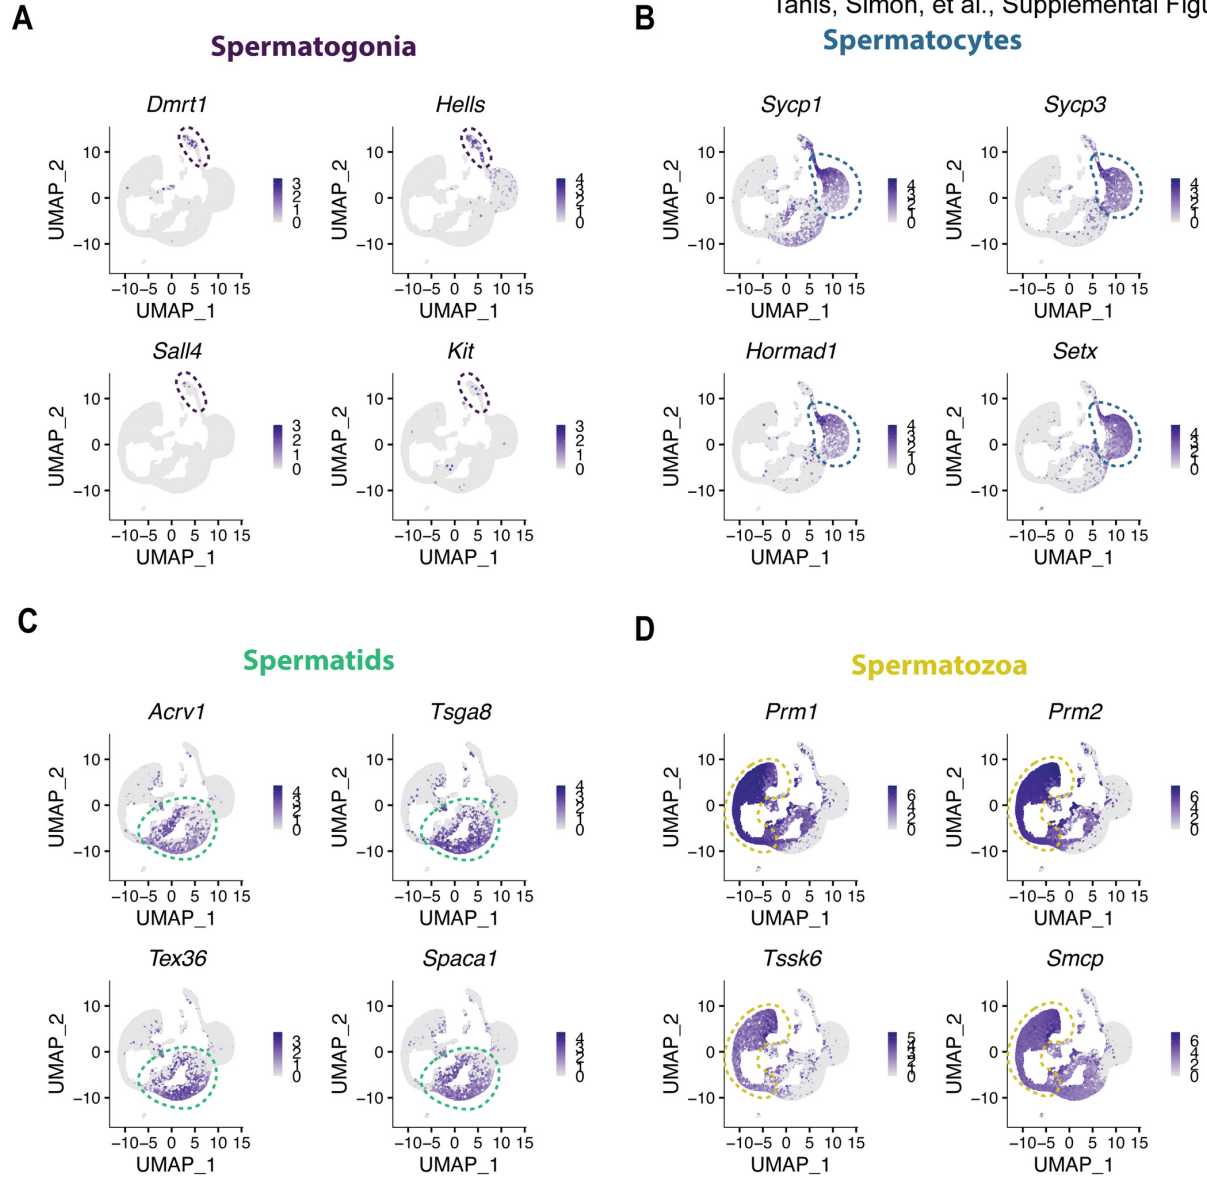

**Figure S4. Stage-specific marker gene expression defines germ cell subtypes across spermatogenesis.** (A–D) UMAP visualization of germ cell clusters from the integrated testis single-cell dataset, showing expression of representative marker genes for each developmental stage. (A) Spermatogonia markers (*Dmrt1*, *Hells*, *Sall4*, *Kit*), (B) Spermatocytes markers (*Sycp1*, *Sycp3*, *Hormad1*, *Setx*), (C) Spermatids markers (*Acrv1*, *Tsga8*, *Tex36*, *Spaca1*), and (D) Spermatozoa markers (*Prm1*, *Prm2*, *Tssk6*, *Smcp*). Gene expression is shown as normalized expression (color scale) overlaid on the UMAP. Dashed outlines correspond to the approximate spatial domains of each germ cell stage, colored according

to the respective label titles (*Spermatogonia*, purple; *Spermatocytes*, blue; *Spermatids*, green; *Spermatozoa*, gold).

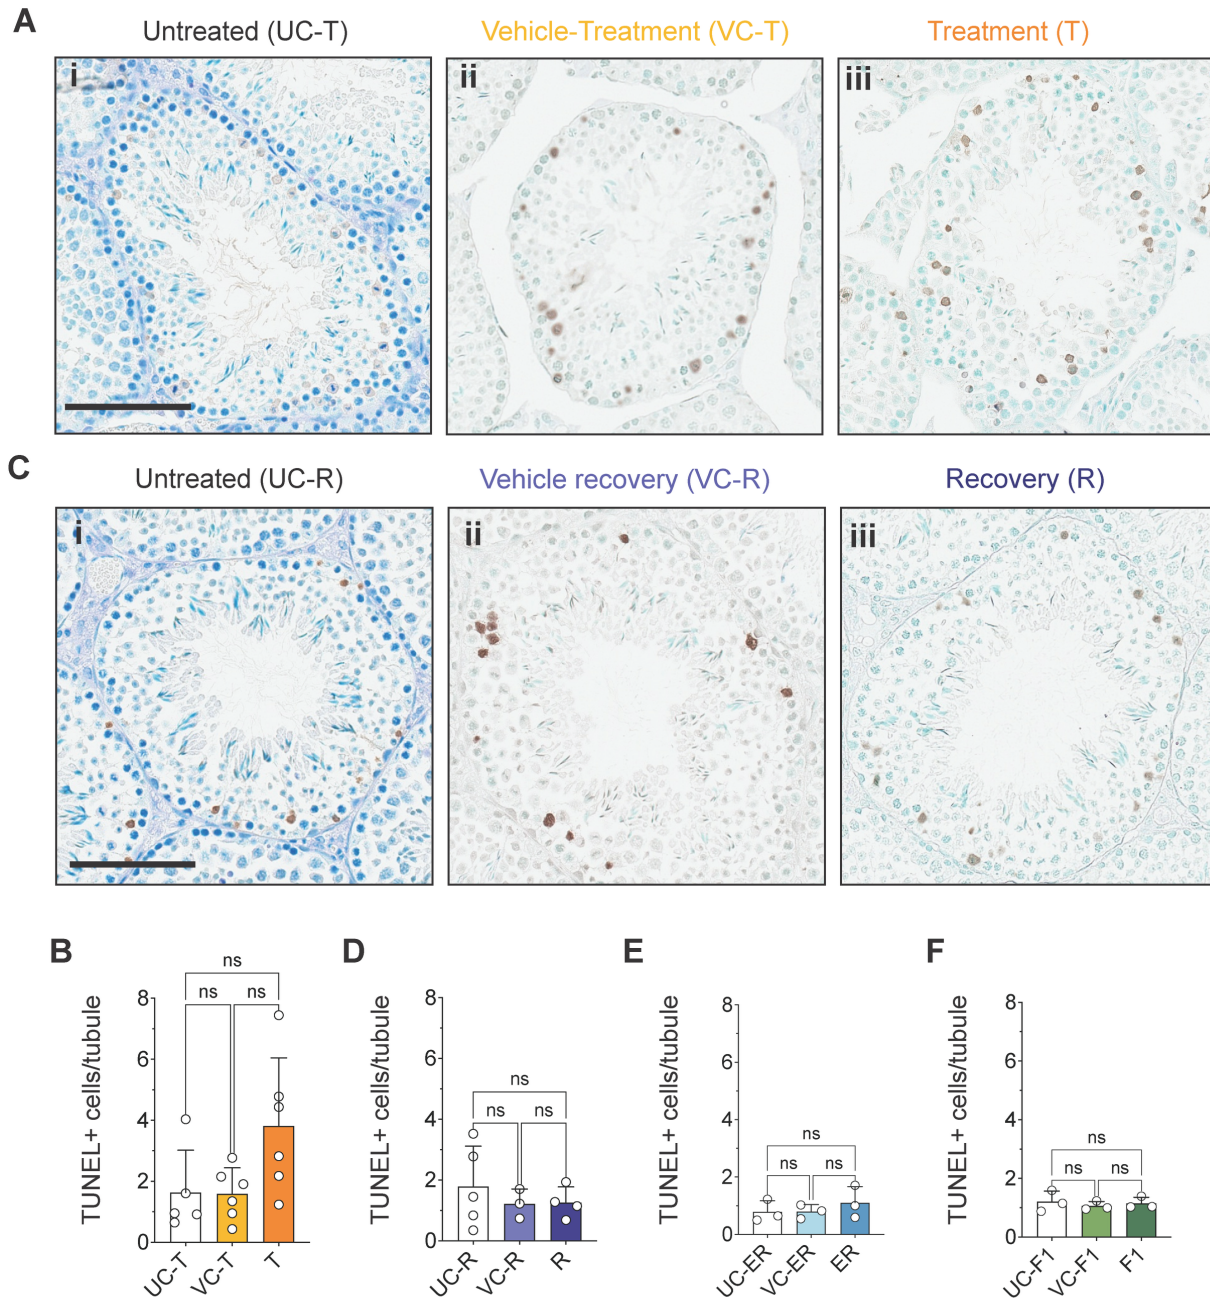

**Figure S5. Limited apoptotic response following short-term JQ1 treatment and full recovery after withdrawal.** (A–B) Terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assay showing DAB-positive apoptotic cells (brown) counterstained with Methyl Green in seminiferous tubules from (i) untreated (UC-T), (ii) vehicle-treated (VC-T), and (iii) JQ1-treated (T) males. Quantification of TUNEL-

positive cells per tubule is shown in (B) for each condition (UC-T, n = 5; VC-T, n = 6; T, n = 6). (C–D) Equivalent analyses following recovery, showing representative images from (i) untreated (UC-R), (ii) vehicle recovery (VC-R), and (iii) recovery (R) males, and corresponding quantification (D; UC-R, n = 5; VC-R, n = 3; R, n = 4). (E–F) Analyses extended to the extended recovery (ER) and first-generation (F1) timepoints (UC-ER, n = 3; VC-ER, n = 3; ER, n = 3; UC-F1, n = 3; VC-F1, n = 3; F1, n = 3). R and ER groups passed normality tests and were analyzed by one-way ANOVA; T and F1 groups did not and were analyzed using the Kruskal–Wallis test (ns = not significant). Scale bars, 100  $\mu$ m.

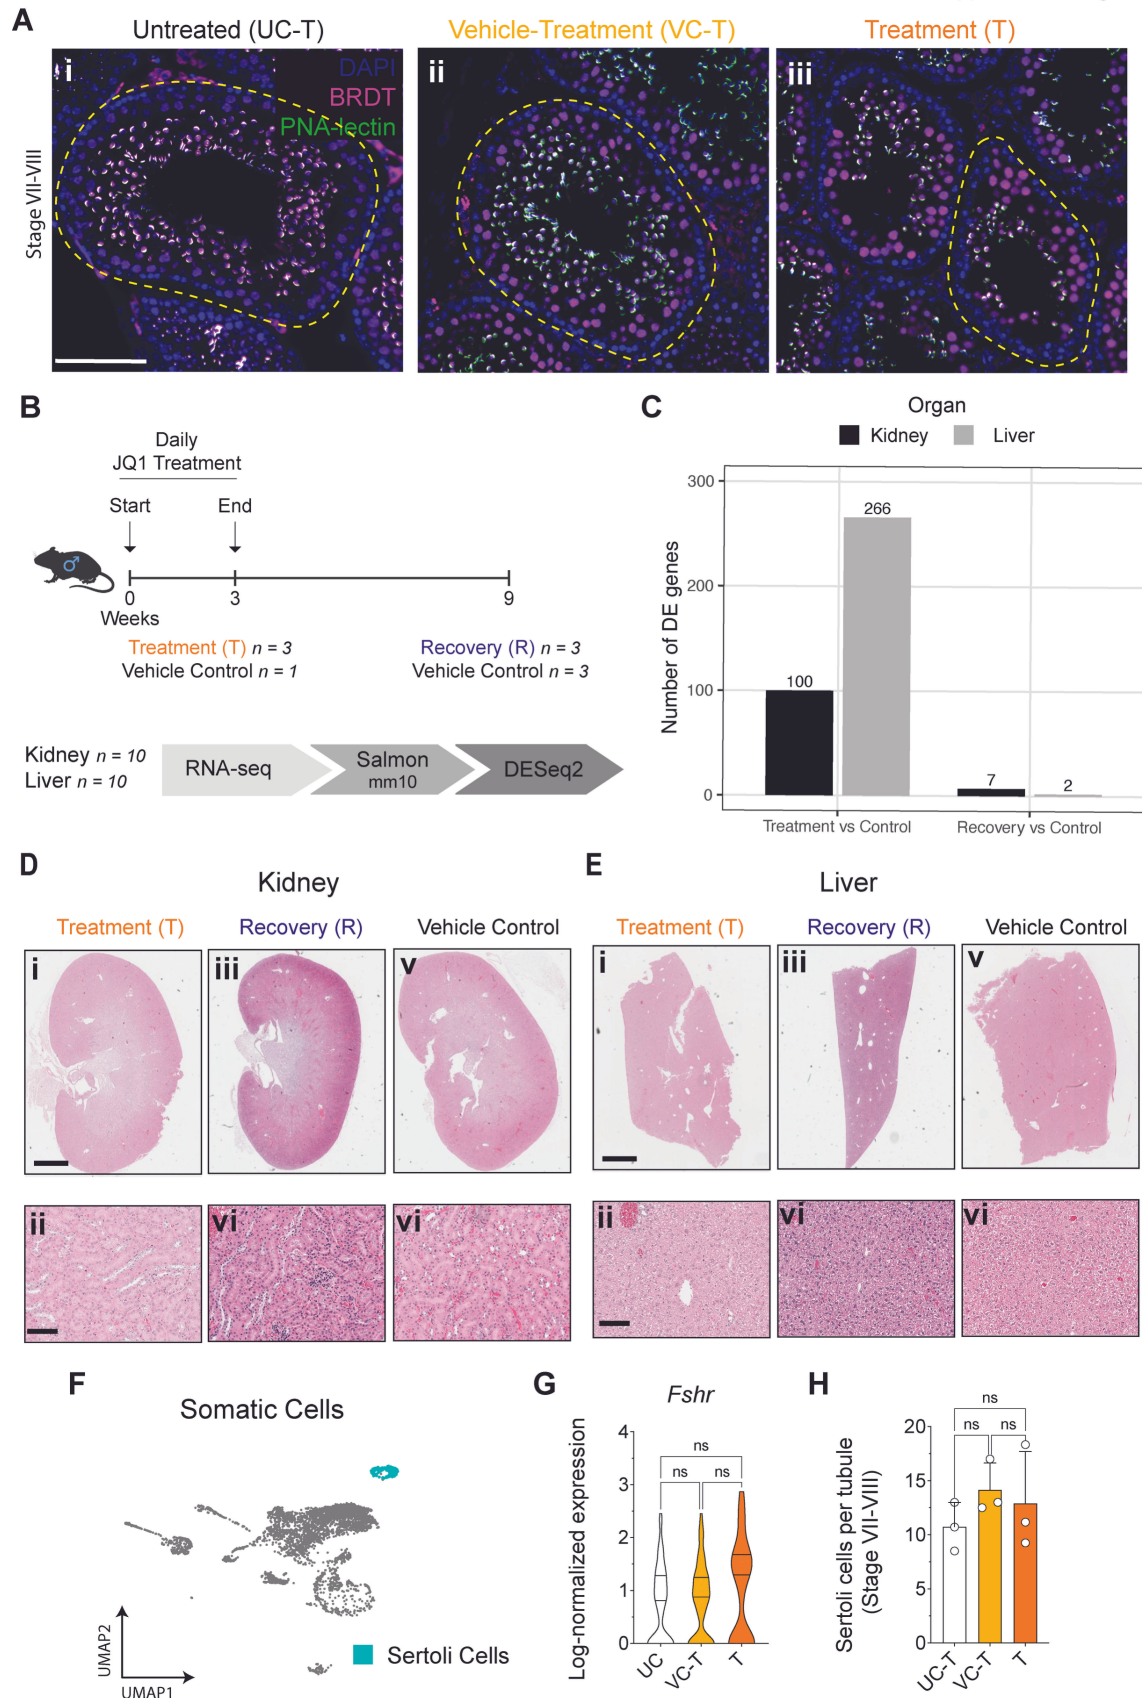

**Figure S6. JQ1 acts as a testis-specific BRDT inhibitor with minimal off-target or hormonal effects.**

(A) Immunofluorescence staining for BRDT (green) and PNA-lectin (acrosome, magenta) in stage VIII–XII seminiferous tubules from untreated (UC-T), vehicle-treated (VC-T), and JQ1-treated (T) males. Yellow dashed lines outline a representative seminiferous tubule. BRDT protein remains detectable in spermatocytes and spermatids following treatment, consistent with JQ1 acting as a competitive rather than degradative inhibitor. (B) Experimental design of the RNA-seq cohort showing daily JQ1 or vehicle treatment for three weeks followed by a three-week recovery period. Samples collected at the treatment (T) and recovery (R) timepoints were compared to a combined control group (one vehicle control at T and three vehicle controls at R). The general RNA-seq analysis workflow is shown below (see Supplementary Methods for details). (C) Differential expression analysis of kidney and liver RNA-seq data. While JQ1 treatment induced a modest number of differentially expressed genes in the kidney and very few in the liver, both organs showed near-complete recovery to baseline expression following treatment withdrawal. (D–E) Representative H&E staining of kidney (D) and liver (E) from treatment, recovery, and vehicle control males showing preserved tissue architecture at both low magnification (i, iii, v) and higher magnification (ii, iv, vi). (F) UMAP of somatic cells from the integrated testis scRNA-seq dataset, highlighting Sertoli cells (cyan) identified using marker genes from Supplementary Figure 3A. (G) Violin plots of *Fshr* expression in Sertoli cells from UC-T (77 cells), VC-T (112 cells), and T (24 cells) scRNA-seq libraries, showing no significant differences among groups. 

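Fshr in Sertoli-like cells was 91.4 ± 38.6 CPM (SD, n = 3) in T and 55.4 ± 45.3 (SD, n = 6) in UC and VC-T (exact permutation p = 0.310, two-sided). Summed over each group, the counts were 27 UMIs in T (96.4 CPM, exact Poisson 95% interval 63.5 to 140), 49 in UC (74.4 CPM, 55.0 to 98.3) and 113 in VC-T (69.3 CPM, 57.1 to 83.4). A UMI of Fshr was found in 19.5% of Sertoli-like cells of T (median 1819.5 UMIs per cell), 13.2% of those of UC (2176) and 12.2% of those of VC-T (1626.5). In germ cells, which should lack this transcript, the share was 0.147% in T (median 3524 UMIs), 0.124% in UC (3126) and 0.186% in VC-T (2925). UC 1 and VC-T 1 had no Fshr UMI in 31 and 15 Sertoli-like cells. The Clu-led cluster, singled out after its values were seen, held 56 of 118 Sertoli-like cells in T, 68 of 219 in UC and 126 of 508 in VC-T. Within it Fshr was 202 CPM in T (exact Poisson 95% interval 125 to 309), 163 in UC (120 to 216) and 144 in VC-T (117 to 175). The values of the whole class therefore depend partly on the mix of clusters.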

(H) Quantification of Sertoli cells per stage VII–VIII seminiferous tubule confirming no change between UC-T, VC-T, and T males ( $n = 3$  mice per condition, one tubule per mouse). Bars represent mean  $\pm$  SD. Sertoli cell numbers were analyzed by one-way ANOVA. *Fshr* expression did not pass normality and was analyzed using the Kruskal–Wallis test (ns = not significant). Scale bar, 100  $\mu$ m.

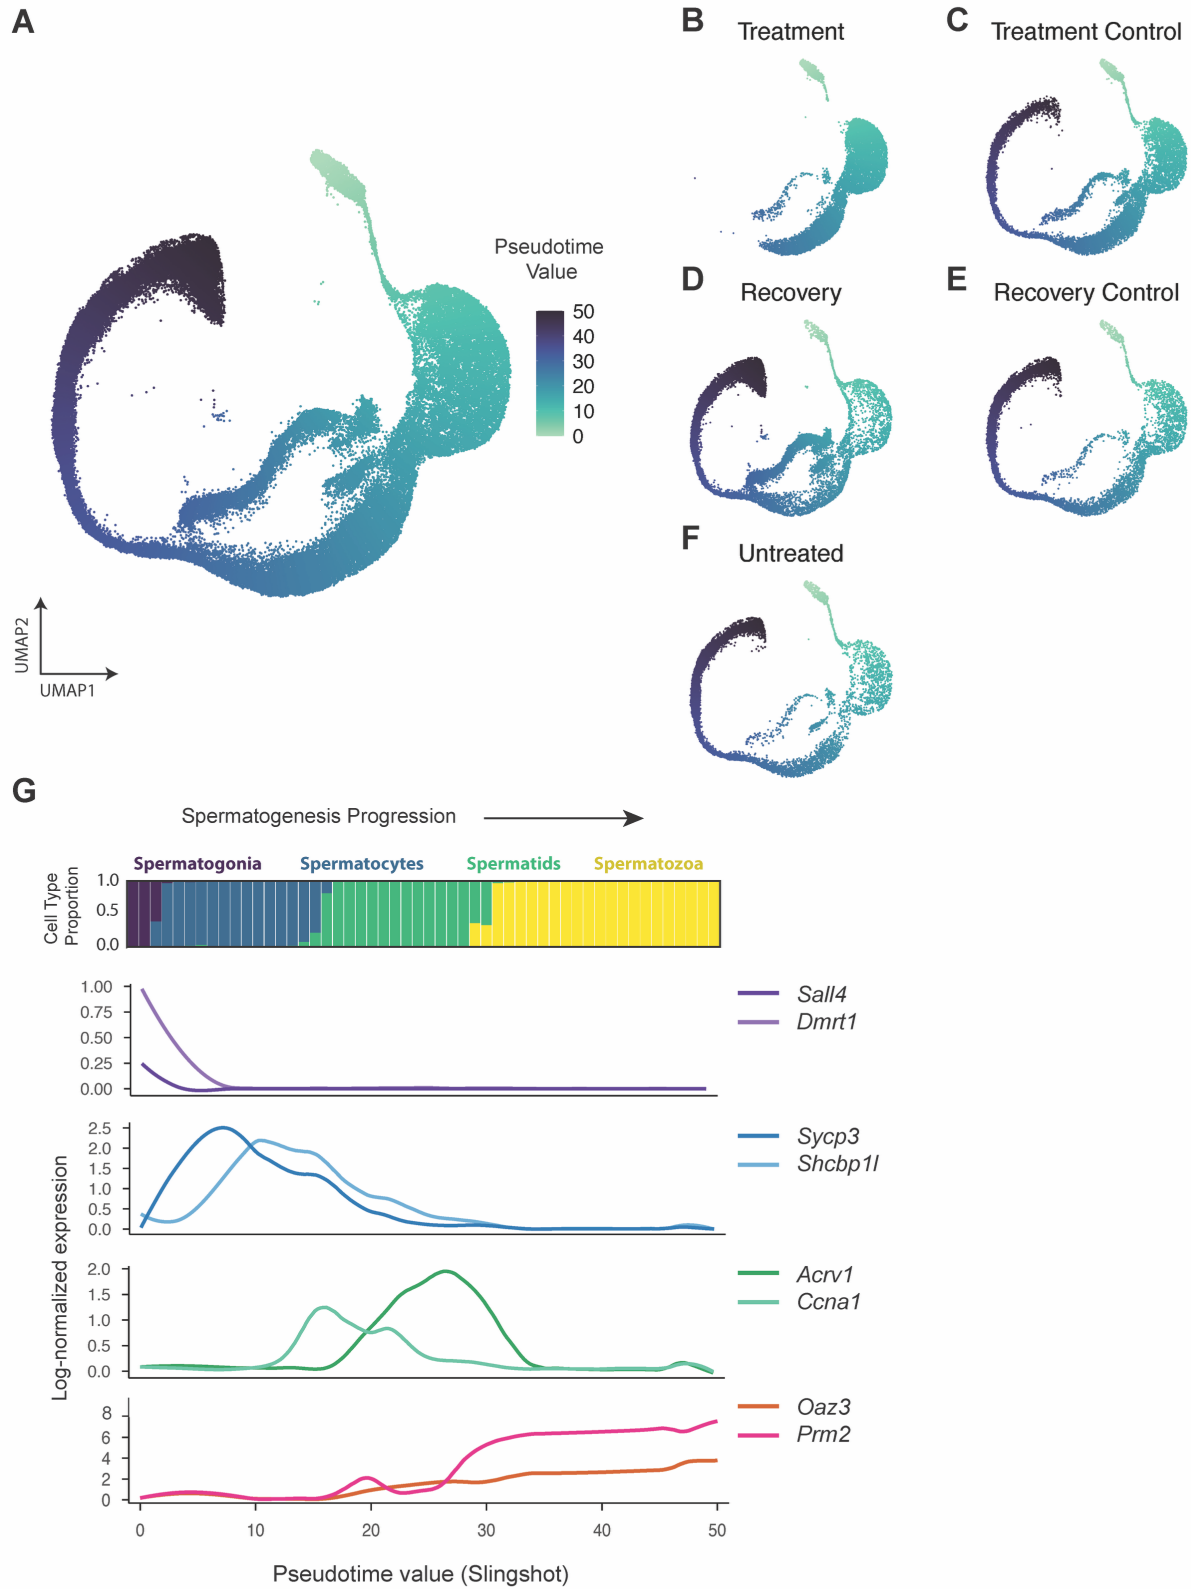

**Figure S7. Pseudotime trajectory via Slingshot confirms ordered progression of spermatogenesis.**

(A) UMAP of germ cells colored by inverted Slingshot pseudotime value, illustrating a continuous trajectory. (B-F) Condition-specific UMAPs colored by pseudotime, showing consistent developmental ordering across Treatment (T) (B), Treatment Control (VC-T) (C), Recovery (R) (D), Recovery Control (VC-R) (E), and Untreated (UC) (F) groups. (G) Smoothed expression profiles of representative stage-specific genes along the Slingshot pseudotime. Early-stage factors (*Sall4*, *Dmrt1*) decline as meiotic genes (*Sycp3*, *Shcbp1l*) peak, followed by induction of post-meiotic transcripts (*Acrv1*, *Ccna1*, *Oaz3*, *Prm2*). The sequential activation of these gene modules confirms accurate reconstruction of spermatogenic progression.

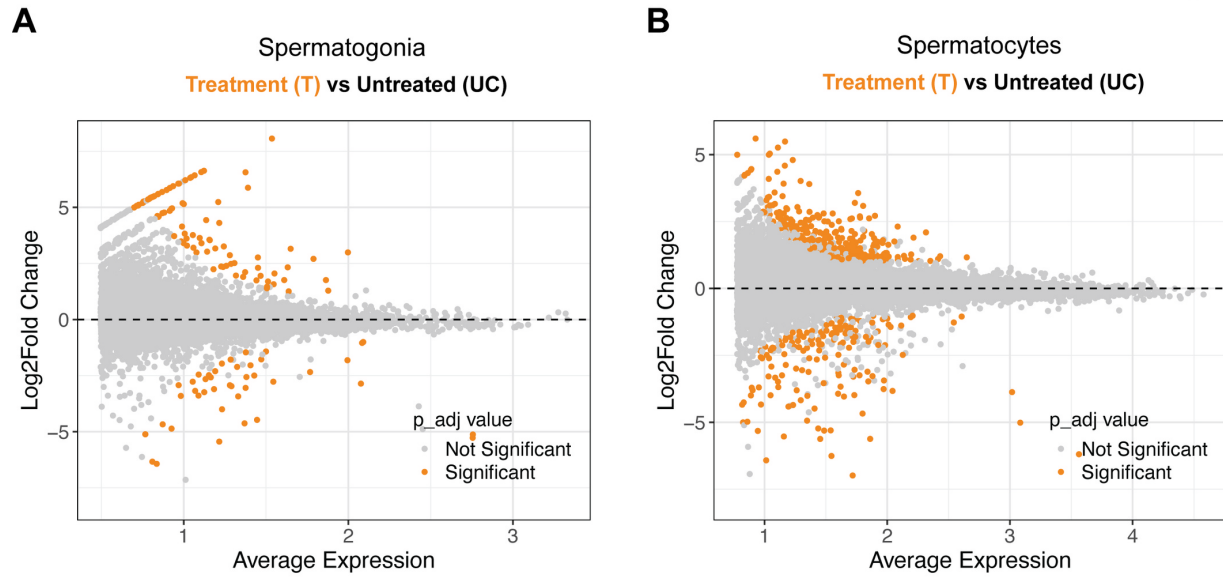

**Figure S8. JQ1 induces modest transcriptional changes in early germ cells.**

(A-B) MA plots showing differential expression between untreated (UC) and JQ1-treated (T) testes for (A) spermatogonia and (B) spermatocytes. Each point represents a gene, with significant differentially expressed (DE) genes shown in orange (adjusted  $p < 0.05$  and  $|\log_2 \text{fold change}| > 1$ ). JQ1 treatment altered 132 genes in spermatogonia and 372 genes in spermatocytes, with both upregulated and downregulated transcripts distributed around a  $\log_2$  fold-change of zero.

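In spermatogonia-like cells, 495 of 7368 tested genes were changed between T and UC, 417 higher and 78 lower, and in spermatocyte-like cells 212 of 12447, 59 higher and 153 lower. Against all 3 VC-T libraries no spermatogonia-like gene was changed (430 at an unadjusted p under 0.05) and 29 spermatocyte-like genes were, while against VC-T 2 and VC-T 3 alone 891 and 658 were. The balance of directions moved with the setting: matched on pseudotime it was 0 higher and 8 lower in spermatogonia-like and 172 higher and 127 lower in spermatocyte-like cells, and with ambient RNA subtracted 4 higher and 40 lower in spermatogonia-like cells. With the replicate number as a block, 591 spermatocyte-like genes were changed. Without the block this count depends on single libraries, with 3 genes without T 1, 5 without T 2, 2 without T 3, 113 without UC 2, 5 without UC 3 and 425 without UC 1. Among the lower genes, 88.5% of those in spermatogonia-like cells were more abundant in UC spermatozoa-like cells than in the class itself, against 16.7% of all tested genes. For spermatocyte-like cells the shares were 66.0% and 20.4%. Among the higher genes they were 57.8% in spermatogonia-like and 8.47% in spermatocyte-like cells. In spermatogonia-like cells, March11 (ENSMUSG00000022269, chromosome 15, 26309048 to 26409576) rose from 90.8 ± 24.7 to 405 ± 109 CPM (SD, n = 3 each; log2 fold change 2.07, standard error 0.23, adjusted p = 5.5e-06), and Ldha by 1.94 (adjusted p = 8.3e-06). Ldha was no longer called after matching on pseudotime, at 0.41. Prm2 at -5.74 and Prm1 at -5.16 were the lower genes with the smallest adjusted p in that class. In spermatocyte-like cells, Adgrb3 (ENSMUSG00000033569, chromosome 1, 25067476 to 25829707) rose from 14.4 ± 0.773 to 61.2 ± 4.07 CPM (SD, n = 3 each; log2 fold change 2.09, standard error 0.11, adjusted p = 0.00193). Vmn2r60 rose by 2.68 (adjusted p = 0.00439), a call lost without T 3, while 4930478M13Rik, at -2.52 (adjusted p = 0.00315), was called in each fit that left out 1 library. Hist1h1a changed by -2.15 (adjusted p = 0.0122), was not called without any 1 T library or without UC 3, and was 0.40 after matching on pseudotime.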

18

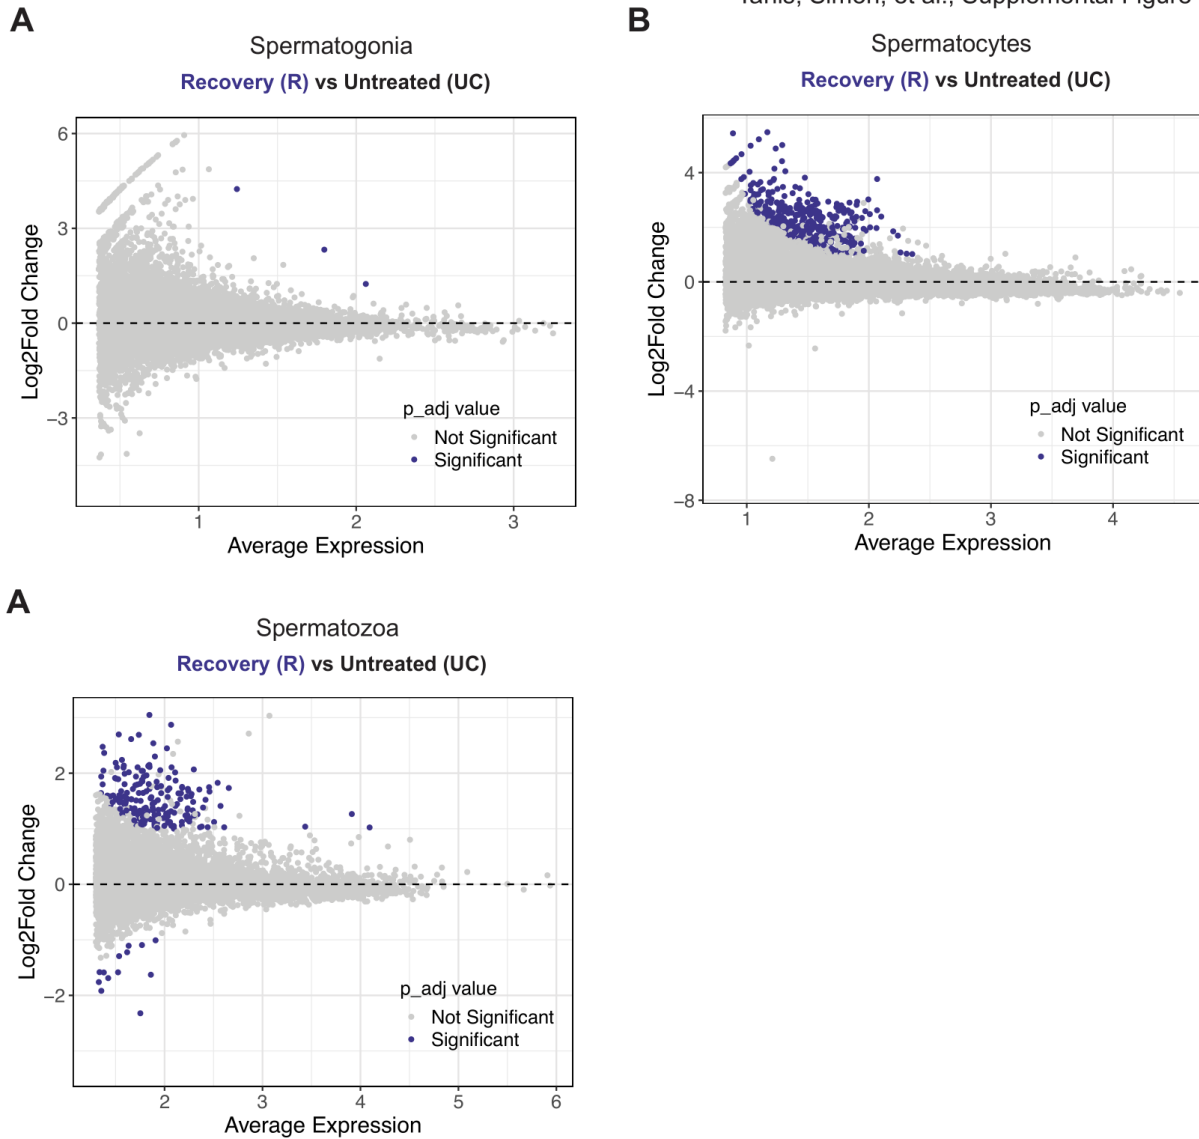

**Figure S10. Recovery normalizes transcription across germ cell stages following JQ1 withdrawal.**

(A–C) MA plots showing differential expression between recovery (R) and untreated (UC) testes for (A) spermatogonia, (B) spermatocytes, and (C) spermatozoa. Each point represents a gene, with significantly differentially expressed (DE) genes shown in blue (adjusted  $p < 0.05$  and  $|\log_2 \text{fold change}| > 1$ ). 

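Between R and UC, 26 of 6506 tested genes were changed in spermatogonia-like cells, all of them higher in R, and no gene of 13749 in spermatocyte-like cells, where 1183 had an unadjusted p under 0.05. The spermatogonia-like count ranged from 0 without UC 1 to 211 without R 1. The spermatocyte-like count was 40 without UC 1, 0 in each other fit that left out a library, and 52 after matching on pseudotime. Against VC-R, 0 genes were changed in spermatogonia-like cells (494 at an unadjusted p under 0.05) and 0 in spermatocyte-like cells (516). In spermatogonia-like cells 4930570D08Rik rose from 27.1 ± 7.26 to 114 ± 19.0 CPM (SD, n = 3 each; log2 fold change 2.21, standard error 0.33, adjusted p = 0.0138) and Tex33 from 54.6 ± 17.6 to 169 ± 51.7 CPM (SD, n = 3 each; log2 fold change 1.84, standard error 0.30, adjusted p = 0.0223). Both calls were lost without UC 1 and against VC-R, and that of Tex33 also without R 3, UC 2 or UC 3. In a test on simulated data, with 200 genes given a log2 fold change of 1.5, the test called 79% of them in spermatogonia-like cells and 74% in spermatocyte-like cells at these library sizes.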

Only 3 genes were dysregulated in spermatogonia, compared to 306 in spermatocytes and 130 in spermatozoa, demonstrating broad restoration of transcriptional homeostasis.

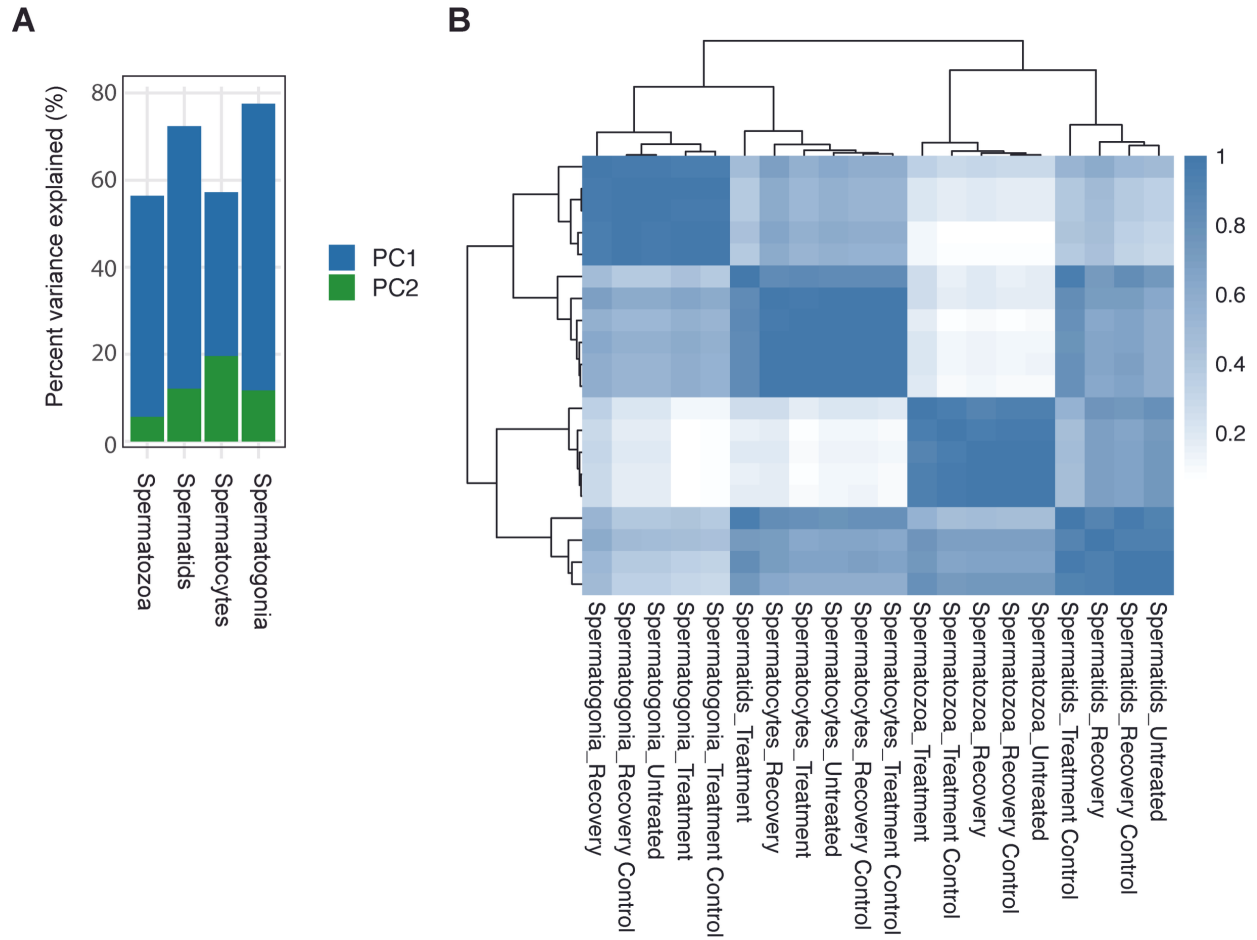

**Figure S11. Quantitative validation of transcriptional recovery and inter-stage relationships.**

(A) Percentage of variance explained by the first two principal components (PC1 and PC2) for each germ-cell stage, showing that most transcriptional variation within each subset is captured by the top components. Spermatogonia: 56.42%; Spermatocytes: 72.4%; Spermatids: 57.22%; Spermatozoa: 77.57% (B) Pearson correlation heatmap of average gene expression profiles across germ-cell stages and experimental conditions. 

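On summed profiles of each library, the first 2 components held 43.1% of the variance in spermatogonia-like cells, 59.0% in spermatocyte-like cells, 77.1% in spermatid-like cells and 47.7% in spermatozoa-like cells. The last of these had no T library and no VC-T 1.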

Samples cluster primarily by developmental stage, with strong intra-stage concordance between recovery (R), vehicle (VC-T, VC-R), and untreated (UC) groups. Notably, spermatids from JQ1-treated (T) testes cluster more closely with spermatocytes from other conditions than with spermatids, reflecting a treatment-induced transcriptional regression toward an earlier meiotic state. This shift is fully resolved after withdrawal, as recovery (R) spermatids realign with their stage-matched counterparts (VC-R, UC).

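Spermatid-like cells of T had a mean r of 0.744 ± 0.00704 (SD, n = 3) with UC spermatocyte-like cells and of 0.9495 ± 0.00950 (SD, n = 3) with UC spermatid-like cells, across genes, and were closer to the spermatids in 3 of 3 libraries. Spermatid-like cells of VC-T had 0.686 ± 0.0435 (SD, n = 3) and 0.978 ± 0.0175 (SD, n = 3), and those of UC had 0.674 ± 0.0179 (SD, n = 3) with UC spermatocyte-like cells.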

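For spermatid-like cells of R the mean r was 0.681 ± 0.0102 (SD, n = 3) with UC spermatocyte-like cells and 0.981 ± 0.00422 (SD, n = 3) with UC spermatid-like cells. VC-R had 0.682 ± 0.0349 (SD, n = 3) and 0.989 ± 0.00512 (SD, n = 3). Of the genes lowered in T, none of Tnp1, Tnp2, Prm1 and Prm2 was changed between R and UC, with log2 fold changes of -0.12, -0.20, 0.16 and -0.21. The sign of Tnp1, Tnp2 and Prm2 turned after matching on pseudotime (0.25, 0.23 and 0.19), and that of Prm1 against VC-R (-0.00899).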

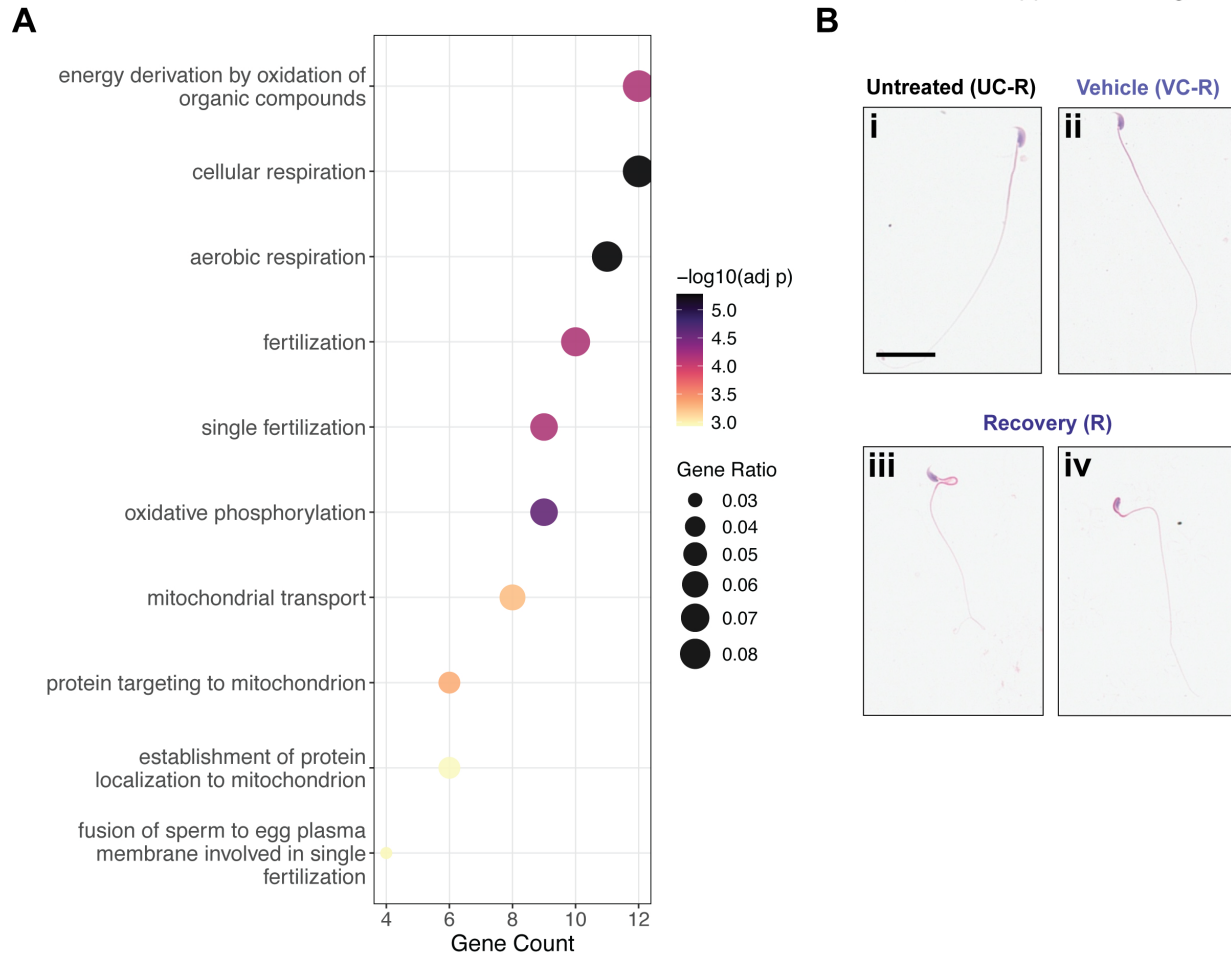

**Figure S12. Expanded functional enrichment and morphology validation following recovery.**

(A) Gene Ontology (GO) enrichment analysis of genes that remained differentially expressed after recovery (spermatozoa, R vs UC). This panel presents the full set of significantly enriched biological processes corresponding to the summarized terms shown in Figure 3M, which highlights the five most representative categories. Circle size represents the gene ratio within each term, and color indicates statistical significance ( $-\log_{10}[\text{adjusted } p]$ ). (B) Representative sperm morphology from untreated (i), vehicle (ii), and recovery (iii–iv) males. Recovery sperm largely regained normal head and tail architecture, though occasional abnormalities such as bent or kinked flagella persisted. Scale bar, 10  $\mu\text{m}$ .

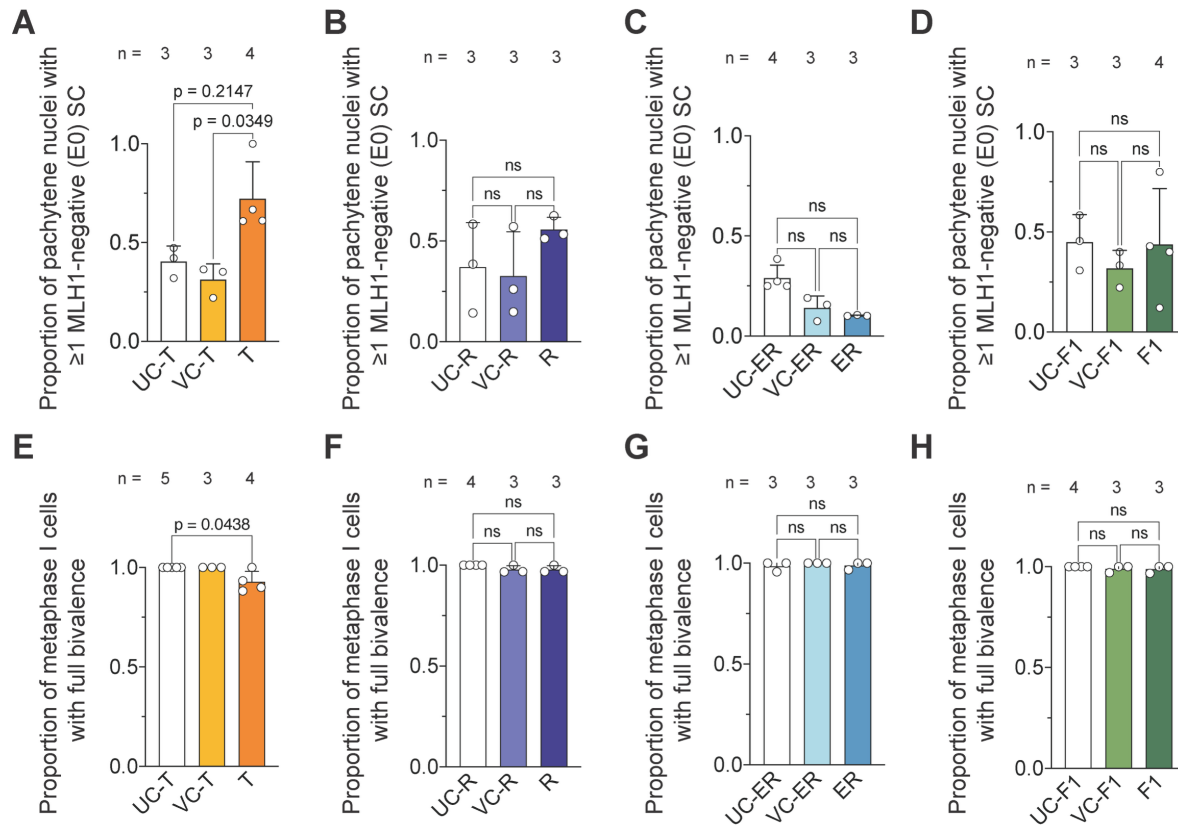

**Figure S13. Proportion of pachytene nuclei with  $\geq 1$  MLH1-negative SC and metaphase I cells with full bivalence across treatment and recovery cohorts.** (A–D) Proportion of pachytene nuclei with  $\geq 1$  MLH1-negative synaptonemal complex (SC) across treatment (UC-T, VC-T, T) (A), recovery (UC-R, VC-R, R) (B), extended recovery (UC-ER, VC-ER, ER) (C), and F1 (UC-F1, VC-F1, F1) (D) cohorts. (E–H) Proportion of metaphase I cells with full bivalence across the same timepoints. Bars represent mean  $\pm$  SD; each point represents one biological replicate. All comparisons were performed using the Kruskal–Wallis test (ns = not significant).

**Table S1. Metadata for datasets included in this study.**

| Sample Name | Condition         | Number of reads | Reads mapped | Sequencing saturation | Estimated cell # prior to filtering | Estimated cell # after filtering | Cell # after Doublet Removal |
|-------------|-------------------|-----------------|--------------|-----------------------|-------------------------------------|----------------------------------|------------------------------|
| JQ3WR1      | Recovery          | 243,444,103     | 94.6%        | 32.0%                 | 9,949                               | 6,408                            | 6,055                        |
| JQ3WR2      | Recovery          | 275,053,459     | 90.4%        | 32.6%                 | 10,785                              | 7,191                            | 6,792                        |
| JQ3WR3      | Recovery          | 439,265,185     | 91.0%        | 34.7%                 | 14,221                              | 12,739                           | 12,031                       |
| JQ3WRC1     | Recovery Control  | 152,539,066     | 94.6%        | 28.1%                 | 6,740                               | 4,898                            | 4,634                        |
| JQ3WRC2     | Recovery Control  | 170,172,586     | 96.0%        | 35.2%                 | 5,218                               | 3,592                            | 3,401                        |
| JQ3WRC3     | Recovery Control  | 97,538,675      | 96.4%        | 31.3%                 | 3,407                               | 2,836                            | 2,684                        |
| JQ3WT1      | Treatment         | 175,844,767     | 95.2%        | 28.8%                 | 9,567                               | 5,694                            | 5,551                        |
| JQ3WT2      | Treatment         | 161,894,445     | 95.2%        | 34.0%                 | 4,787                               | 3,974                            | 3,763                        |
| JQ3WT3      | Treatment         | 144,378,699     | 94.9%        | 32.5%                 | 3,573                               | 2,527                            | 2,397                        |
| JQ3WTC1     | Treatment Control | 155,707,767     | 96.0%        | 30.5%                 | 6,932                               | 5,746                            | 5,443                        |
| JQ3WTC2     | Treatment Control | 200,624,393     | 96.2%        | 36.5%                 | 7,080                               | 3,521                            | 3,330                        |
| JQ3WTC3     | Treatment Control | 167,287,369     | 96.0%        | 34.5%                 | 5,042                               | 3,595                            | 3,405                        |
| UC1         | Untreated         | 149,774,138     | 96.1%        | 34.3%                 | 4,149                               | 3,160                            | 2,993                        |
| UC2         | Untreated         | 154,707,378     | 92.9%        | 38.3%                 | 4,071                               | 2,975                            | 2,817                        |
| UC3         | Untreated         | 167,822,360     | 96.2%        | 35.0%                 | 6,089                               | 4,191                            | 3,966                        |
|             |                   |                 |              | <b>Total:</b>         |                                     | <b>69,292</b>                    |                              |

**Table S2. Genes with BRDT-bound promoters differentially expressed in pachytene spermatocytes following JQ1 treatment.** This table lists 16 genes identified as both BRDT promoter-occupied (based on BRDT ChIP-seq data from Her et al., (4)) and differentially expressed in pachytene spermatocytes from JQ1-treated testes. These overlapping genes represent putative direct BRDT transcriptional targets during meiotic prophase I. Gene names were harmonized to MGI-approved symbols, with alternative aliases noted (e.g., *Fopnl* = 0610037P05Rik).

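In spermatocyte-like cells, Spem1 (ENSMUSG00000041165, chromosome 11, 69820876 to 69822180) changed by -3.87 on the log2 scale (standard error 0.72, adjusted p = 0.0432), from 37.6 ± 32.7 CPM in UC to 2.53 ± 1.46 in T (SD, n = 3 each). Prdx4 (chromosome X, 155323918 to 155340754) changed by -2.57 (standard error 0.47, adjusted p = 0.0421) and Bclaf3 (chromosome X, 159526688 to 159593081) by -2.49 (standard error 0.49, adjusted p = 0.0478). Pgf (ENSMUSG00000004791, chromosome 12, 85166635 to 85177790) was the only BRDT-bound gene called higher, from 5.02 ± 0.279 to 15.3 ± 2.02 CPM (SD, n = 3 each; log2 fold change 1.61, standard error 0.18, adjusted p = 0.0188). Zfp768 (0.75, adjusted p = 0.0489) and Fopnl (0.04, adjusted p = 0.873) had the next highest changes and were not called. The calls of Spem1 and Pgf were lost in 4 of the 6 fits that left out 1 library, and those of Prdx4 and Bclaf3 in 5 of 6.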

| #  | Stage        | Gene                         |
|----|--------------|------------------------------|
| 1  | Spermatocyte | <i>Akap1</i>                 |
| 2  | Spermatocyte | <i>Abhd2</i>                 |
| 3  | Spermatocyte | <i>Bclaf3</i>                |
| 4  | Spermatocyte | <i>Ccnb3</i>                 |
| 5  | Spermatocyte | <i>D11Wsu47e</i>             |
| 6  | Spermatocyte | <i>Dazl</i>                  |
| 7  | Spermatocyte | <i>Fmr1</i>                  |
| 8  | Spermatocyte | <i>Frat2</i>                 |
| 9  | Spermatocyte | <i>Hspa1l</i>                |
| 10 | Spermatocyte | <i>Pgf</i>                   |
| 11 | Spermatocyte | <i>Prdx4</i>                 |
| 12 | Spermatocyte | <i>Spem1</i>                 |
| 13 | Spermatocyte | <i>Tsga8</i>                 |
| 14 | Spermatocyte | <i>Zfp768</i>                |
| 15 | Spermatocyte | <i>Ubr7</i>                  |
| 16 | Spermatocyte | <i>Fopnl</i> (0610037P05Rik) |

**Table S3. Genes with BRDT-bound promoters differentially expressed in spermatids following JQ1 treatment.** This table lists 46 genes identified as both BRDT promoter-occupied (based on BRDT ChIP-seq data from Her et al., (Her et al. 2021)) and differentially expressed in spermatids from JQ1-treated testes. These overlapping genes represent candidate direct BRDT transcriptional targets in late spermatogenesis. Gene symbols are based on Ensembl and MGI annotations, with aliases unified where appropriate (e.g., *Tex35* = 1700057K13Rik).

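Besides Tnp2, the genes of the spermatid list with the largest changes were 1700016C15Rik (ENSMUSG00000015962, chromosome 1, 177729814 to 177753324) at -4.40 (standard error 0.26, adjusted p = 1.1e-08) and Herpud1 (ENSMUSG00000031770, chromosome 8, 94386438 to 94395377, overlapping Gm15890 on the opposite strand) at -3.95 (standard error 0.19, adjusted p = 3.5e-09). 1700016C15Rik had 167 ± 39.8 CPM in UC and 7.04 ± 4.35 in T (SD, n = 3 each), and Herpud1 had 67.2 ± 11.9 and 3.98 ± 1.16 (SD, n = 3 each). After matching on pseudotime both remained lower, at -1.34 and -2.03. The 2 genes with higher values in T, Uhrf1 at 0.99 (adjusted p = 0.000515) and Rsl1d1 at 0.91 (adjusted p = 9.2e-05), were under the fold threshold. Uhrf1 passed it with DESeq2 at 1.01 and with the replicate number as a block at 1.04, and Rsl1d1 against VC-T 2 and VC-T 3 at 1.17.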

| #  | Stage     | Gene                         |
|----|-----------|------------------------------|
| 1  | Spermatid | <i>1700016C15Rik</i>         |
| 2  | Spermatid | <i>1700065I17Rik (Tex43)</i> |
| 3  | Spermatid | <i>1700120B22Rik</i>         |
| 4  | Spermatid | <i>1700023F06Rik</i>         |
| 5  | Spermatid | <i>Actl9</i>                 |
| 6  | Spermatid | <i>Arf5</i>                  |
| 7  | Spermatid | <i>Akap4</i>                 |
| 8  | Spermatid | <i>Btg1</i>                  |
| 9  | Spermatid | <i>Cdc34</i>                 |
| 10 | Spermatid | <i>Cd109</i>                 |
| 11 | Spermatid | <i>Cldnd2 (Cldn25)</i>       |
| 12 | Spermatid | <i>Dusp3</i>                 |
| 13 | Spermatid | <i>Eif4e</i>                 |
| 14 | Spermatid | <i>Eif4a2</i>                |
| 15 | Spermatid | <i>Efcab3</i>                |
| 16 | Spermatid | <i>Fopnl (0610037P05Rik)</i> |
| 17 | Spermatid | <i>Gfer</i>                  |
| 18 | Spermatid | <i>Glr2</i>                  |
| 19 | Spermatid | <i>Habp4</i>                 |
| 20 | Spermatid | <i>Hdac11</i>                |
| 21 | Spermatid | <i>Herpud1</i>               |
| 22 | Spermatid | <i>Herpud2</i>               |
| 23 | Spermatid | <i>Hspa1l</i>                |
| 24 | Spermatid | <i>Isca1</i>                 |
| 25 | Spermatid | <i>Lrrc26</i>                |
| 26 | Spermatid | <i>Mif</i>                   |
| 27 | Spermatid | <i>Ndufa13</i>               |
| 28 | Spermatid | <i>Pfkfb2</i>                |
| 29 | Spermatid | <i>Ppp1r15b</i>              |

|    |           |                              |
|----|-----------|------------------------------|
| 30 | Spermatid | <i>Prdx4</i>                 |
| 31 | Spermatid | <i>Rpf2</i>                  |
| 32 | Spermatid | <i>Rsl1d1</i>                |
| 33 | Spermatid | <i>Snn</i>                   |
| 34 | Spermatid | <i>Spata3</i>                |
| 35 | Spermatid | <i>Spem1</i>                 |
| 36 | Spermatid | <i>Tex35 (1700057K13Rik)</i> |
| 37 | Spermatid | <i>Tnp1</i>                  |
| 38 | Spermatid | <i>Tnp2</i>                  |
| 39 | Spermatid | <i>Trpm8</i>                 |
| 40 | Spermatid | <i>Tubg1 (Tubb4b)</i>        |
| 41 | Spermatid | <i>Ubr7</i>                  |
| 42 | Spermatid | <i>Uhrf1</i>                 |
| 43 | Spermatid | <i>Yipf6</i>                 |
| 44 | Spermatid | <i>Yod1</i>                  |
| 45 | Spermatid | <i>Zfp219</i>                |
| 46 | Spermatid | <i>Zfp706</i>                |

## References

1. Chen S, Zhou Y, Chen Y, Gu J. fastp: an ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics*. 2018 Sep 1;34(17):i884–90.
2. Soneson C, Love MI, Robinson MD. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. [version 2; peer review: 2 approved]. *F1000Res*. 2015 Jan 1;4:1521.
3. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550.
4. Her YR, Wang L, Chepelev I, Manterola M, Berkovits B, Cui K, et al. Genome-wide chromatin occupancy of BRDT and gene expression analysis suggest transcriptional partners and specific epigenetic landscapes that regulate gene expression during spermatogenesis. *Mol Reprod Dev*. 2021 Feb;88(2):141–57.

How the deposited data were processed for this re-analysis (not part of the article)

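Single-cell RNA-seq was measured in 15 libraries of mouse testis, 3 in each of 5 groups: JQ1 at 50 mg/kg daily for 3 wk with testes taken immediately (T), vehicle at the same time (VC-T), 6 wk after the last dose (R), vehicle at that time (VC-R), and untreated mice (UC). Each library came from 1 mouse, and nothing was pooled before the libraries were made. The authors state that all samples were processed and sequenced concurrently, so no batch could be compared. Groups were taken from the sample labels and the paper's text. Mice differ in age between the groups, which cannot be separated from the group where only UC serves as the control.

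The deposited values are raw UMI counts per gene and cell barcode. The authors aligned reads to mm10 with STAR and counted UMIs with Cell Ranger, which also called the cells. The header of the count matrices names a later version of Cell Ranger than the paper's methods do, and the sample labels name a later version of the 10x chemistry. Neither the files nor the methods state whether reads in introns were counted, so it is not known whether the values hold UMIs of unspliced RNA. The values are whole numbers, no normalization was found in them, and the barcodes in each library equal the cells before filtering in SI Appendix, Table S1. The SoupX correction and DoubletFinder of the paper were therefore not in the files. SoupX needs the droplets without cells, which were not used here, so it was replaced by an approximate subtraction as an alternative. Gene positions were taken from GENCODE vM21 (GRCm38/mm10), which gives a position for 32158 of the genes in the files.

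The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, umap-learn 0.5.12 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Cells with fewer than 500 genes, fewer than 1000 UMIs or at least 30% mitochondrial UMIs were removed, and then the 5.4% of cells with the highest Scrublet doublet score in each library. Counts were scaled to 10000 UMIs per cell and log-transformed. The 2000 most variable genes were chosen without mitochondrial genes and without the genes the paper names as outcomes, reduced to 30 principal components, and joined in a graph of 20 nearest neighbours, pruned on shared neighbours. Leiden clustering used resolution 1.2 and seed 1. No batch correction was applied, as in the study.

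Each cluster was named by the class with the highest mean log2 fold of its fixed markers over the other clusters, among classes with at least 3 markers detected in 10% of cells. The markers included Dmrt1, Sall4, Kit, Hells, Zbtb16, Stra8 and Uchl1 for spermatogonia, Sycp1, Sycp3, Hormad1, Shcbp1l, Piwil1, Pou5f2 and Aurka for spermatocytes, Acrv1, Tex36, Spaca1, Spaca7, Lyzl6 and Izumo1 for spermatids, and Tssk6, Smcp, Oaz3, Odf1 and Gapdhs for spermatozoa. Those of the somatic classes were Cst9, Rhox8, Sox9, Clu, Amhr2, Aard, Wt1 and Defb19 for Sertoli cells, Cyp17a1, Hsd3b1, Star, Insl3 and Cyp11a1 for Leydig cells, Acta2, Timp3, Myh11 and Tagln for myoid cells, Pf4, Lyz2, C1qa, C1qb and Cd74 for macrophages, and Pecam1, Cdh5 and Egfl7 for endothelial cells. A cluster stayed unnamed when its germ and somatic scores lay within 1 log2 unit with the somatic score above 0, when at least 3 mitochondrial genes were among its 10 leading genes, when its cells had very few UMIs for their library and no marker among the leading genes, or when the leading genes held more markers of another class. Clusters with a somatic class in front were clustered again, and a sub-cluster was named only with a marker of its own class among its 10 leading genes. Classes are called spermatid-like and so on, since names rest on transcripts alone.

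Pseudotime was computed by diffusion from the spermatogonia-like cells, scaled by rank and divided into 51 bins, the last 20 of which start at bin 31. Genes per cell were divided by the sequencing saturation that SI Appendix, Table S1, gives for each library. As alternatives, genes per cell were left undivided, or computed as the number expected after thinning each cell to 2000 or 1000 UMIs, which was checked against random draws and differed from them by at most 0.392%.

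For differential expression, UMIs were summed per library and class where the library held at least 10 cells of the class. Genes with low counts were removed by edgeR's filter, sums were normalized by TMM, and edgeR's quasi-likelihood test was applied with Benjamini-Hochberg adjustment per class and comparison. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change over 1, the study's thresholds. T had fewer than 10 spermatozoa-like cells in every library, so that comparison was run only without the minimum. The paper used DESeq2, which was run as an alternative. Healing is the percentage of genes changed in T against UC that were not changed in R against UC. Profiles for correlations and principal components were log2 CPM of genes with at least 10 counts in some libraries and 15 in total, by edgeR's filter. For values with 1 number per library, T was compared with UC and VC-T together and R with UC and VC-R together by exact two-sided permutation tests, in which 3 against 6 libraries cannot go below p = 0.0238 and 3 against 3 cannot go below 0.10.

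Genes named in the text were chosen by a rule: every gene the paper's text names for single-cell expression, the BRDT-bound lists with their 3 largest changes in each direction, and, for each class and comparison, the 2 genes with the smallest adjusted p in each direction among those past both thresholds whose normalized values do not overlap between the groups and that have a symbol. Lists of nuclear oxidative phosphorylation genes, fertilization genes and mitochondrial import genes were tested by Fisher's exact test among the tested genes.

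The test was also run on simulated data, in which 200 genes were given a log2 fold change of 1.5. In T against UC it called 74.5% of these genes in spermatogonia-like cells, 67% in spermatocyte-like cells and 90.5% in spermatid-like cells. In R against UC it called 79%, 74%, 85.5% and 92.5% in the 4 classes in order of development, with 1 to 6 false calls per comparison.

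The alternatives were DESeq2, no filter on low counts, the replicate number as a block, doublets kept, at least 750 genes per cell, clustering with all genes, clustering at resolution 0.6, cells matched on pseudotime, sums thinned to equal UMIs, ambient RNA subtracted, no minimum of cells, other control groups, another definition of healing, linear CPM for correlations, bins of equal width, and leaving out each replicate in turn. The labels number the replicates of each group alike, so the residual profiles of libraries with the same number were compared. In spermatocyte-like cells of T against UC the 3 pairs had correlations of 0.648, 0.361 and 0.113 across genes, and with the replicate number as a block 591 genes were changed, beside 212 without it. In the other classes and comparisons at least 1 pair did not exceed 0.1. Added after the data were seen were as many cells drawn at random as after matching, cells with at least 2000 UMIs, leaving out VC-T 1 for UMIs per cell, undivided genes per cell and highest bin means, and leaving out the spermatocyte- and spermatid-like clusters whose median UMIs per cell are under 0.6 of their own library's.

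Depth limits the rare classes most. Sums per library are smallest for spermatogonia-like cells, and a class with no cell in a library allows a share of up to 3 cells of the library's germ cells. The deposited tables of the study's own differential expression were held only in part and were not compared gene by gene. Histology, chromosome spreads, sperm counts and morphology, breeding, kidney and liver RNA-seq and ChIP-seq were not analysed here.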

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

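Of the tests below, that of a loss of late haploid cells in VC-T 1 was chosen only after the result was seen, and so was the limit that sets which clusters have few UMIs per cell. Of 36 groups of 6 control libraries tested for a library far from the others, on 72 sides, 4 values stood apart, and chance alone gives about 1 in 20 groups. All 4 belong to VC-T 1 or VC-T 2.

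VC-T 1 stood apart from the other UC and VC-T libraries in its share of spermatocyte-like cells, 45.1% of germ cells, and in the share of UMIs on its 10 most abundant genes, 4.08%. It also had no spermatozoa-like cell. Lower depth is argued against: with every library's spermatid-like sums thinned to the same UMIs, its mean correlation with UC was 0.939, while VC-T 2 and VC-T 3 were at 0.973 and 0.978. A swap between a T and a VC-T library is argued against as well, since the highest spermatozoa-like share among the T libraries was 0.212%. On a scale from the UC mean (0) to the T mean (1) over the genes changed in spermatid-like cells, VC-T 1 lay at 0.905 and the 8 other control libraries between -0.147 and 0.156. The T libraries helped choose these genes. With each T library held out of the choice, it lay between 0.756 and 1.09 and VC-T 1 between 0.832 and 0.936. That place would be needed if a T library carried a VC-T label. The higher genes differ by class. In spermatid-like cells, held-out T lay between 0.879 and 0.914 on the higher genes alone, VC-T 1 between 0.506 and 0.578, and the other vehicle libraries at 0.515 or less. In spermatogonia-like cells VC-T 1 lay between 1.06 and 1.20 on them, with held-out T from 0.793 to 1.16, but other vehicle libraries reached 1.12. A loss of late haploid cells without the treatment is the other open explanation. With spermatocyte-like cells matched on pseudotime VC-T 1 lay at 0.859, against -0.321 to 0.293 for the other controls, on genes chosen with all 3 T libraries. On the 172 higher genes alone VC-T 1 lay at 0.473, with T from 0.853 to 1.20 and the other controls at 0.302 or less. Unmatched, on 59 higher genes, VC-T 1 lay at 0.324, with T from 0.963 to 1.03 and the other controls at 0.237 or less. The T libraries helped choose these higher genes too. No T library was held out in this class, where fewer than 20 genes were changed without one, so how far T itself lies from VC-T 1 there is not known. A wrong label and a loss of late cells cannot be told apart, because VC-T 1 lies near held-out T on the lower genes of spermatid-like cells (0.860 to 0.980, T from 0.745 to 1.11) and away from it on their higher genes, but not on those of spermatogonia-like cells, and a biological cause in this mouse was not tested further. The paper puts the deviation down to technical variation.

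In VC-T 2, 17.7% of cells were in unnamed clusters and 62.4% of the spermatid-like cells in the clusters of few UMIs per cell. Those clusters hold more UMIs on genes of at least 100 kb than the other spermatid-like cells, 18.8% against 8.37% over the libraries, and more mitochondrial UMIs, 1.46% against 0.301%, which is a pattern that damaged cells, or nuclei if reads in introns were counted, could give. VC-T 2 shares the clusters with the R libraries, where 75.4% ± 8.30 (SD, n = 3) of spermatid-like cells lay in them. Without these clusters 118 genes were changed between R and UC in spermatid-like cells, in place of 1186. No explanation particular to VC-T 2 was tested, and no biological explanation was tested.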

How the results depend on the processing

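Alternatives were set before the data were examined, except those with cells drawn at random, with cells of at least 2000 UMIs, without the clusters of few UMIs per cell, without single replicates for correlations and BRDT-bound lists, and without VC-T 1 for UMIs per cell, undivided genes per cell and highest bin means, which were chosen after the data were seen. Over 37 results that answer a comparison, 228 values under alternatives other than dropping each replicate in turn gave 141 with the same direction and side of the threshold, 7 weaker, 6 stronger, 60 moved and 14 reversed. For single genes, 219 values gave 176 the same, 32 weaker, 4 stronger, 1 moved and 6 reversed. Unless stated, the cause of a move was not tested.

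Counts of changed genes moved most. For T against UC in spermatogonia-like cells (495), DESeq2 gave 211, doublets kept 743, matching on pseudotime 8, equal UMIs 173, ambient RNA subtracted 44, random cells 63, cells of at least 2000 UMIs 748, VC-T 2 and VC-T 3 as controls 891 and all VC-T 0 (430 at an unadjusted p under 0.05). In spermatocyte-like cells (212), DESeq2 gave 471, no filter on low counts 582, the replicate block 591, doublets kept 611, equal UMIs 84, ambient RNA subtracted 387, matching on pseudotime 299, random cells 12, VC-T 2 and VC-T 3 658 and all VC-T 29. In spermatid-like cells (1790), matching on pseudotime gave 172 and all VC-T 0 (3576 at an unadjusted p under 0.05). The other alternatives for that count that keep all replicates stayed between 1352, with doublets kept, and 2579, without a filter. Matching leaves fewer cells, and random cells of the same number gave 63 in spermatogonia-, 12 in spermatocyte- and 1400 in spermatid-like cells, so matching gave fewer genes than random cells in the first and the last of these classes and more in spermatocyte-like cells.

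For R against UC in spermatogonia-like cells (26), DESeq2 gave 12, no filter 170, the replicate block 176, doublets kept 2, at least 750 genes per cell 334, clustering with all genes 12, equal UMIs 11, random cells 9, cells of at least 2000 UMIs 1 and VC-R as control 0 (494 at an unadjusted p under 0.05). In spermatocyte-like cells (0, with 1183 at an unadjusted p under 0.05), no filter, doublets kept, clustering with all genes, clustering at resolution 0.6, ambient RNA subtracted and cells of at least 2000 UMIs gave 1 each, and matching on pseudotime 52. In spermatid-like cells (1186), DESeq2 gave 784, matching 710, cells of at least 2000 UMIs 600 and leaving out the clusters of few UMIs 118. In spermatozoa-like cells (77), DESeq2 gave 12, ambient RNA subtracted 7 and VC-R 0 (1727 at an unadjusted p under 0.05). The T comparison of spermatozoa-like cells has a value only without the minimum number of cells, and none of its other alternatives was run.

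The replicate block was fitted because the labels number the replicates of each group alike. It gave 591 genes in spermatocyte-like cells of T, where the residuals of libraries of equal number had correlations of 0.648, 0.361 and 0.113, and 176 in spermatogonia-like cells of R, where these were -0.0339, -0.0385 and 0.113.

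Healing in spermatogonia-like cells (98.6%) was 100% with DESeq2, 91.2% with the replicate block and 68.7% when a log2 fold change in R under 0.5 of that in T was asked for. That definition gave 96.1% in spermatocyte-like cells (100%) and 86.9% in spermatid-like cells (92.0%), where DESeq2 gave 95.6%.

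Shares of cells kept their direction under each alternative, apart from those without the clusters of few UMIs, where the R difference in spermatid-like cells went from 14.5 to -6.64 points and in spermatozoa-like cells from -10.4 to 7.79. With UC as the only controls, 3 against 3 cannot pass 0.05: the difference in spermatocyte-like cells of T was 38.0 points, and for R those in spermatid-like cells, spermatozoa-like cells and the last pseudotime bins were 15.0, -11.5 and -11.6. Without VC-T 1 among the controls, the spermatozoa-like share of T differed by -53.7 points and passed the test.

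Genes per cell depend on how depth is handled. The T difference in spermatocyte-like cells (-3.83) was 36.1 at 2000 UMIs and 15.3 at 1000 UMIs, both past the test, where UMIs per cell are made equal and a difference in them cannot show. Not divided by saturation it was -372 (exact permutation p = 0.238, two-sided), and without VC-T 1 -516 (exact permutation p = 0.0357, two-sided). The highest bin mean gave -22.7, and -29.5 without VC-T 1, neither past the test. In spermatid-like cells (2.51) it was 44.8 and 18.4, passing the test, but -129 when not divided by saturation (-255 without VC-T 1), -1.09 with UC only, -5.21 without the clusters of few UMIs and -6.05 for the highest bin mean (-8.82 without VC-T 1). UMIs per cell differed by -2965 in spermatocyte- and -1390 in spermatid-like cells of T, neither past the test, and by -3786 and -1951 without VC-T 1 (exact permutation p = 0.0357 in each, two-sided). For R, spermatocyte-like cells (28.8) gave 8.52 at 1000 UMIs and 34.4 with UC only, neither past the test, and spermatid-like cells (-12.2) gave 52.6 at 2000 UMIs, 20.5 at 1000, 39.4 without the clusters of few UMIs, 1.16 for the highest bin mean and -8.46 with UC only.

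Correlations with UC relative to those among UC moved with the scale. On linear CPM and with sums thinned to the smallest library, T in spermatogonia-like cells (-0.0246) gave -0.0423 and -0.0628, R in spermatogonia-like cells (0.0285) gave -0.0248 and -0.0200, R in spermatocyte-like cells (0.0189) gave 0.0145 and 0.0152, and R in spermatozoa-like cells (0.000717) gave -0.000984 and -0.00198. T in spermatid-like cells (-0.0491) gave -0.124 on linear CPM. T in spermatozoa-like cells has no value.

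Of the BRDT-bound spermatid list (28 changed), 3 were changed after matching on pseudotime, with a median log2 fold change of -0.081 in place of -1.19. Of the spermatocyte list (6 changed) 5 were, with a median log2 fold change of 0.15 in place of -0.56. Single genes that reversed in R against UC were Tnp1 (0.25), Tnp2 (0.23) and Prm2 (0.19) after matching, and, with VC-R as control, Prm1 (-0.00899) and AY036118 (-0.24). In T against UC it was Hist1h1a (0.40, after matching).

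With 1 replicate left out, 258 values of 34 results gave 196 the same, 18 weaker, 4 stronger, 38 moved and 2 reversed, and 288 values of single genes gave 251, 33, 3, 0 and 1. The 2 reversed results were genes per cell of T, in spermatocyte-like cells without T 3 and in spermatid-like cells without T 1. Differences in correlation that changed sign, given below, are not among these 2. For shares and genes per cell, the 2 against 6 libraries left when a T or R replicate is dropped cannot pass 0.05. Counts ranged from 302 (without UC 2) to 532 (without T 3) in spermatogonia-like cells of T, with 313 without T 1, and from 0 (without UC 1) to 211 (without R 1) in those of R, with 6 without R 2 and 1 without R 3 or UC 2. They ranged from 2 (without T 3) to 425 (without UC 1) in spermatocyte-like cells of T, with 3 without T 1, 5 without T 2 or UC 3 and 113 without UC 2, and from 0 to 40 (without UC 1) in those of R. In spermatid-like cells they stayed between 1743 and 2093 in T and between 855 and 1511 in R, and in spermatozoa-like cells of R between 64 and 108. Healing ranged from 89.1% (without R 1) to 100% in spermatogonia-like cells, from 97.2% (without UC 1) to 100% in spermatocyte-like cells and from 88.1% (without UC 3) to 93.4% (without R 3) in spermatid-like cells. Shares differed by 2.74 to 4.08 points for spermatogonia-like, 30.9 to 37.4 for spermatocyte-like and -53.7 to -40.8 for spermatozoa-like cells of T, by -1.75 to -1.15, 12.3 to 15.6 and -11.5 to -8.78 for spermatogonia-, spermatid- and spermatozoa-like cells of R, and by -53.5 to -40.6 (T) and -11.7 to -8.96 (R) for the last pseudotime bins. The calls that came only without a library were the spermatogonia-like shares of T without VC-T 3 (4.08) and of R without VC-R 1 (-1.75), and the spermatozoa-like share and the last bins of T without VC-T 1 (-53.7 and -53.5).

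In the same fits, genes per cell differed by -6.95 (without T 1) to 0.895 (without T 3) in spermatocyte-like and -2.36 (without T 1) to 6.33 in spermatid-like cells of T, and by 24.5 to 33.2 and -13.2 to -10.3 in those of R. Correlation differences ran from -0.0625 (without UC 1) to -0.00447 (without UC 3) in spermatogonia-like and from -0.0147 (UC 1) to 0.00916 (UC 3) in spermatocyte-like cells of T, and from -0.00536 (UC 1) to 0.0483 (UC 3) and 0.000235 (UC 1) to 0.0339 (UC 3) in those of R. The BRDT-bound spermatocyte list gave 0 (without T 1, T 2, T 3 or UC 3) to 8 (without UC 1), with 3 without UC 2. Smarca5 in R ran from -0.13 (without UC 2) to 0.0825 (without UC 3). Uhrf1 in spermatid-like cells of T passed both thresholds without T 2 (1.01), T 3 (1.00) or UC 3 (1.20). In spermatocyte-like cells of T, Spem1 lost its call without T 1 (-4.51), T 2 (-3.46), T 3 (-3.86) or UC 3 (-4.14), Hist1h1a without T 1 (-2.04), T 2 (-2.23), T 3 (-2.17) or UC 3 (-2.08), and Pgf without T 1 (1.56), T 2 (1.57), T 3 (1.71) or UC 3 (1.64). Prdx4 lost it without T 1 (-2.90), T 2 (-2.25), T 3 (-2.63), UC 2 (-2.82) or UC 3 (-2.74), Bclaf3 without T 1 (-2.37), T 2 (-2.13), T 3 (-2.93), UC 2 (-2.52) or UC 3 (-2.11), and Vmn2r60 without T 3 (2.66).

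In R, calls were lost for 4930570D08Rik in spermatogonia-like cells without UC 1 (2.27), for Tex33 there without R 3 (1.52), UC 1 (1.97), UC 2 (1.89) or UC 3 (1.53), for 1700108N11Rik in spermatid-like cells without R 2 (-0.77) or UC 3 (-0.91), for Bhmt2 in spermatozoa-like cells without UC 1 (-1.16), and for Gpihbp1 there without R 3 (-0.89) or UC 2 (-1.18).

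Depth limits spermatogonia-like cells, where 7368 genes were tested in T against 12830 in spermatid-like cells, and it limits the spermatozoa-like class of T, with 10 cells. Ambient subtraction is rough for T and VC-T 1, where late haploid transcripts are scarce and the estimated ambient share was 25.8 to 45.1%, against 5.48 to 20.3% in the other libraries.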

Differences from the paper's values

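In spermatid-like cells 1790 genes were changed between T and UC, against the paper's 3195. Among the alternatives set before the data were examined, no filter on low counts (2579) and VC-T 2 and VC-T 3 as the control group (2421) came within 1.5 times of it, and the others did not. In spermatogonia-like cells the count was 495 against the paper's 132, and only sums thinned to equal UMIs (173) closed the gap. In spermatocyte-like cells it was 212 against the paper's 372, which was reached within 1.5 times with DESeq2 (471), after matching on pseudotime (299), with ambient RNA subtracted (387) and without UC 1 (425). The paper's healing table gives 134 and 432 for these 2 classes. Against the paper's 134, sums thinned to equal UMIs again closed the gap and the other alternatives set before the data were examined did not. Against the paper's 432, no filter on low counts (582), the replicate block (591) and doublets kept (611) came within 1.5 times as well as the settings named for 372, and the others did not. In spermatozoa-like cells, 472 genes were changed without a minimum number of cells against the paper's 3780, and no alternative was run.

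Between R and UC, 26 genes were changed in spermatogonia-like cells against the paper's 3, which doublets kept (2) closed. In spermatocyte-like cells the count was 0 (1183 at an unadjusted p under 0.05) against the paper's 306, and none of the alternatives set before the data were examined closed the gap. In spermatozoa-like cells it was 77 against the paper's 130, which no filter on low counts, doublets kept, at least 750 genes per cell, matching on pseudotime and leaving out UC 3 (105, 95, 91, 94 and 108) brought within 1.5 times, and the others did not. Cells of at least 2000 UMIs, chosen after seeing the values, gave 92.

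Genes changed in T and still changed in R numbered 7 in spermatogonia-like cells against the paper's 2, 0 in spermatocyte-like cells against the paper's 115, and 1 in spermatozoa-like cells without a minimum number of cells against the paper's 159. None of the alternatives set before the data were examined, including those without a replicate, closed the gap in spermatogonia- or spermatocyte-like cells, and for spermatozoa-like cells no alternative was run.

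Of the BRDT-bound spermatid list, 28 genes were changed against the paper's 46, and 33 with DESeq2 came within 1.5 times, while the other alternatives set before the data were examined did not. So did the fits without T 1 (33), UC 1 (33) and UC 3 (35), chosen after seeing the values. Of the spermatocyte list 6 were changed against the paper's 16, and no alternative closed the gap.

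The first 2 principal components of spermatozoa-like cells held 47.7% of the variance against the paper's 77.57%, with no alternative run. Sertoli-like cells numbered 219 in UC, 508 in VC-T and 118 in T against the paper's 77, 112 and 24, and none of the alternatives set before the data were examined closed these gaps. The cluster led by Clu alone, chosen after seeing the values, held 68 cells in UC, 126 in VC-T and 56 in T, within 1.5 times of the paper's values for UC and VC-T and not for T.

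Some statements of the paper differ without a pair of numbers. The paper states that spermatids of T cluster closer to spermatocytes of other groups than to spermatids, and here their mean r was 0.744 with UC spermatocyte-like and 0.9495 with UC spermatid-like cells. It states that Gpx4 is unaffected, and here its log2 fold change was -0.29 with an adjusted p of 0.000363 (edgeR), under the fold threshold. It names Smarca5 among the changed genes, and here its log2 fold change was 0.91 (adjusted p = 7.0e-06), under the fold threshold except against VC-T 2 and VC-T 3 (1.30). It states that the pachytene burst is weakened in T, and here the highest bin mean was 85.1 in T and 107.7 in the controls (exact permutation p = 0.214, two-sided), the paper's direction without passing the test. Without VC-T 1, chosen after seeing the values, T was lower in genes per spermatocyte-like cell not divided by saturation (2254 against 2770) and in UMIs per cell (4699 against 8485, exact permutation p = 0.0357 in each, two-sided). At 2000 UMIs per cell, where a difference in UMIs cannot show, T had more genes (1336 against 1300). It states that the germ cell composition of R matches the controls. Here the spermatozoa-like share was 48.9% against 59.3% (exact permutation p = 0.0238, two-sided, n = 3 and 6), a direction that turned without the clusters of few UMIs, chosen after seeing the values.

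It states that spermatids of R show more transcript diversity, and here genes per cell per percent of saturation were 55.7 in R and 67.9 in the controls, with the paper's direction only after thinning to equal UMIs (1345 against 1292 genes at 2000 UMIs), without the clusters of few UMIs, chosen after seeing the values (a difference of 39.4), or for the highest bin mean (a difference of 1.16). It states that spermatocytes heal least, and here spermatid-like cells had the lowest value, at 92.0% against 100% in spermatocyte-like cells. The 100% follows for any list of genes, since no spermatocyte-like gene was changed in R against UC. It therefore cannot rank spermatocyte-like cells against the other classes. With the definition by the size of the change, spermatogonia-like cells healed least (68.7%). It states that genes still changed in spermatozoa are enriched for oxidative phosphorylation, mitochondrial targeting and fertilization. Here 1 of 94, 0 of 23 and 0 of 46 genes of such lists were changed in R against UC (one-sided Fisher's exact p = 0.440 for the first). The first list holds nuclear genes only, so it does not test the oxidative phosphorylation genes of the mitochondrial genome. By chance 0.576, 0.141 and 0.282 would fall, so few that a count of 0 does not exclude enrichment. The 1 gene changed in both T and R, without a minimum number of cells, was in none of them, and 1 gene cannot test enrichment.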

Other observations

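Chosen only after the results were seen were the tests of age, of library size and of the mix of stages for the genes higher in R, of the clusters of few UMIs per cell, of the Sertoli-like class in R, of the deviation of the UC libraries, the counts of other splits, and the fits with random cells and with cells of at least 2000 UMIs.

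Every comparison of summed profiles with 3 libraries against 3 has 10 splits. The real split alone (1 of 10) gave as many changed genes for T against UC in spermatogonia-, spermatocyte- and spermatid-like cells and for R against UC in spermatogonia-, spermatid- and spermatozoa-like cells. The largest count of another split was 3 (spermatogonia-like cells of R against UC), and in the other comparisons it was 0. In spermatocyte-like cells of R against UC, where 0 genes were changed (1183 at an unadjusted p under 0.05), all 10 splits gave as many. With 10 splits the share cannot go below 0.1, so the splits do not exclude a result that arose by the way libraries fell into groups.

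For the genes lower in T in spermatogonia- and spermatocyte-like cells, ambient RNA of late haploid cells, which T lacks, was tested. In spermatogonia-like cells 88.5% of the lower genes were more abundant in UC spermatozoa-like cells, against 16.7% of all tested genes, and in spermatocyte-like cells 66.0% against 20.4%. Of the genes higher in T, which a lack of this RNA cannot raise, 57.8% and 8.47% were more abundant in spermatozoa-like cells, so in spermatogonia-like cells the excess is not particular to the lower genes. The 52 lower genes of spermatocyte-like cells that were less abundant in spermatozoa-like cells argue against ambient RNA for that part. With ambient RNA subtracted, 9 of 78 lower genes remained in spermatogonia-like and 55 of 153 in spermatocyte-like cells, and of the higher genes 4 of 417 and 49 of 59. The median log2 fold change of the lower genes went from -1.77 to -1.50 in spermatogonia-like and from -3.22 to -4.03 in spermatocyte-like cells. Whether ambient RNA lowers the remaining genes stays open, since the subtraction is rough in T, where late haploid transcripts are scarce.

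For the genes changed in spermatid-like cells of T, the mix of stages within the class is a candidate explanation: 172 were changed after matching on pseudotime, 99 of them among the 1790. The smaller number of cells is argued against, since as many cells drawn at random gave 1400 (1046 shared). Age is argued against as the whole cause, since VC-T 2 and VC-T 3, of the same age as T, gave 2421 changed genes (1518 shared). With ambient RNA subtracted 1958 genes were changed, 1652 of them lower, though the subtraction is rough in T. An effect of JQ1 on transcription within a stage and an arrest that shifts the mix both stay open. This matching cannot separate them, since pseudotime comes from the expression of the same cells.

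For the 1169 genes higher in spermatid-like cells of R, several technical explanations were argued against. At equal UMIs 867 genes were changed and 598 of the higher genes remained. Among cells of at least 2000 UMIs 600 were changed and 545 of the higher genes remained. Of the higher genes, 48.8% were more abundant in UC Sertoli-like than in spermatid-like cells, against 40.9% of all tested genes, so RNA from Sertoli-like cells would leave most of them unexplained. Matching on pseudotime gave 710, with 462 of the higher genes shared, beside 567 for as many random cells. The clusters of few UMIs per cell remain: without them 118 genes were changed, 89 of them among the higher genes. Gene length remains too: the higher genes spanned a median of 41.9 kb against 21.6 kb for the other tested genes, and in 5 bins of mean expression the pairs were 28.9 and 18.3, 42.1 and 21.8, 67.1 and 24.5, 149 and 24.7, and 264 and 19.2 kb. The clusters themselves carried 18.8% ± 1.40 of UMIs on genes of at least 100 kb against 8.37% ± 0.441 in the other spermatid-like cells (SD, 15 of 15 libraries in this direction), and in spermatocyte-like cells 13.3% against 9.55% (14 of 14). These values are consistent with damaged cells in the R libraries, or with nuclei rich in unspliced RNA if reads in introns were counted, which is not known, and no test separated this from a change of the spermatids 6 wk after JQ1.

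The higher share of spermatid-like cells in R depends on the same clusters: without them the difference from the controls was -6.64 points in place of 14.5. They held 75.4% ± 8.30 of spermatid-like cells in R (n = 3) and 12.8% ± 6.74 in UC and VC-R (n = 6, exact permutation p = 0.0238, two-sided). In the Sertoli-like class of R, Fshr was 9.07 CPM against 74.4 in UC and 78.4 in VC-R, though VC-R 1 (9.17 CPM) and UC 1 (0 UMIs in 31 cells) were as low, so a low value is not particular to R, and the Clu-led cluster was not larger in R (0.152% against 0.583%, exact permutation p = 0.238, two-sided). Cells other than Fshr-expressing Sertoli cells could therefore account for the higher Sertoli-like share in R, and no biological explanation was tested.

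Whether differences in UMIs per cell account for genes per cell stays open. In spermatid-like cells of R the difference was 52.6 genes at 2000 UMIs, opposite to the value divided by saturation. In T the differences divided by saturation did not pass the test in spermatocyte- or spermatid-like cells (exact permutation p = 0.690 in each, two-sided), while those at 2000 UMIs were 36.1 and 44.8 (exact permutation p = 0.0238 in each, two-sided). Thinning makes UMIs per cell equal, so it removes a difference in the RNA content of cells along with one in depth, and the values at 2000 UMIs do not argue against a weaker transcriptional burst. Fewer transcripts per cell and a lower depth cannot be told apart here, since both lower UMIs per cell. Mean UMIs per cell of T were below those of UC in spermatogonia-like cells too (1879 against 2536), not only in later classes. Thinning to 2000 UMIs also leaves out the cells below that depth, which were 53.4% of the spermatid-like cells of R, 19.7% of VC-R, 21.7% of UC, 20.8% of T and 52.0% of VC-T, so the cells compared are not a like share of each group.

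The paper reports RNA polymerase II in the sex body of treated spermatocytes. If the X chromosome were less silenced, X-linked UMIs would rise in spermatocyte-like cells of T. Over 1084 X-linked genes their share differed by -0.0785 points (0.102% in T, n = 3, and 0.181% in UC and VC-T, n = 6, exact permutation p = 0.0952, two-sided), and with cells matched on pseudotime it was 0.122% in T and 0.0952% in UC (exact permutation p = 0.2, two-sided, where 3 against 3 cannot go below 0.10). The first comparison holds a different mix of stages and the second is too small to pass the threshold, so the hypothesis stays open.

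Log2 fold changes of T and R against UC were compared across genes, which are not independent. The correlation used all genes tested in both, and the share of the same sign only those of them changed in T. In spermatid-like cells r was 0.185 over 12774 genes, with 61.0% of 1757 genes changed in T of the same sign. Simulated groups without change against the same UC libraries gave 0.0378 to 0.0502. They were drawn around the mean of these UC libraries, so a deviation of UC cancels and they cannot show the effect of sharing UC. VC-R against UC, which involves no JQ1, gave 0.228 and 63.6%. In spermatocyte-like cells r was 0.598 with 93.2% of 205 genes changed in T of the same sign, and VC-R against UC gave 0.602 and 89.5%. These values are consistent with a deviation of the UC libraries in both classes, and the likeness of T and R is then not particular to JQ1. Whether sharing the UC libraries is the cause in spermatid-like cells stays open. In spermatogonia-like cells r was 0.433 for R and 0.596 for VC-R.

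Brdt (ENSMUSG00000029279, chromosome 5, 107331159 to 107387058), whose protein the paper stained, had log2 fold changes of 0.20 in spermatocyte-like cells (adjusted p = 0.146) and 0.15 in spermatid-like cells (adjusted p = 0.151, both edgeR) of T against UC, with 3 libraries each. Of all cells, 10.2% ± 2.85 (SD, n = 3) of R and 3.26% ± 2.51 (SD, n = 6) of UC and VC-R were in unnamed clusters (exact permutation p = 0.0238, two-sided).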
